# Dynamic Axonal Translation in Developing and Mature Visual Circuits

**DOI:** 10.1016/j.cell.2016.05.029

**Published:** 2016-06-30

**Authors:** Toshiaki Shigeoka, Hosung Jung, Jane Jung, Benita Turner-Bridger, Jiyeon Ohk, Julie Qiaojin Lin, Paul S. Amieux, Christine E. Holt

## Abstract

Local mRNA translation mediates the adaptive responses of axons to extrinsic signals, but direct evidence that it occurs in mammalian CNS axons in vivo is scant. We developed an axon-TRAP-RiboTag approach in mouse that allows deep-sequencing analysis of ribosome-bound mRNAs in the retinal ganglion cell axons of the developing and adult retinotectal projection in vivo. The embryonic-to-postnatal axonal translatome comprises an evolving subset of enriched genes with axon-specific roles, suggesting distinct steps in axon wiring, such as elongation, pruning, and synaptogenesis. Adult axons, remarkably, have a complex translatome with strong links to axon survival, neurotransmission, and neurodegenerative disease. Translationally co-regulated mRNA subsets share common upstream regulators, and sequence elements generated by alternative splicing promote axonal mRNA translation. Our results indicate that intricate regulation of compartment-specific mRNA translation in mammalian CNS axons supports the formation and maintenance of neural circuits in vivo.

## Highlights

• Dynamic translatome of retinal axons in vivo matches changing subcellular function
• Adult CNS axons translate mRNAs for synaptic transmission and axon survival in vivo
• Target mRNAs of key translation regulators show developmental co-regulation
• Axon-specific sequence motifs link alternative splicing to axonal translation

## Introduction

RNA localization and local translation are evolutionarily conserved mechanisms employed by cells to control the precise subcellular positioning of nascent proteins. Neurons are highly compartmentalized cells with functionally distinct cytoplasmic/membrane domains (dendrites, axons, and somas), and emerging evidence indicates that localized mRNA translation supports this subcellular differentiation (Holt and Schuman, 2013, Martin and Ephrussi, 2009). Recent in vitro studies revealed an unexpectedly large population of mRNAs in axons, and inhibiting the translation of just one or two of them can cause specific defects in fundamental axonal behaviors, such as neurotrophin-induced outgrowth, branching, cue-induced chemotropic responses, and injury-induced regeneration (references in Jung et al., 2012). In vitro studies have also provided evidence that extrinsic signals, such as guidance cues and growth factors, selectively induce rapid axonal synthesis of distinct protein subsets (references in Jung et al., 2012). A rational interpretation of these results is that specific subsets of mRNAs are coordinately translated when required whereas most axonally localized mRNAs remain translationally repressed. Thus, to understand the function of axonal mRNA translation, it is important to carry out a comprehensive and unbiased global analysis of the mRNAs that are specifically translated in the axonal compartment in vivo.

The axons of retinal ganglion cells (RGCs) terminate in the superior colliculus (SC) of the midbrain. A point-to-point topographic projection of RGC axons to the SC allows the brain to reconstruct a map of the outside world. In mouse, the formation of this retinotopic map in the SC can be divided into three distinct phases (Feldheim and O’Leary, 2010). First, embryonic RGC axons enter the SC and initially extend beyond their topographically correct “termination zones (TZs)” without branching or synapsing (“elongation” period). Second, interstitial branches arise from the primary axon shafts of RGCs in their appropriate TZs and begin to form synapses (“branching/synaptogenesis” period). Third, in the first 2 postnatal weeks, correctly wired axon branches are strengthened and excess inappropriate branches are pruned (“pruning” period), resulting in the mature topographic map in adulthood (Figure 1A; Godement et al., 1984). Intriguingly, evidence suggests that local mRNA translation in the RGC axons may regulate subtle aspects of the formation of the retinotectal projection in vivo (Brunet et al., 2005). It is not known, however, which mRNAs are axonally translated and which specific aspects of visual circuit assembly they affect.

To address this issue, we developed axon-TRAP (translating ribosome affinity purification) in mouse, a method that allows specific isolation of ribosome-bound mRNAs in the distal compartment of RGC axons in vivo. Analysis of these axon-specific translatomes at multiple ages reveals that axonal translation may play two major roles: regulation of protein and energy homeostasis, which is supported by mRNAs constitutively translated regardless of developmental stage, and regulation of stage-specific events, such as axon elongation, branching, pruning, synapse formation, and synaptic transmission, which is supported by mRNAs whose translation is developmentally regulated. We also found that axonal mRNA translation continues in adulthood, when regulators of neurotransmission and axon survival are locally translated. Bioinformatic analysis of key translational regulators, such as mammalian target of rapamycin complex 1 (mTORC1), fragile X mental retardation protein (FMRP), and adenomatous polyposis coli (APC), reveals that their target mRNAs are translationally co-regulated in a stage-specific manner. In addition, axonally translated mRNAs show extensive isoform diversity, yet only one single isoform is usually translated at any given time and these axonally translated isoforms share common regulatory sequence motifs that promote axonal mRNA translation. Collectively, the results provide direct evidence for the occurrence of developmental stage-specific, compartmentalized mRNA translation in developing and mature CNS axons and provide a deeper understanding of the molecular machinery involved in CNS wiring and maintenance.

## Results

### Retinal RiboTag Labels RGC Axonal Ribosomes In Vivo

In order to isolate mRNAs translated in RGC axon terminals in the SC in vivo, we used the RiboTag knockin mouse line (Sanz et al., 2009), in which Cre-mediated recombination switches the RiboTag allele, which encodes the 60S subunit protein ribosomal protein L22 (RPL22), to the hemagglutinin (HA)-tagged *Rpl22* allele (*Rpl22-HA*). We crossed this mouse with a Pax6-alpha-Cre mouse (Marquardt et al., 2001), which transiently expresses Cre in the neural progenitors in the peripheral retinal primordium, permanently labeling RGCs (Figure 1B; green area in the eye). We confirmed that no resident cells in the SC express Cre by two independent approaches, histological and molecular biological assays (Figures 1C, 1D, and S1; see Supplemental Experimental Procedures). Therefore, the immunopurification of ribosome-mRNA complexes from the dissected SC allows us to profile local translation in axon terminals of RGCs in vivo (axon-TRAP; Figure 1B).

We sought to visualize the labeled ribosomes using an HA antibody. HA immunoreactivity was observed in the distal neural retina (Figures 1E and S1) and the optic nerve head (ONH) (Figure 1E, white box), the soma-free region where RGC axons collect to exit the eye, indicating that the RGC axons do contain HA-tagged ribosomes. To visualize the tagged ribosomes with higher resolution, we employed immuno-electron microscopy (EM). Immuno-gold particles specifically labeled a subpopulation of ultrastructurally identifiable ribosomes (Figure 1F) in the distal neural retina in a Cre-dependent manner (Figure 1G). We successfully detected HA-tagged ribosomes in the axon shaft in the ONH and the optic nerve (ON) (Figures 1H and 1I) and presynaptic terminals in the SC (Figures 1J–1L) at all stages, indicating that HA-labeled endogenous ribosomes are transported to the axon, even in the adult. Together, our histological, molecular biological, and ultrastructural analyses indicate that Retinal RiboTag faithfully labels retinal axonal ribosomes in the SC.

### An Unbiased Identification of the Axonal Translatome

Because the mRNA bound to the labeled axonal ribosomes of RGCs represents only a small fraction of the mRNA in the SC, a major caveat of axon-TRAP is non-specific binding of mRNAs derived from the SC cells to immunoglobulins, Protein G, and magnetic beads. To reduce this background noise, we first optimized the immunopurification protocol before performing axon-TRAP. We estimated that approximately 40% of HA-tagged translating ribosomes could be purified with this optimized protocol (Figures 2A, S2A, and S2B; see Supplemental Experimental Procedures). Successful isolation of axonal ribosomes was confirmed by silver staining (Figure S2B) followed by mass spectrometry (unpublished observation), although RPL22-HA pulled down from the SC was below the level of detection by western blot. To assess the levels of background noise, we compared the levels of cDNAs amplified from TRAPed mRNAs (Figure S2C) between the Cre-positive and -negative littermates. Although axon-TRAP was clearly dependent on Cre and therefore specific, additional amplification led to an increased background (Figure 2B). We took advantage of this background “noise,” reasoning that the Cre-negative samples would control for all the potential causes of false-positive signals that any technical modification could not completely eliminate.

In addition to avoiding any noise in the signal, we also wanted to assure ourselves that the signal came from mRNAs that were actively being translated, because 80S ribosomes can be stalled during translation by translational repressors, such as FMRP (Darnell et al., 2011). In vitro ribosome run-off (see Supplemental Experimental Procedures) decreased the amount of TRAPed mRNAs to the degree that it could not be distinguished from the Cre-negative control (Figure S2D), indicating that the majority of TRAPed mRNA comes from actively translating ribosomes. 

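Ribosome run-off was sequenced in the adult as 4 libraries without replicates, from Cre-positive SC and from retina, each with and without run-off, and the authors deposited for each the number of reads that HTSeq counted on every gene. Run-off lets elongating ribosomes finish and leave their mRNA before the immunoprecipitation, so an mRNA held by translating ribosomes should be lost from the run-off library. The SC library without run-off held 3262914 reads on genes and the SC library with run-off 349395, which was 10.7% as many. The retina libraries held 4686284 reads without and 315009 reads with run-off, or 6.72% as many. The supplement states that library input was adjusted to the amount of cDNA, and the read counts were therefore compared without scaling. Of the adult DEGs in Table S1, 324 had a read in at least 1 of the SC libraries, and 276 of them had fewer reads with run-off (85.2%, Wilson 95% confidence interval 80.9 to 88.6). No read was left with run-off for 138 of the 324 genes (42.6%, interval 37.3 to 48.0), and 48 genes (14.8%) did not decrease. In retina, 388 of 408 DEGs had fewer reads with run-off (95.1%, interval 92.6 to 96.8) and 197 had none left (48.3%, interval 43.5 to 53.1). A gene needs 3 reads to lie above the smallest share a library can show, which was 8.59 CPM in SC with run-off and 0.919 CPM without, and 9.52 and 0.640 CPM in retina. The intervals treat genes as independent units and cover neither the counting error of reads nor differences between libraries. The floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Scaling each library to its total reads (CPM) moved the share that decreased most, to 70.1% in axons (interval 64.9 to 74.8) and 65.9% in retina (interval 61.2 to 70.4). Among all genes with a read in either library, which were not selected as DEGs, 84.9% of 5871 genes decreased in axons and 92.1% of 9464 in retina. Snap25 (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428 of mm10) had 10406 reads in SC without run-off and 1142 with it, about the ratio of the library totals, so its share of the reads did not fall, and Nmnat2 (ENSMUSG00000042751, chromosome 1, 152954993 to 153119261) had 1168 and 0. The paper states that this sequencing detected most of the TRAPed mRNAs of adult axons as being actively translated.

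**Figure D1:**
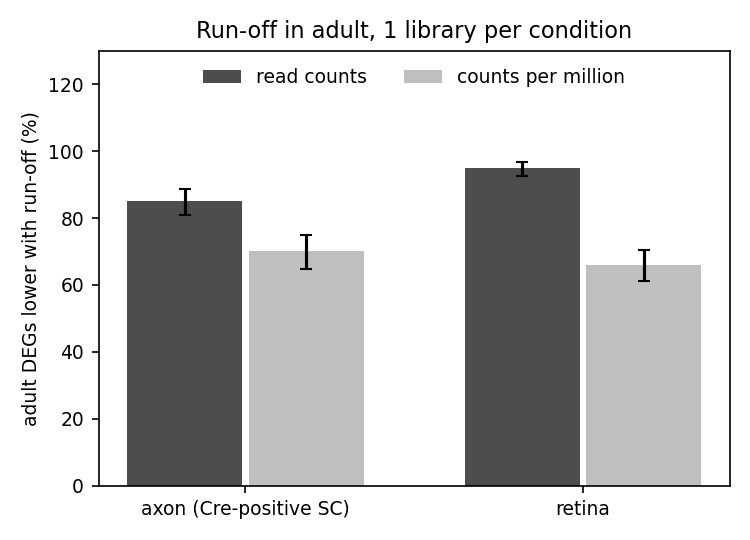
Share of adult DEGs of Table S1 with fewer reads after run-off, in percent, in Cre-positive SC axons and in retina, with raw reads and with CPM. Bars are Wilson 95% confidence intervals over genes, with 1 library per condition, and do not cover differences between libraries. The axonal share was 85.2% with raw reads and 70.1% with CPM.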

RNA sequencing analysis showed that we could detect 85% of TRAPed mRNAs isolated from adult axons as being actively translated (Figures 2C and S2E). We use the term “translatome” for ribosome-bound mRNAs in this study, but it should be noted that approximately 15% of these may represent translation-stalled mRNAs.

### Axon-TRAP Identifies Changing Population of Ribosome-Bound mRNAs in Developing and Mature Axons In Vivo

We used axon-TRAP on SCs dissected out at three specific stages during retinotectal development and in the adult: embryonic day 17.5 (E17.5) (elongating); postnatal day 0.5 (P0.5) (branching); P7.5 (pruning); and adult (mature; Figure 1A). 

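Axon-TRAP was sequenced at these 4 stages from 3 sources: SC of Cre-positive animals, in which only RGC axons carry HA-tagged ribosomes, SC of Cre-negative littermates, in which no ribosome is tagged and the immunoprecipitate is background, and eyes of Cre-positive animals, which give the retinal translatome. Each of the 12 groups had 2 replicates, making 24 libraries. The authors mapped the reads to mm10 with TopHat and deposited 1 FPKM value per gene and library from Cufflinks, for 23995 genes listed by symbol. Ensembl identifiers and coordinates of named genes are those of the GENCODE annotation of GRCm38, which is the same assembly. The files give no read totals, so depth was estimated from the spacing of FPKM × transcript length among 8422 genes with a single transcript. Their values tend to fall on whole multiples of 1 fragment, though some lie between multiples or below 1 fragment. The estimate ranged from 518115 fragments in a Cre-negative SC library of E17.5 to 14635400 in the other one of that stage, a ratio of 28.2. The 4 adult SC libraries held an estimated 562471 to 2264930 fragments. For a transcript of 2 kb, 3 fragments correspond to between 0.102 FPKM in the deepest and 2.90 FPKM in the shallowest library, and lower values could not be told from 0 there. Differences between Cre-positive and Cre-negative SC were tested with limma on log2(FPKM + 1), with a moderated variance shared over the 16 SC libraries, for 5983 genes that reached 1 FPKM in at least 2 of them. Every p-value was adjusted by the method of Benjamini and Hochberg. The replicate numbers in the labels may pair litters, and comparisons of Cre were therefore also fitted with the pair as a block. The pairing is taken from the labels. For changes between stages and their interactions, the replicate block was a single replicate term shared by all stages, which does not model pairs within a stage. As a check of the pairing, the difference between replicates 1 and 2 on the log2 scale was correlated across genes between Cre-positive and Cre-negative SC, which gave 0.394 at E17.5, 0.429 at P0.5, 0.319 at P7.5 and 0.0619 in the adult. Between Cre-positive SC and retina the same check gave 0.120, 0.393, 0.342 and -0.0296.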

To compare the axonal translatome with the somal translatome, we also analyzed the ribosome-bound mRNAs in dissected Cre-positive retina, which contains the cell bodies of RGCs. When we plotted the normalized read count (fragments per kilobase of transcript per million mapped reads [FPKM]) of each mRNA TRAPed from Cre-positive over Cre-negative SC samples, Cre-dependent signals of mRNAs were immediately visible (Figure 2D, left panel, black dots). This was in contrast with the plot with two biological replicates of Cre-negative SC samples, which showed a clear correlation (Figure 2D, left panel, blue dots). 

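For the genes above 0 FPKM in both members of each of the 4 pairs of a Cre-positive with a Cre-negative SC library at P0.5, log2 FPKM correlated across genes at r = 0.449 ± 0.0381 (mean and SD of the 4 pairs, which share their libraries), with a lowest value of 0.400 and a highest of 0.479. Genes are not independent replicates, so no p-value is attached to these correlations. The pairs that share a replicate number in the labels had a mean r of 0.479. At the other stages the mean over the 4 pairs was 0.463 at E17.5, 0.610 at P7.5 and 0.536 in the adult. Asking for at least 1 FPKM in both libraries, a setting chosen after the files were seen, moved the value at P0.5 most, to 0.712, and Spearman's rho was 0.518. The Cre-positive libraries of P0.5 had 4620 and 4923 genes above 0 FPKM, against 2162 and 2546 in the Cre-negative libraries.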

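The 2 Cre-negative SC libraries of P0.5 correlated across genes at r = 0.864 over the 1925 genes above 0 FPKM in both, and the 2 Cre-positive libraries at r = 0.889 over 4489 genes. In retina the value was 0.912 over 6975 genes. The gap between 0.864 and the 0.449 of Cre-positive against Cre-negative libraries was larger than the spread of that value between library pairs (SD 0.0381). With at least 1 FPKM in both libraries, a setting chosen after the files were seen, the values were 0.813 and 0.712 (SD 0.0525), a smaller gap. The 0.813 still lay above the highest pair, at 0.773. The replicates of the other stages lay further apart. Cre-negative replicates correlated at 0.328 at E17.5, 0.603 at P7.5 and 0.437 in the adult, and Cre-positive replicates at 0.362, 0.631 and 0.618. At these stages, Cre-negative replicates did not correlate more with each other than Cre-positive libraries did on average with Cre-negative ones, and the 2 values differed by less than the SD between library pairs. That average and SD mix same-numbered with other pairs. The same-numbered pairs had a mean r of 0.575 at E17.5, above the average there, and of 0.599 at P7.5 and 0.546 in the adult. Genes with high values in 1 replicate were often absent from the other: of the genes at 10 FPKM or more in a Cre-negative library, 41.2% at E17.5, 0.568% at P0.5, 12.4% at P7.5 and 39.1% in the adult were listed at 0 in the other replicate. The setting that moved the Cre-negative correlation at P0.5 most took genes above 0 FPKM in either library on the scale of log2(FPKM + 1) and gave 0.916.

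**Figure D2:**
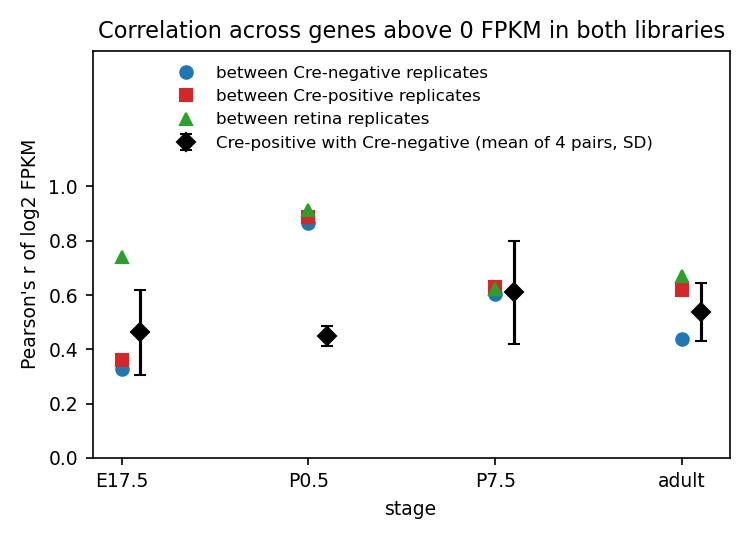
Pearson correlation of log2 FPKM across genes at each stage, between Cre-negative replicates, between Cre-positive replicates, between retina replicates, and between Cre-positive and Cre-negative libraries (mean of 4 library pairs, bar 1 SD). At P0.5 the Cre-negative replicates lie at 0.864 and the Cre-positive against Cre-negative pairs at 0.449, whereas at E17.5 they lie at 0.328 and 0.463.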

To select Cre-dependent mRNAs in an unbiased way, we performed “differential expression analysis” on biological replicates of Cre-positive and -negative samples using NOIseq, which is well suited for quantitative comparisons for independently performed RNA-seq samples (Tarazona et al., 2011; Figures 2D and S2F; see Supplemental Experimental Procedures). 

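NOISeq was recomputed from the deposited FPKM with the paper's probability of 0.7, on the genes above 0 FPKM in any of the 4 SC libraries of a stage. FPKM was multiplied by transcript length, to return to a scale of fragments, and 0 was replaced by 0.5 fragment. It compares each gene's log ratio M and absolute difference D between conditions with the M and D values of all genes between replicates, and its probability is not a p-value. In Cre-positive SC, 6 of 7808 genes were higher at E17.5, 1179 of 5471 at P0.5, 26 of 6043 at P7.5 and 193 of 5132 in the adult. At the same probability, 146 genes were lower in Cre-positive SC at E17.5, 268 at P0.5, 58 at P7.5 and 289 in the adult. The part of Table S1 that could be read lists 81 DEGs at E17.5, 1314 at P0.5, 313 at P7.5 and 456 in the adult. Most of those at E17.5, P7.5 and in the adult were not called here. Of the genes higher in Cre-positive SC, 1 at E17.5, 923 at P0.5 (78.3%), 24 at P7.5 (92.3%) and 191 of 193 in the adult were DEGs of that stage in this part. Taken pair by pair in the replicate block, with the pairing taken from the labels, 5 of these genes at E17.5, 1178 at P0.5, 5 at P7.5 and 54 in the adult were higher in both same-numbered pairs; the pairing check gave correlations of 0.394, 0.429, 0.319 and 0.0619. A probability of 0.8 gave 0 genes at E17.5, 585 at P0.5, 0 at P7.5 and 34 in the adult, and FPKM without the transcript length, a setting chosen after the files were seen, gave 117, 1068, 123 and 282. At P0.5, TMM scaling before the comparison gave 1409 genes.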

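In the limma comparison of Cre-positive with Cre-negative SC, 1684 of 5983 genes were higher and 260 lower in Cre-positive SC at P0.5 at an adjusted p of 0.05. The replicate block gave 1777 and 278 genes, with a pairing check of 0.429 and the pairing taken from the labels. At E17.5, 28 genes were higher and 66 lower, and 4 and 15 with the block (pairing check 0.394). At P7.5 no gene passed, with 25 genes higher and 59 lower at an unadjusted p of 0.05, and the block gave no gene either (pairing check 0.319). In the adult, 5 genes were higher and 4 lower, and 0 with the block (pairing check 0.0619). A fit to the 4 SC libraries of a single stage, in place of a variance shared over the 16, gave 2380 genes higher at P0.5 and none at E17.5, P7.5 and in the adult. With a replicate of P0.5 left out, 333 or 648 genes were higher at P0.5 without 1 of the Cre-positive libraries and 1104 or 1109 without 1 of the Cre-negative ones. In the same way, with a replicate of the stage itself left out, the genes higher ran from 24 to 253 at E17.5, from 0 to 48 at P7.5 and from 6 to 90 in the adult, and those lower from 60 to 802, from 0 to 54 and from 3 to 106. The genes with the smallest p-values at P0.5 were Sult2b1, Dctn6 and Ramp3. Sult2b1 (ENSMUSG00000003271, chromosome 7, 45729983 to 45784669) stood at 120.0 and 103 FPKM in the replicates of Cre-positive SC and at 0 and 0 FPKM in the replicates of Cre-negative SC, a log2 difference of 6.81 (SE 0.46, adjusted p = 8.50e-06 from limma, 7.27e-04 with the block). Dctn6 (ENSMUSG00000031516, chromosome 8, 34090420 to 34108796) stood at 153 and 123 FPKM in the replicates against 0 and 0.108 FPKM in the replicates, a log2 difference of 7.04 with the same adjusted p. Ramp3 (ENSMUSG00000041046, chromosome 11, 6658521 to 6677475) stood at 165 and 113 FPKM in the replicates against 0 and 0 FPKM in the replicates, a log2 difference of 7.10. Of the 1684 genes, 1073 reached 1 FPKM in fewer than 2 of the 12 SC libraries of the other stages, which lowers the spread that the shared variance assigns to them. At E17.5 the smallest p-values belonged to genes lower in Cre-positive SC, Hist3h2ba (ENSMUSG00000056895, chromosome 11, 58948920 to 58949533, log2 difference -4.85, SE 0.40, adjusted p = 5.88e-04 from limma), Carhsp1 (ENSMUSG00000008393, chromosome 16, 8658580 to 8672155, -4.97) and Tvp23b (ENSMUSG00000014177, chromosome 11, 62879455 to 62916780, -5.41). With the block their adjusted p was 0.0312. At P7.5 the smallest adjusted p was that of Glb1 (ENSMUSG00000045594, chromosome 9, 114401076 to 114474898), 0.350 for a log2 difference of -2.94, followed by Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665, log2 difference -2.18) and Mrpl40 (ENSMUSG00000022706, chromosome 16, 18872018 to 18876862, log2 difference -3.36).

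**Figure D3:**
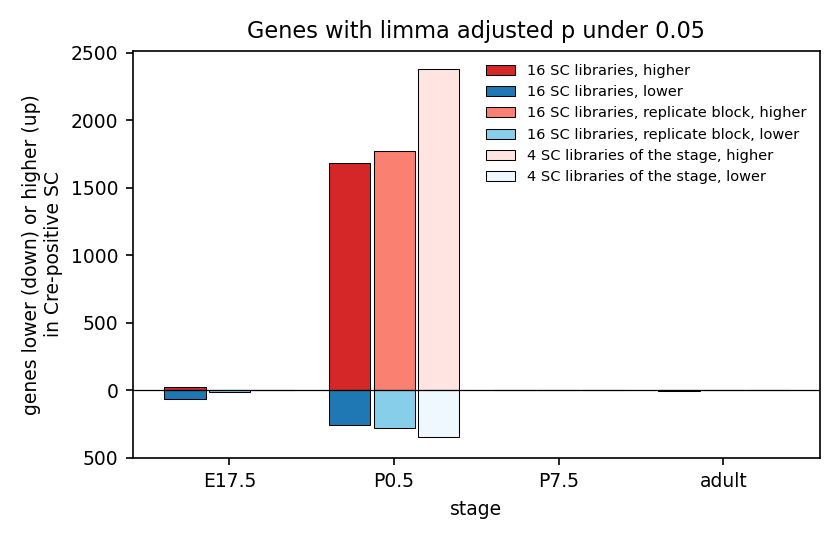
Number of genes higher and lower in Cre-positive than in Cre-negative SC at each stage at an adjusted p of 0.05 from limma, with the variance shared over the 16 SC libraries, with the replicate block, and with a fit to the 4 SC libraries of the stage. At P0.5 the genes higher in Cre-positive SC number 1684, 1777 and 2380 in the 3 fits.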

We defined these genes as “differentially expressed genes (DEGs)” (Figures 2D and S2F, right panel, red dots; Table S1) and used these for most of the downstream analyses.

The total number of axonally translated mRNAs was higher in early stages, peaking at P0.5, and decreased postnatally, whereas mRNAs that are translated within the retinal somas showed little change over the periods examined (Figure 2E), consistent with the amounts of axon-TRAPed cDNAs (Figure S2A). 

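The axonal translatome, taken as the genes higher in Cre-positive SC by NOISeq at any stage, held 1366 genes. Of these, 923 were above 0 FPKM in at least 1 of the Cre-positive libraries at E17.5, 1266 at P0.5, 722 at P7.5 and 643 in the adult. In retina, 1619 genes reached 1 FPKM in both libraries at E17.5, 1449 at P0.5, 864 at P7.5 and 1098 in the adult. Above 0 FPKM in either retina library were 9704 genes at E17.5, 9620 at P0.5, 8861 at P7.5 and 8265 in the adult, a setting chosen after the files were seen. Raising the probability of the axonal translatome to 0.8 moved the axonal numbers most among the settings chosen beforehand, to 450 at E17.5, 602 at P0.5, 340 at P7.5 and 305 in the adult. With a replicate left out, the number was 563 or 793 at E17.5 and 295 or 542 in the adult. Since the translatome was defined mainly by P0.5, where 1179 of its genes were called, genes above 0 were also counted without that selection. In Cre-positive SC, 6307 genes were above 0 in either library at E17.5, 5054 at P0.5, 4668 at P7.5 and 3265 in the adult. At or above the FPKM that 1 fragment gives in the shallowest SC library, the numbers were 3886, 4197, 2574 and 2317. Between stages, limma found 1504 genes higher and 108 lower in Cre-positive SC at P0.5 than at E17.5, 30 higher and 1750 lower at P7.5 than at P0.5, and 5 higher and 0 lower in the adult than at P7.5. In the interaction with Cre-negative SC, 1428 genes rose more and 193 less in Cre-positive SC from E17.5 to P0.5, and 164 rose more and 1121 less from P0.5 to P7.5. The counts for intervals that include P0.5 were all much lower when either P0.5 Cre-positive library was left out, which leaves 1 library in that group. In retina the numbers for the same intervals were 0 higher and 0 lower (8 and 26 at an unadjusted p of 0.05), 1 higher and 2 lower, and 0 higher and 0 lower (14 and 43). The 2 Cre-positive libraries of P0.5 correlated with each other at 0.951 and with none of the 22 other libraries above 0.548 over 7193 genes on the scale of log2(FPKM + 1). Replicates of Cre-negative SC and of retina at P0.5 agreed about as closely, at 0.916 and 0.939 over the genes above 0 in either library. This does not favour a batch of the Cre-positive libraries alone over an effect of stage. The agreement cannot tell a batch shared by all P0.5 libraries from an effect of stage.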

Although previous studies demonstrated that proteins are synthesized in developing axons, it has been controversial whether mature CNS axon terminals also have the ability to synthesize proteins at all, partly because of early studies detecting few or no ribosomes in mature axons (references in Piper and Holt, 2004). However, the presence of DEGs, approximately 85% of which were confirmed as being translated (Figures 2C and S2E) and ribosomes (Figures 1I and 1L) in adult axons indicates that axonal mRNA translation persists in adult CNS axons. 

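In the adult, NOISeq called 193 of 5132 genes as higher in Cre-positive SC and 289 as lower. Of the 456 adult DEGs in the part of Table S1 that could be read, 191 were among the 193. In the replicate block, with the pairing taken from the labels and a pairing check of 0.0619, 54 of them were higher in both pairs. With limma, 5 genes were higher and 4 lower at an adjusted p of 0.05, and 0 with the block, where 128 genes were higher at an unadjusted p of 0.05. The smallest p-values belonged to Copa, Cdr1 and Snn. Cdr1 (ENSMUSG00000090546, chromosome X, 61184005 to 61185558) stood at 23.8 and 26.5 FPKM in the replicates of Cre-positive SC and 0.840 and 0 FPKM in the replicates of Cre-negative SC, a log2 difference of 4.27 (SE 0.43, adjusted p = 0.00329 from limma, 0.101 with the block). Copa (ENSMUSG00000026553, chromosome 1, 172082529 to 172122330) and Snn (ENSMUSG00000037972, chromosome 16, 11060945 to 11074985) were lower in Cre-positive SC, by log2 differences of -6.56 and -8.39. In the adult Cre-positive SC library of the run-off experiment without run-off, Cdr1 had 0 reads, Copa 247 and Snn 22. That library, which has no Cre-negative counterpart, thus did not repeat the detection pattern of these genes. Of the adult genes called here by NOISeq, 127 had a read in the SC run-off experiment, and 110 of these had fewer reads with run-off (86.6%, Wilson 95% confidence interval 79.6 to 91.5). The 4 adult SC libraries were the shallowest of the series apart from 1 Cre-negative library of E17.5, with an estimated 562471 to 2264930 fragments, and 3 fragments of a transcript of 2 kb stood for 0.662 to 2.67 FPKM in them. Of the values at 10 FPKM or more in an adult Cre-positive library, 463 of 1598 were listed at 0 FPKM in the other replicate.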

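Of the genes of the axonal translatome above 0 FPKM in a Cre-positive SC library of a stage, 889 of 923 at E17.5 (96.3%), 1170 of 1266 at P0.5 (92.4%), 666 of 722 at P7.5 (92.2%) and 589 of 643 in the adult (91.6%) were above 0 FPKM in a retina library of the same stage. Asking for at least 1 FPKM in retina lowered the shares most, to 74.2% at E17.5, 33.2% at P0.5, 62.0% at P7.5 and 66.6% in the adult. The retina libraries listed between 2082 and 8769 genes above 0 FPKM and the Cre-positive SC libraries between 1640 and 5268.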

The axonal translatome of RGCs is largely an evolving subset of the significantly larger somal translatome (Figure 2F), confirming that axon-TRAPed mRNAs originate from RGC neurons. 

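Among the 1366 genes of the axonal translatome, 401 (29.4%) were above 0 FPKM in at least 1 Cre-positive SC library at each of the 4 stages, and 244 at P0.5 only. Another 249 genes were found at E17.5 and P0.5 and at no later stage, and 154 at E17.5, P0.5 and P7.5 but not in the adult. The genes of Table S1 that could be read gave 519 of 1885 (27.5%). A probability of 0.8 for the translatome left 224 genes at all stages, and with the same replicate left out at each stage the number was 155 or 198. Across the genes of the axonal translatome, log2(mean FPKM + 1) in Cre-positive SC correlated between stages with a median r of 0.266 over the 6 pairs of stages (SD 0.241, lowest -0.26), and in retina with a median of 0.808 (SD 0.0715, lowest 0.744). Genes are not independent replicates, and between the 2 replicates of 1 stage the median was 0.381 in Cre-positive SC and 0.619 in retina. From the small share of mRNAs translated at all stages, which it contrasts with the somal translatome, the paper concludes that the axonal translatome is not explained by passive diffusion of translated mRNAs out of the soma.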

Unlike the somal translatome (Figure S3A), however, the axonal translatome showed extensive developmental regulation (see detailed analysis below) with only 694 out of 2,576 (27%) mRNAs translated at all stages (Figures 2G and S3A), indicating that the axonal translatome is not due to the simple passive diffusion of translated mRNAs from the soma.

### Axon-TRAPed mRNAs Encode Axon-Specific Proteome

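At P0.5, the stage of Figure 3A, the mean FPKM of the replicates of Cre-positive SC was divided by that of retina. A further 581 genes were above 0 FPKM in Cre-positive SC only and 5146 in retina only, and these were not counted by ratio. Of 4472 genes above 0 FPKM in both, 968 (21.6%) had a ratio above 100 and 203 (4.54%) a ratio below 0.1, and the median ratio was 20.6. Of the 968, 503 belonged to the axonal translatome as called here and 590 to the part of Table S1 that could be read. TMM scaling moved the numbers most, to 19 genes above 100 and 1086 below 0.1, and asking for at least 1 FPKM in both tissues, a setting chosen after the files were seen, left 44 and 71. In the replicate block, with the pairing taken from the labels and a pairing check of 0.393, 443 genes were above 100 and 86 below 0.1 in both pairs. The largest ratios among genes with at least 100 estimated fragments in axons rested on retinal values near 0. Tubgcp6 (ENSMUSG00000051786, chromosome 15, 89098357 to 89123112) had 3.62 and 2.34 FPKM in the replicates of Cre-positive SC and 0 and 1.74e-07 FPKM in those of retina. Akr1b3 (ENSMUSG00000001642, chromosome 6, 34302434 to 34317478) had 54.7 and 8.94 FPKM against 8.80e-04 and 9.14e-04. Aebp1 (ENSMUSG00000020473, chromosome 11, 5861947 to 5872088), Ppp1r9a (ENSMUSG00000032827, chromosome 6, 4902917 to 5165661) and Emp2 (ENSMUSG00000022505, chromosome 16, 10281749 to 10313968) followed, with ratios of 10143, 4785 and 4360.3. The replicates of Emp2 in Cre-positive SC stood at 683 and 0.0339 FPKM.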

To discover which classes of mRNAs are preferentially translated in the axon, we performed a gene ontology (GO) enrichment/depletion analysis for genes whose translation level is significantly higher (>100-fold difference) in the axon than in the retina (Figure 3A; “axon-enriched mRNAs”). Reassuringly, analysis with the cellular component category showed that axon-enriched mRNAs generally encode proteins that are already known to function in axons, growth cones, and synapses (Figures 3B and S3B). In contrast, mRNAs encoding nuclear proteins (e.g., modifier of chromatin structures) are depleted from axonal translatome. 

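Chromatin modifiers were tested as a family set by gene symbols, for membership in the axonal translatome. This differs from a gene ontology analysis of axon-enriched mRNAs. Of 75 members above 0 FPKM in any SC library, 10 were in the axonal translatome (13.3%), against 1356 of 10133 other genes (13.4%; odds ratio 0.996, two-sided Fisher's exact p = 1, 5 families tested). Random genes matched on mean FPKM in retina gave 13.2%. With a probability of 0.8 the shares were 8% of the family and 6.01% of the other genes, and with the genes of Table S1 that could be read, a list chosen after the files were seen, 22.7% and 18.4%.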

GO terms selectively enriched in the axonal translatome included those involved in vesicle-mediated transport and calcium-mediated signaling (Figure S3C), suggesting that these processes, which play key roles in the distal axon, may be regulated by local mRNA translation.

To explicitly compare axonal and somal translatomes, we used ClueGO software, which reports how many genes in each cluster are assigned with specific GO terms. We compared 2,576 axonally translated mRNAs (“axonal translatome”) with the same number of mRNAs that are most abundant in the somal translatome but absent in the axonal translatome (“retina-only” translatome). We found that synapse- and axon-related GO terms were generally associated with the axonal translatome, whereas the retina-only translatome was enriched with basal body and nuclear GO terms (Figure 3C). These results indicate the presence of mechanisms for selecting specific mRNAs for axonal translation.

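Of 4 further families set by gene symbols, 3 were over-represented in the axonal translatome. Cytosolic ribosomal proteins had 29 of 76 members in it (38.2%, against 13.2% of the other genes; odds ratio 4.06, two-sided Fisher's exact test, adjusted p = 1.27e-07 over 5 families). Respiratory chain subunits had 34 of 82 (41.5% against 13.2%; odds ratio 4.68, exact test, adjusted p = 1.33e-09). Proteasome subunits had 15 of 34 (44.1% against 13.3%; odds ratio 5.16, exact test, adjusted p = 1.86e-05). SNARE proteins, a family set by symbols that is not limited to synaptic members, had 3 of 23 (13.0% against 13.4%, odds ratio 0.971, exact test, p = 1). Members of a family are not independent of each other, and the shares were also set against random genes of the same mean FPKM in retina. Those gave 17.4% for ribosomal proteins, 21.2% for respiratory chain subunits, 20.9% for proteasome subunits and 14.5% for SNARE proteins. For ribosomal proteins the list made most difference: among the genes of Table S1 that could be read, a list chosen after the files were seen, the share was 19.7% against 18.4% (exact test, adjusted p = 0.958).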

### Axonal Translatome Changes from Axon Elongation to Neurotransmission during Development

To correlate the local translation with the stage-specific events in axon development, we performed a GO-based analysis for genes that are translated in axons at each developmental stage using 455 neuron-related GO terms (Table S2). The translatome in younger axons (E17.5 and P0.5) was highly enriched with axon-development-related GO terms, including “neuron projection morphogenesis,” whereas that of older axons (adult) was enriched with synaptic-transmission-related GO terms, such as “synaptic transmission” (Figures 4A and S4A; Table S3). The ingenuity pathway analysis (IPA) for canonical signaling pathways also suggests that synapse function was most highly regulated in adult axons (Figure S4B). This result suggests that axonal mRNA translation continues in the mature CNS of mammals in vivo and may regulate presynaptic function. 

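FPKM values in the replicates of adult SC were compared for the glutamate and neurotrophin receptors that the paper names. Ntrk3 (ENSMUSG00000059146, chromosome 7, 78175959 to 78738012) stood at 0 and 80.9 FPKM in the replicates of Cre-positive SC and at 0 and 0 FPKM in the replicates of Cre-negative SC, a log2 difference of 3.18 (SE 1.58, adjusted p = 1 from limma, 0.869 with the replicate block). Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) stood at 0.552 and 41.1 FPKM against 0.260 and 0, a log2 difference of 2.85. For Gria1 (ENSMUSG00000020524, chromosome 11, 57011387 to 57330244) the values were 56.2 and 0 FPKM against 0.688 and 0, for Grik2 (ENSMUSG00000056073, chromosome 10, 49094833 to 49788766) 4.38 and 0.158 against 0.387 and 0, and for Grm4 (ENSMUSG00000063239, chromosome 17, 27422387 to 27521403) 0.332 and 2.67 against 0 and 0. Their log2 differences were 2.54 (SE 1.69), 1.08 (SE 1.45) and 1.14 (SE 1.18). Grin1 (ENSMUSG00000026959, chromosome 2, 25291181 to 25319187) was at 0 FPKM in all 4 libraries. Each of these genes had an adjusted p of 1 in the adult, and the pairing check there gave 0.0619, with the pairing taken from the labels. With each replicate left out in turn, the log2 difference ran from -0.38 to 5.46 for Gria1, from -0.025 to 2.19 for Grik2 and from 0 to 6.36 for Ntrk3. It stayed above 0 for Ntrk2 (0.47 to 5.23) and Grm4 (0.41 to 1.87). No difference passed the threshold between replicates that lay this far apart. NOISeq, which gives no p-value, called Gria1, Ntrk2 and Ntrk3 higher in Cre-positive SC of the adult. In the run-off experiment, which had no replicates, the SC library without run-off held 204 reads of Grik2, 71 of Ntrk3, 43 of Gria1 and 5 of Grm4, and the library with run-off held 1, 0, 0 and 0. Ntrk2 and Grin1 had no read in SC without run-off.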

We found that a number of genes, which are robustly translated in adult axons, encode glutamate receptors and neurotrophin receptors (Figures 4B and S4C), some of which are known to regulate synaptic transmission in the presynaptic compartment (Pinheiro and Mulle, 2008). Furthermore, key components of the trans-SNARE complex, which mediates neurotransmitter exocytosis, are highly translated in mature axons (Figure 4B), suggesting that their local translation plays a role in supporting the core machinery of neurotransmission in presynapses.

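Snap25, Stx1a and Stx3 were measured for this complex. Snap25 (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428) stood at 2682 and 1462 FPKM in the replicates of adult Cre-positive SC and at 2187 and 7449 FPKM in the replicates of Cre-negative SC, a log2 difference of -1.03 (SE 1.41, adjusted p = 1 from limma, with and without the replicate block, whose pairing is taken from the labels and had a pairing check of 0.0619). Stx1a (ENSMUSG00000007207, chromosome 5, 135023482 to 135051100) stood at 1.34 and 0 FPKM against 0 and 0 (log2 difference 0.61, SE 1.96), and Stx3 (ENSMUSG00000041488, chromosome 19, 11775118 to 11819403) at 0.908 and 0.260 against 12.0 and 0 (log2 difference -1.21, SE 1.44). With each replicate left out in turn the log2 difference of Stx3 ran from -3.06 to 0.63. NOISeq called Snap25 and Stx3 higher in Cre-positive SC at P0.5, Stx1a lower at E17.5, and none of the 3 in the adult. In the libraries of the run-off experiment, Snap25 had 10406 reads in SC without run-off and 1142 with it, in proportion to the library totals, and Stx1a and Stx3 had no reads in SC.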

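The receptors for guidance molecules named in the paper were compared between P0.5 and adult in Cre-positive SC. Robo2 (ENSMUSG00000052516, chromosome 16, 73891839 to 74411825) stood at 3.97 and 2.82 FPKM in the replicates at P0.5 and at 0 and 0 FPKM in the replicates in the adult, a log2 change of -2.12 (SE 0.34, adjusted p = 6.16e-04 from limma, 9.09e-04 with the replicate block). Epha4 (ENSMUSG00000026235, chromosome 1, 77367185 to 77515088) stood at 7.57 and 2.86 FPKM against 0 and 0, a change of -2.52 (SE 0.35, adjusted p = 2.25e-04, 4.13e-04 with the block). Ephb2 (ENSMUSG00000028664, chromosome 4, 136647539 to 136835988) stood at 12.4 and 6.61 FPKM against 0 and 0, a change of -3.34 (SE 0.99, adjusted p = 0.0257, 0.0249 with the block). The change of Nrp2 (ENSMUSG00000025969, chromosome 1, 62703285 to 62818695), from 6.91 and 5.63 FPKM to 0 and 0, was -2.86 and did not pass the threshold (SE 1.76, adjusted p = 0.277, 0.303 with the block). This SE comes from all 16 SC libraries, among them those of adult Cre-negative SC, where Nrp2 stood at 0 and 144 FPKM. For these stage changes the block was a single replicate term shared by all stages, which does not model pairs within a stage. The replicate numbers are taken from the labels, and the pairing check was 0.429 at P0.5 and 0.0619 in the adult. Relative to the change in Cre-negative SC, the change was -2.12 for Robo2 (adjusted p = 0.00801) and -2.52 for Epha4 (0.00348), and for Ephb2 the interaction did not pass the threshold (-3.34, adjusted p = 0.127), nor did it for Nrp2 (-6.43, adjusted p = 0.0976). At E17.5, Cre-positive SC held 0 and 0.0125 FPKM of Epha4, 0 and 0.00976 of Robo2, 0 and 0 of Ephb2 and 8.20 and 1.38 of Nrp2. At P7.5 the first 3 were at 0 in both replicates and Nrp2 at 0.0194 and 0 FPKM. NOISeq called Ephb2 and Nrp2 higher in Cre-positive SC at P0.5 and Nrp2 lower in the adult. Without run-off, 271 reads of Epha4 were counted in the adult SC library of the run-off experiment, and 0 with run-off.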

Intriguingly, translation of receptors for axon guidance molecules peaks around birth (P0.5) and falls off thereafter (Figures 4B and S4A). Because this is when interstitial branches arise from axon shafts in a topographically biased manner to connect with targets (Figure 1A), stage-specific synthesis of these receptors in the RGC axon may help to fine-tune topographically biased branching. We also noted that the GO terms “neuron remodeling” and “collateral sprouting” were among most enriched in the pruning stage (P7.5). Genes that function in synapse assembly, which include neurexins and presynaptic cell adhesion molecules, were translated in all axons (Figures 4B and S4A).

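Over the 4 stages together, Nrxn3 (ENSMUSG00000066392, chromosome 12, 88722876 to 90334935) had a log2 difference of 1.40 between Cre-positive and Cre-negative SC (SE 0.98, adjusted p = 0.550 from limma, 0.578 with the replicate block) and was higher in 6 of 8 same-numbered pairs. Nrxn2 (ENSMUSG00000033768, chromosome 19, 6418731 to 6544169) had a difference of 0.80 (SE 0.90, adjusted p = 0.783). The pairing is taken from the labels, with pairing checks of 0.394, 0.429, 0.319 and 0.0619 from E17.5 to adult. In Cre-positive SC, Nrxn2 stood at 17.8 and 0.0261 FPKM at E17.5, 15.6 and 23.5 at P0.5, 0.224 and 0.155 at P7.5 and 3.43 and 0 in the adult, and Nrxn3 at 39.5 and 32.9, 83.6 and 25.2, 11.6 and 27.6 and 3.56 and 239 at these stages. NOISeq called Nrxn2 higher in Cre-positive SC at P0.5 and Nrxn3 in the adult. In the comparison over all stages, no gene passed an adjusted p of 0.05, and 202 were higher and 89 lower at an unadjusted p of 0.05.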

### The Axonal Translatome Changes from Degenerative to Survival Modes at the End of Development

Axon survival is regulated through at least two pathways: by maintaining axonal protein/energy homeostasis and by inhibiting a destruction program mediated by SARM1. *Sarm1*, which initiates a soma-independent axon destruction program by counteracting *Nmnat* function (Gerdts et al., 2015), is highly translated in developing, but not in adult, axons (Figures 4B and S4C). 

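Sarm1 (ENSMUSG00000050132, chromosome 11, 78472330 to 78497754) stood at 0.426 and 16.7 FPKM in the replicates of Cre-positive SC at E17.5, 79.9 and 36.6 at P0.5, 2.04 and 1.67 at P7.5 and 0 and 0 in the adult. In Cre-negative SC the values were 30.3 and 25.7 at E17.5, 4.74 and 5.82 at P0.5, 2.04 and 0.0193 at P7.5 and 1.10 ± 1.56 (mean and SD) in the adult. The adult differed from the mean of the 3 developing stages by -3.21 on the log2 scale (SE 0.99, adjusted p = 0.0854 from limma, 0.104 with the replicate block). This block was a single replicate term shared by all stages and does not model pairs within a stage. The replicate numbers are taken from the labels, with a pairing check of 0.0619 in the adult. Relative to Cre-negative SC the difference was -1.28 (SE 1.40, adjusted p = 0.778). With each replicate left out in turn, the difference ran from -3.81 to -2.60. NOISeq called Sarm1 higher in Cre-positive SC at P0.5 and at no other stage. Values under 1.08 to 1.89 FPKM in the adult could not be told from 0, since this is what 3 fragments of a transcript of 2 kb give in the adult Cre-positive libraries.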

The same pattern of local translation was observed for caspases, whose local action mediates axon dynamics and developmentally controlled branch destruction (Campbell and Holt, 2003, Campbell and Okamoto, 2013, Simon et al., 2012). These results suggest that developing (arborizing) axons synthesize the components of axon degeneration pathways, perhaps in highly restricted subcellular compartments within the axon, for the selective withdrawal of branches, whereas adult axons shut them off to maintain mature neural connections for long periods of time.

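Casp9 (ENSMUSG00000028914, chromosome 4, 141793612 to 141815976) stood at 55.2 and 0 FPKM in the replicates of Cre-positive SC at E17.5, 12.3 and 10.9 at P0.5, 10.9 and 0.0253 at P7.5 and 0 and 0 in the adult, and the adult differed from the mean of the 3 developing stages by -2.79 on the log2 scale (SE 1.39, adjusted p = 0.255 from limma, 0.199 with the replicate block). This block was a single replicate term shared by all stages and does not model pairs within a stage. The replicate numbers are taken from the labels, with a pairing check of 0.0619 in the adult. Relative to Cre-negative SC the difference was -2.32 (adjusted p = 0.667). The fall did not pass the threshold. In adult SC, 172 reads of Casp9 were counted without run-off and 6 with run-off.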

GO terms related to mitochondrial and homeostatic functions, such as “cellular metabolism” and “mitochondrial respiratory chain,” were enriched at all stages, supporting the previous finding that axonal mRNA translation supports mitochondrial function and is required for axon survival (Figures 4A and S4A; Cosker et al., 2016, Hillefors et al., 2007, Yoon et al., 2012). 

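Of the respiratory chain subunits, 34 of 82 (41.5%) were in the axonal translatome, against 13.2% of the other genes (odds ratio 4.68, two-sided Fisher's exact test, adjusted p = 1.33e-09 over 5 families). Random genes of the same mean FPKM in retina gave 21.2%. Single members were compared between Cre-positive and Cre-negative SC over all 4 stages with limma. Ndufb10 (ENSMUSG00000040048, chromosome 17, 24722060 to 24724478) had the largest log2 difference of the 7 members named in the paper, 2.06 (SE 1.07, adjusted p = 0.512, 0.578 with the replicate block), and was higher in 6 of 8 same-numbered pairs. In Cre-positive SC it stood at 588 and 59.7 FPKM at E17.5, 144 and 108 at P0.5, 24.1 and 34.7 at P7.5 and 63.6 and 0 in the adult. The other members, Cox4i1 (ENSMUSG00000031818, chromosome 8, 120668222 to 120674207), Uqcrc2 (ENSMUSG00000030884, chromosome 7, 120635176 to 120659524), Uqcrc1 (ENSMUSG00000025651, chromosome 9, 108936633 to 108949623), Cox7a2l (ENSMUSG00000024248, chromosome 17, 83501918 to 83517330), Cox7b (ENSMUSG00000031231, chromosome X, 106015700 to 106022450) and Ndufv2 (ENSMUSG00000024099, chromosome 17, 66078638 to 66101559), had differences from 0.11 for Ndufv2 to 0.79 for Cox4i1 with adjusted p from 0.818 to 0.986. Nmnat2 (ENSMUSG00000042751, chromosome 1, 152954993 to 153119261) had a difference of 1.01 (SE 0.99, adjusted p = 0.731, 0.578 with the block). The pairing is taken from the labels, with pairing checks between 0.0619 and 0.429. With run-off, adult SC reads fell from 721 to 1 for Uqcrc1, with 1 library per condition. They fell to 0 from 457 for Cox7a2l, 296 for Ndufb10, 268 for Ndufv2, 108 for Cox7b and 9 for Uqcrc2. The reads of Cox4i1, 637 without and 77 with run-off, fell no more than the library totals did. Of these genes, NOISeq called Ndufb10 and Cox7a2l higher in Cre-positive SC at P0.5 and Uqcrc1 in the adult.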

The survival of a neuron whose axon reaches its correct target is regulated by retrograde transmission of a survival signal from the axon terminal, which turns on a transcriptional program for cell survival (Riccio et al., 1997). Previous studies showed that axonal synthesis of transcription factors, such as neurotrophin-induced synthesis of CREB (Cox et al., 2008) and SMAD1/5/8 (Ji and Jaffrey, 2012) and axon-injury-induced synthesis STAT3 (Ben-Yaakov et al., 2012), regulates cell survival during development and in adulthood. Indeed, our IPA analysis revealed that components of these nuclear signaling pathways, including CREB and STAT3 signaling, are enriched in adult axons (Figure S4B). Therefore, our results suggest that local translation promotes survival of mature axons both by supporting mitochondrial function and actively generating survival signals.

Pathological axon degeneration in neurodegenerative diseases has been associated with impaired axonal translation (references in Jung et al., 2012). A KEGG pathway enrichment analysis showed a significant over-representation of genes linked to neurodegenerative diseases, such as Alzheimer’s, Parkinson’s, and Huntington’s diseases (Figure 4A). In particular, we detected robust axonal translation of huntingtin (*Htt*), Prion protein (*Prnp*), microtubule-associated tau (*Mapt*), and amyloid beta precursor protein (*App*), whose aggregates are strongly associated with neurodegenerative disorders (Figure 4B), suggesting a possible connection between axonal translation and neurodegeneration involving protein aggregation. 

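Over the 4 stages together, Prnp (ENSMUSG00000079037, chromosome 2, 131909928 to 131938429) was higher in Cre-positive than in Cre-negative SC by 2.29 on the log2 scale (SE 0.86, unadjusted p = 0.0115, adjusted p = 0.512 from limma, 0.578 with the replicate block). With each replicate left out in turn, the difference ran from 1.88 to 2.69. In Cre-positive SC, Prnp stood at 8.24 and 0.0384 FPKM at E17.5, 73.8 and 28.1 at P0.5, 0 and 0 at P7.5 and 15.8 and 0 in the adult. Htt (ENSMUSG00000029104, chromosome 5, 34761740 to 34912534) stood at 0.00993 and 0.182, 6.10 and 1.72, 0 and 0 and 0 and 0 FPKM at these stages, a difference of 0.57 from Cre-negative SC (SE 0.33, adjusted p = 0.512). Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) stood at 47.9 and 4.27, 211 and 119, 0.160 and 8.58 and 1.27 and 62.2 FPKM and App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766) at 0.132 and 0.0522, 17.4 and 3.33, 0 and 18.3 and 0.428 and 0.491. Their differences from Cre-negative SC were -0.54 (SE 1.03, adjusted p = 0.901) and -0.55 (SE 0.96, adjusted p = 0.889). With each replicate left out in turn, these ran from -1.01 to 0.16 for Mapt and from -1.16 to 0.053 for App. The pairing is taken from the labels, with pairing checks between 0.0619 and 0.429. None of the 4 genes passed the threshold. NOISeq called Prnp, Htt and Mapt higher in Cre-positive SC at P0.5, and App at no stage. In the libraries of the run-off experiment from adult SC, 42 reads of Htt, 107 of Mapt and 35 of App were counted without run-off and 3, 54 and 0 with it, so Mapt fell less than the library totals did, and Prnp had no read in either.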

Intriguingly, activating transcription factor 4 (Atf4), whose excessive axonal translation spreads Alzheimer’s disease pathology across the brain (Baleriola et al., 2014), is also axonally translated at all stages tested. These results support the idea that dysregulated axonal translation may be an underlying cause of neurodegenerative diseases (Jung et al., 2012).

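Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) stood at 0 and 0.184 FPKM in the replicates of Cre-positive SC at E17.5, 78.3 and 27.9 at P0.5, 0 and 0.220 at P7.5 and 152 and 199 in the adult. In Cre-negative SC it stood at 83.7 and 0.0548, 0.117 and 0, 0 and 30.4 and 11.4 and 0 FPKM. The log2 difference over all stages was 1.42 (SE 1.22, adjusted p = 0.669 from limma, 0.727 with the replicate block, whose pairing is taken from the labels with pairing checks between 0.0619 and 0.429). Cre-positive SC was higher in 5 of 8 same-numbered pairs. NOISeq called Atf4 higher in Cre-positive SC at P0.5 and at no other stage. The value at P7.5 lay near the 0.131 to 0.137 FPKM that 3 fragments of a transcript of 2 kb give there. No read of Atf4 was counted in either SC library of the run-off experiment.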

### Targets of mTORC1, FMRP, and APC Show Translational Co-regulation in a Stage-Specific Manner

We have shown that the axonal translatome is dynamically regulated during development, and this raises the important question of how axonal translation is controlled by upstream signaling pathways. To investigate this, we performed IPA upstream regulator analysis, which is based on published data of gene knockdown or knockout studies where protein products were measured when translational regulator function was impaired. mTORC1 activity was predicted to peak in actively wiring axons, as its target mRNAs showed a steep increase at P0.5 (Figure S5A), consistent with previous studies demonstrating that axonal mRNA translation is regulated by mTORC1 (Campbell and Holt, 2001) and required for axon branching (Spillane et al., 2013). In contrast, the activity of FMRP was predicted to peak later at P7.5, because its target mRNAs (whose translation is repressed) showed a coordinate decrease in translation in mature axons (Figures 5A, 5B, S5A, and S5B). This result suggests that the translational brake mediated by FMRP is utilized in maturing CNS axons as in dendrites (Bagni and Greenough, 2005, Darnell and Klann, 2013). 

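The change of log2(FPKM + 1), averaged over replicates, in Cre-positive SC was compared between the mTOR targets of Figure S5A and the other genes of the axonal translatome, for the 30 targets above 0 FPKM in any Cre-positive library. From E17.5 to P0.5, 26 of the 30 targets rose and 4 fell, with a median change of 3.22 against 3.79 for 1345 other genes, a difference of -0.58 (two-sided permutation test over genes, p = 0.185, adjusted p = 0.259 over 8 comparisons of target sets). From P0.5 to P7.5, 4 rose and 25 fell, with a median change of -3.42 against -4.28, a difference of 0.86 (permutation test, p = 0.0248, adjusted p = 0.0991). Genes are not independent replicates. Taken within same-numbered replicates, the difference was -0.78 and -0.64 for the rise and 0.74 and 0.73 for the fall; the pairing is taken from the labels and the pairing check was 0.394 at E17.5, 0.429 at P0.5 and 0.319 at P7.5. The setting that moved these differences most, the genes of Table S1 that could be read as the comparison, was chosen after the files were seen and gave 0.41 and -0.084. Of its 1885 genes, 1314 were DEGs at P0.5. With only the 20 targets inside the axonal translatome, also chosen then, the differences were -0.050 for the rise and 0.42 for the fall (permutation test, adjusted p = 0.725 for the fall). Subtracting the change in Cre-negative SC gave -0.63 for the rise and 1.20 for the fall (permutation test, adjusted p = 0.0303). The comparison genes were selected for being higher in Cre-positive than in Cre-negative SC, mostly at P0.5, which makes both their rise and their fall steep, most of all after this subtraction.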

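Of the FMRP targets of Figure S5A, 15 were above 0 FPKM in a Cre-positive library. From P0.5 to P7.5, 1 of the 15 rose and 14 fell, with a median change of -3.91 against -4.28 for 1357 other genes of the axonal translatome, a difference of 0.36 (two-sided permutation test over genes, p = 0.500, adjusted p = 0.571 over 8 comparisons). From P7.5 to adult, 5 rose and 8 fell, a difference in median change of -0.099 (permutation test, adjusted p = 0.154), and from E17.5 to P0.5, 13 rose and 2 fell, a difference of -0.78 (adjusted p = 0.259). Within same-numbered replicates the difference from P0.5 to P7.5 was 0.33 and 0.51, and that from E17.5 to P0.5 was -2.82 and 0.70, with the pairing taken from the labels and pairing checks of 0.394, 0.429 and 0.319. With the change in Cre-negative SC subtracted, the difference from P0.5 to P7.5 was 1.63 (permutation test, adjusted p = 0.0303), but the other genes were selected for this contrast, mostly at P0.5, and fall steeply by selection. With only the 8 targets inside the axonal translatome, a setting chosen after the files were seen, it was -1.15 (permutation test, adjusted p = 0.643).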

Consistent with this result, known targets of FMRP and mTORC1 in the axonal translatome showed clearly different translational patterns from the non-target mRNAs: their translation increased at P0.5 (Figure 5A, left panel, red and blue; median shifts right) and decreased at P7.5 (right panel). Another intriguing translational regulator was APC, which was recently shown to regulate microtubule assembly and axonal growth by local translation (Preitner et al., 2014). Our analysis indicates that the translation of APC target mRNAs is highest in the youngest axons (E17.5) and steadily decreases thereafter (Figures 5A and 5B), consistent with the primary role of microtubule assembly in axon growth. In contrast, the targets of TDP-43 and FUS, well-known neuronal RNA-binding proteins (RBPs), showed a distribution not significantly different from the total axonal translatome (Figures 5B and S5C), although the possibility remains that TDP-43 and FUS regulate stage-independent axonal mRNA translation. A principal-component analysis (PCA) also showed clear separation of the mTORC1, FMRP, and APC targets from the rest of the axonal translatome (Figure S5D). MicroRNAs (miRNAs) make up another class of translational regulators that function in the axon (Sasaki et al., 2014). We found that the translation of miR-1 target mRNAs decreases as the axon matures, suggesting that miR-1 abundance and/or activity increases during RGC axonal development (Figure S5A).

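Of the miR-1 targets of Figure S5A, 12 were above 0 FPKM in a Cre-positive library. From E17.5 to P0.5, 10 rose and 1 fell, with a median change of 1.65 against 3.79 for 1359 other genes of the axonal translatome, a difference of -2.14 (two-sided permutation test over genes, p = 0.00795, adjusted p = 0.0636 over 8 comparisons). From P0.5 to P7.5, 2 rose and 10 fell, with a median change of -3.15 against -4.28, a difference of 1.14 (permutation test, adjusted p = 0.154). From P7.5 to adult, 0 rose and 5 fell, and the median change was 0 in both groups of genes. Within same-numbered replicates, with the pairing taken from the labels and pairing checks of 0.394, 0.429 and 0.319, the differences were -1.85 and -2.08 from E17.5 to P0.5 and 0.72 and 1.83 from P0.5 to P7.5. Matching the other genes on their mean expression gave -1.59 (permutation test, adjusted p = 0.0558) and 0.35 (adjusted p = 0.534). Of the settings chosen after the files were seen, the 6 targets inside the axonal translatome gave -0.13 from E17.5 to P0.5 (permutation test, adjusted p = 1) and the genes of Table S1 as the comparison -1.16 (adjusted p = 0.967).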

We took an independent approach to investigate the possibility of developmental-stage-dependent regulation of mTOR and FMRP signaling in RGC axons. We measured the abundance of phosphorylated mTOR (p-mTOR) and S6 (p-S6) in cultured primary mouse RGC axons by quantitative immunofluorescence (QIF), which positively correlate with mTORC1 activity (Copp et al., 2009, Laplante and Sabatini, 2012; Figure 5C). We found that they increased between E17.5 and P0.5, supporting our hypothesis that mTORC1 activity rises in RGC axons during this period. In contrast, the level of FMRP decreased in the same period, in accordance with our model that the translational brake is weakened in P0.5 axons (Figure 5C).

To gain more insight into mRNA-specific translation in the axon, we compared the RGC axon transcriptome of E17.5 (Zivraj et al., 2010) to the axon translatome at the same stage. We analyzed the genes that are detected in the transcriptome, but not in the translatome, because this group may contain candidates for translationally repressed (“masked”) mRNAs. We found that a significant portion of these candidates was translated at the three later stages tested (P0.5, P7.5, or adult) because their levels in the transcriptome correlated with the probability for translation at later stages (Figure 5D). This suggests the possibility that the mRNAs, which are present in high abundance, but not translated, are being stored for translation in later stages. In contrast, the genes that are present both in the young transcriptome and translatome did not show this trend (Figure S5E).

Strikingly, mRNAs that are “unmasked” at the same stage encode various components of specific signaling pathways (Figure 5D). For example, components of dopamine receptor signaling, WNT/β-catenin signaling, and the oleic acid biosynthesis pathway were specifically unmasked in P0.5, P7.5, and adult axons, respectively. Additionally, as noted above, mRNAs that are unmasked at the same stage share common translational regulators (Figure 5D). Together, these results show that functionally coherent sets of mRNAs are coordinately translated in the axon by shared upstream regulators.

### Alternative Splicing Generates mRNA Isoform Diversity in the Axon

Post-transcriptional RNA processing events, including alternative splicing, are widely used to control gene expression in neurons. To assess whether these regulate local mRNA translation, we analyzed the mRNA isoforms on mapped sequence reads using MISO software (Katz et al., 2010). Intriguingly, the axonal translatome showed more-extensive diversity of mRNA isoforms than the somal translatome (Figure 6A). To address the possibility of isoform-specific axonal translation, we selected 164 alternative events that produce two isoforms both in the axonal and retinal translatomes. Then, we calculated the “percentage spliced in” (PSI or Ψ) values, which represent the fraction of the longer isoform (Katz et al., 2010). Ψ _retina_ was uniformly distributed (0 < Ψ < 1), indicating that there is no clear bias in translational efficacy (Figures 6B and 6C). However, Ψ _axon_ was biased to the two extremes (i.e., Ψ = 0 or Ψ = 1), indicating that only one of the two isoforms is selectively translated in the axon (Figures 6B and 6C). Notable examples are *Acot7*, an acyl-coenzyme A (CoA) thioesterase gene required for lipid biosynthesis and neuron survival (Ellis et al., 2013); *Syntaxin 3* (*Stx3*), a SNARE component gene; and *Clta*, a clathrin light chain A gene, which show clear axon-specific usage of first, last, and internal exons, respectively (Figures 6D, 6E, and S6A). Intriguingly, axon-specific isoforms of *Acot7* and *Stx3* encode proteins with slightly different amino acids at the N and C termini, respectively (see gene models in Figures 6D and 6E), suggesting that alternative splicing may couple axon-specific protein isoforms with a unique sequence tag in the UTR.

Unexpectedly, we detected a number of back splicing events for three genes (*Rhobtb3*, *Ubn2*, and *Ankrd12*), which indicate the potential presence of circRNAs in the axonal, but not in the retinal, translatome, and we could detect these mRNAs by RT-PCR of unamplified axonal translatome (Figure S6B). Although previous studies suggested that the circRNAs are not translated (Guo et al., 2014), our result raises the possibility that the ribosomes can associate with circRNAs in axons. However, further studies are needed to address whether proteins are actually synthesized from these circRNAs.

### *Cis*-Regulatory Elements Couple Alternative Splicing with Axonal Translation

The dominance of a single alternative exon in axons suggests that axonal mRNA translation might be mechanistically linked to alternative splicing. We focused on the axonally enriched mRNAs with an alternative first or last exon because 5′ and 3′ UTRs generally contain localization signals (references in Jung et al., 2012; Figures 6D and 6E). In order to investigate whether the axon-specific exons are sufficient to promote axonal mRNA transport and translation, we used a diffusion-limited, membrane-targeted EGFP (myr-d2EGFP), which is a faithful reporter of local protein synthesis in dendrites (Aakalu et al., 2001) and in axons (Andreassi et al., 2010, Cox et al., 2008). We fused the axon-specific or axon-absent (retina-restricted) alternative exon of each gene to myr-d2EGFP so that a reporter mRNA containing each motif would be generated in cells (Figures 7A and 7B). To test these reporters in RGCs, the same cell type from which they were identified, we used *Xenopus* primary retinal cultures (Campbell and Holt, 2001), which are amenable to screening multiple motifs. We confirmed that alternative usages of the 5′ and 3′ UTRs of *Acot7* and *Stx3*, respectively, are conserved between mouse and *Xenopus* (Xenbase and UCSC genome browser). Fluorescence recovery after photobleaching (FRAP) was monitored in the growth cones of cultured RGCs at 1-min intervals for 10 min. Remarkably, the axon-specific isoforms showed rapid and robust FRAP signals, whereas the retina-specific isoforms did not (Figures 7A and 7B). These results indicate that axon-specific exons of *Acot7* and *Stx3* are sufficient to promote axonal mRNA translation (Figures 7A and 7B).

We next investigated whether axon-specific exons might contain “generalizable” motifs responsible for axonal mRNA translation. We searched for common sequence elements that are enriched in axon-specific alternative exons (Figure 7C) and in the 5′ and 3′ UTRs in constitutive exons (Figures S7A and S7B) of axon-enriched mRNAs (Figure 3A). To understand the potential function of identified sequence elements, we searched for genes that contain these elements in the entire mouse genome. Remarkably, the element-containing genes generally encode regulators of axon and synapse function (Figures 7C and S7C). Strikingly, five of six motifs identified from alternative exons and five of twelve motifs in constitutive exons of axon-enriched mRNAs showed a significant FRAP signal at 10 min, indicative of increased axonal mRNA translation of a reporter mRNA when incorporated in the 5′ or 3′ UTR as in Figure 7B (Figures 7C and S7C). These results suggest the potential links between the sequence elements and axonal mRNA translation and thus provide further insight into the mechanisms underlying the selective and dynamic nature of the axonal mRNA translation.

## Discussion

Here, we developed a mouse model of axon-TRAP to isolate mRNAs translated in the distal axon of RGCs in vivo and performed a genome-wide survey of the axonal translatome at critical time points during the assembly of visual circuitry and in adulthood. The axonal translatome is generally a subpopulation of its somal counterpart but is enriched in genes with axon-specific roles. We found that broadly two classes of local translatomes exist in the distal axon: one being constitutively translated and the other being developmentally regulated. The former generally encodes the regulators of protein and energy homeostasis, and the latter encodes proteins required for stage-specific events, such as axon elongation, axon branching, synapse formation, and synaptic transmission. The adult axonal translatome is unique, and its main role is likely to regulate synapse function. Developmentally regulated translatomes were subdivided according to the changes in translation between stages, and those that showed a coordinate change were found to share common upstream regulators, such as mTORC1, FMRP, and APC, as well as novel sequence elements that possibly regulate axonal mRNA translation. Additionally, we found that axonally translated mRNAs were frequently specific splice variants that carried axon-specific motifs. Together, our results show that extensive local mRNA translation occurs in the developing and mature mammalian CNS axons in vivo and provide strong evidence that highly regulated axonal mRNA translation might be at the heart of CNS development and the maintenance of synaptic function.

Previous studies using cultured neurons have revealed that some mRNAs are stored in a translationally repressed state (Buxbaum et al., 2014, Graber et al., 2013). Two independent and complementary approaches have been developed to ask which mRNAs are translated in the axon (Kim and Jung, 2015): metabolic labeling of newly synthesized proteins and isolation of ribosome-bound mRNAs. Proteomic approaches provide the ultimate readout of gene expression, as they can identify post-translationally modified protein products, but a critical limitation of proteomics is that the probe-tagged amino acid or its analogs label all cells, limiting its use to compartmentalized axon culture. An alternative strategy to identify newly synthesized proteins is to look at translated mRNAs (translatome), because these are the obligate precursor to the de novo proteome. A key advantage of this approach is that ribosomes can be isolated from a specific cell type by expressing a genetically encoded epitope-tagged ribosomal protein in just the cells of interest (TRAP; Heiman et al., 2008). Isolated ribosome-mRNA complexes either can be partially digested by RNase, and the fragments protected by ribosome binding can be sequenced (“ribosome profiling”; Ingolia et al., 2011), or the entire mRNA can be separated from the ribosome and directly sequenced. Only the latter method, which we use in this study, allows the discovery of novel isoforms outside the protein-coding region.

We compared translatomes of RGC axons and retinal cell bodies in the same animals. It should be noted that the retinal translatome includes the translatome of the short axons and dendrites of the intraretinal circuitry, as well as their cell bodies. Therefore, the number of mRNAs that are identified as selectively translated in the axon in this study may be an underestimation. Additionally, the expression of tagged ribosomes in non-RGC retinal neurons can potentially introduce bias into the axon/soma ratio. However, given the previous observations on retinal cell populations (Young, 1985), the presence of non-RGC mRNAs in the retinal sample cannot explain the axonal enrichment of mRNAs above the threshold (FPKM_axon_/FPKM_retina_ > 100), which we used for the axon-soma comparison. The strong enrichment of genes with axonal function in the axonal translatome compared to the retinal translatome suggests that these mRNAs were disproportionately represented in the axonal translatome, indicating that axonal translation is mRNA specific.

In this study, we show that the RGC axonal translatome changes in a developmental-stage-specific manner, in such a way that proteins playing a key role at specific periods are synthesized when needed. This result is in agreement with a recent study using the *Drosophila* visual system, which reported that neuronal differentiation associated with maturation of presynaptic terminals is regulated by coordinate control of mRNA translation (Zhang et al., 2016), although the subcellular location of mRNA translation was not addressed in that study. Whether signals that regulate mRNA-specific translation come from a cell-intrinsic timer or cell-extrinsic cues remains to be investigated, but our bioinformatic and experimental analyses suggest that this involves stage-dependent activation of RNA-binding proteins, including FMRP. Because FMRP is known to inhibit translation of proteins required for synapse formation and its loss of function leads to over-branching of CNS axons (references in Darnell and Richter, 2012), it is reasonable to assume that FMRP may be activated after CNS axons make appropriate synapses to limit the number of synapses that a single axon makes. In this sense, it is intriguing that defective translational machinery, which is expected to affect all cells in the organism, leads to enigmatically synapse-specific phenotypes, ranging from defective synaptic transmission to impaired cognitive function and memory (references in Buffington et al., 2014). Although the subcellular location of this pathogenesis is unknown, it will be interesting to test whether the axonal translatome of developing cortical neuronal axons in these mouse models of neurodevelopmental disorders is any different from normal mice.

The local mRNA translation in axons of mature neurons has been a subject of long-standing debate (Piper and Holt, 2004). Evidence indicates that ribosomes exist in mature CNS axons (Koenig et al., 2000, Kun et al., 2007, Walker et al., 2012) and that their number is dynamically regulated under normal and pathological conditions (Verheijen et al., 2014). However, what proteins are locally translated in the mature axons was unknown. Our comparative analysis of mature and developing retinal axonal translatomes suggests that local protein synthesis regulates synaptic transmission and axon maintenance. Because axonal translation has been implicated in axonal survival and degeneration (Jung et al., 2012), it will be important to find out whether pathological axon degeneration is preceded by defective axonal translation. The power of axon-TRAP is that it can be extended to other neurons whose cell bodies and axons are anatomically separated. One such example is cortical and spinal motor neurons, whose axonal degeneration leads to human diseases, such as amyotrophic lateral sclerosis (ALS). Recent evidence suggests that defective axonal mRNA transport and translation may be an underlying cause of ALS pathology (Alami et al., 2014, Murakami et al., 2015). Our new technical approach and datasets should provide a valuable resource for future studies.

## Experimental Procedures

### Histological Analysis

For immunohistochemistry, tissue sections (12 μm) were visualized using an anti-HA antibody (Abcam ab9110) and a secondary antibody conjugated to Alexa 488 (Life Technologies). For immuno-gold EM, tissues were fixed in 4% paraformaldehyde in 0.1 M HEPES (pH 7.4), and the HA-tagged ribosomes were visualized by the same anti-HA antibody and immunoglobulin G (IgG) conjugated with gold (10–15 nm). Mouse RGC axon culture and QIF were performed as previously described (Zivraj et al., 2010) using the following antibodies: anti-mTOR (phospho S2448) antibody (Abcam 109268), anti-FMRP antibody (Abcam 17722), and anti-RPS6 (phospho S235 + S236) antibody (Abcam 12864).

### Axon-TRAP

A homozygote RiboTag female mouse was mated with a Pax6-alpha-Cre male to produce Cre-positive and Cre-negative mice in a single litter. Three eyes or six SCs were homogenized, and post-mitochondrial fractions were collected. The mRNA-ribosome complexes were precipitated using the polyclonal HA antibody and Dynabeads Protein G (Life Technologies 10004D). For the in vitro ribosome run-off experiments, TRAP was performed after lysate was incubated with rabbit reticulocyte lysate (Promega), harringtonine (Sigma), and 4E1RCat (Sigma) at 37°C for 30 min. Ribosome-bound mRNAs were amplified by a method developed by Tang et al. (2009) with slight modification and sequenced using Illumina HiSeq2000 or NextSeq500. All experiments complied with protocols approved by the University of Cambridge and the Yonsei University College of Medicine Institutional Animal Care and Use Committees.

### Data Analysis

The sequence reads were mapped using TopHat 2 version 2.0.12, and FPKM values were estimated using Cufflinks. Read counts for each gene were determined using HTSeq version 0.6.1p1. For the identification of translated mRNAs in RGC axons, we applied differential gene expression analysis on read count using NOISeq. De novo motif analysis was performed using HOMER version 3.0 with custom FASTA files.

A detailed description of all experimental procedures is provided in the Supplemental Information.

## Author Contributions

H.J. and C.E.H. conceived and supervised the project. H.J. performed histological experiments. H.J. and T.S. performed biochemical and molecular biological experiments. T.S. performed bioinformatic analyses. J.J. performed Cre specificity experiments, J.O. performed motif imaging and QIF, and B.T.-B. and J.Q.L. performed FRAP and QIF. P.S.A. provided RiboTag mice and the original TRAP protocol. H.J., T.S., and C.E.H. wrote the manuscript.

## Figures and Tables

**Figure 1:**
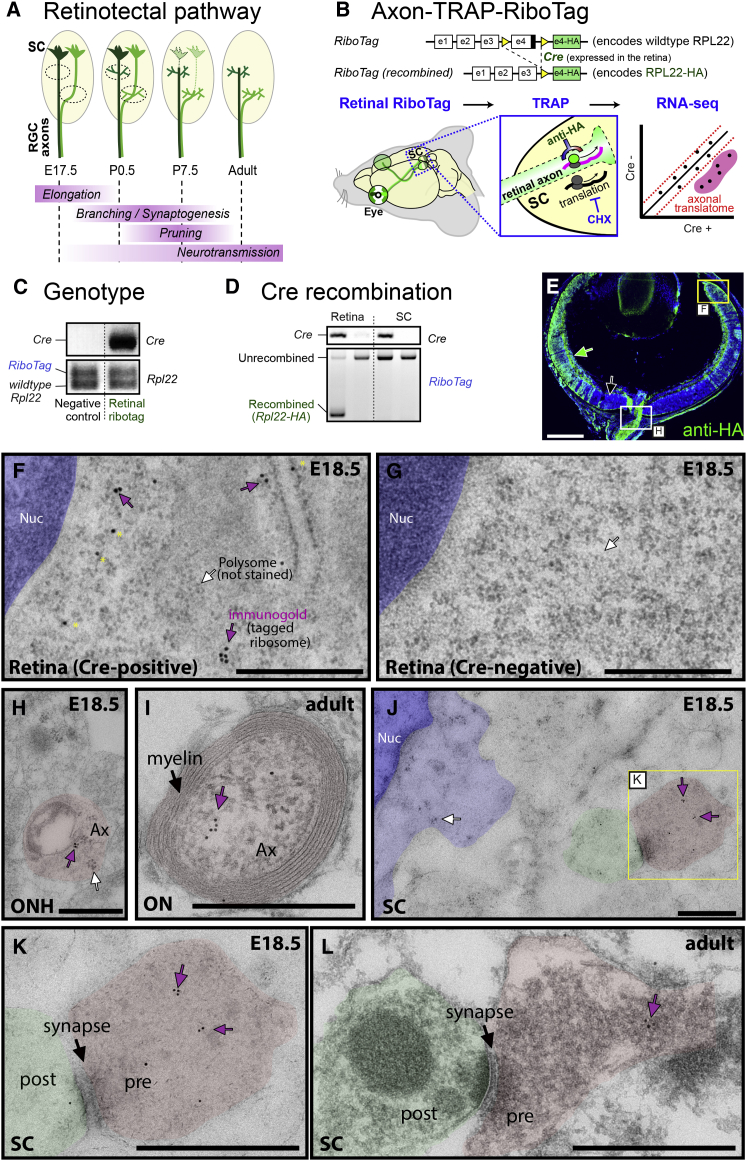
Retinal RiboTag Labels RGC Axonal Ribosomes In Vivo (A) Development of retinal ganglion cell (RGC) axons in the superior colliculus (SC). (B) Strategy of axon-TRAP. (C) PCR detection of *Cre* transgene (upper) and *Rpl22* allele (lower). (D) PCR of genomic DNA from the retina and the SC that distinguish recombined and unrecombined *RiboTag* alleles. (E) HA fluorescence immunohistochemistry. (F–L) HA immuno-gold electron microscopy (EM). HA-tagged ribosomes localize to retinal cell bodies (F) and RGC axons (Ax) in the optic nerve head (ONH) (H), optic nerve (ON) (I), and RGC axon terminals in the SC (J and K). Two or more adjacent gold particles (purple arrows) were regarded as specific signals. Scattered single immuno-gold particles may be non-specific (yellow asterisks). Ultrastructure of polysomes is visible in the cell bodies in the retina and the SC (white arrows), but these co-localize with immuno-gold only in the retina (F). Cre-negative littermate shows no specific labeling (G). E, embryonic day; Nuc, nucleus; P, postnatal day. The scale bars represent 500 μm (E) and 500 nm (F–L). See also Figure S1.

**Figure 2:**
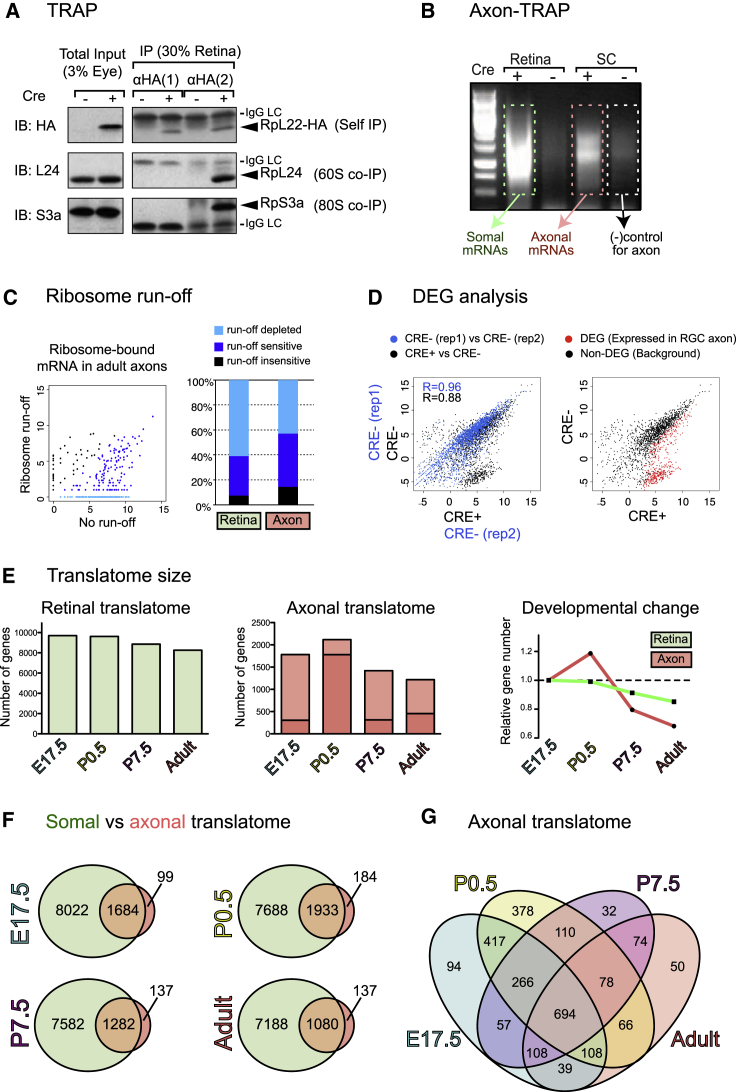
Unbiased Identification of the Axonal Translatome (A) HA-labeled ribosomes were TRAPed by two independent antibodies against HA, and then co-immunoprecipitated ribosomal proteins from 60S (i.e., rpL24) and 40S (i.e., rpS3a) were visualized by western blot. IgG LC, immunoglobulin G light chain. (B) Double-strand cDNAs were made from TRAPed RNAs. (C) Read counts of adult SC samples with or without ribosome run-off. Left panel is a scatter plot of log_2_ (read count+1), and right panel represents the percentage of genes whose read counts were decreased by run-off. (D) A scatterplot of log2 (FPKM) between Cre-positive/-negative (x axis) and Cre-negative axons (y axis) at stage P0.5. (E) Change in numbers of DEGs in the retina and axon. For axon, dark pink indicates DEGs at the corresponding stages. Light pink indicates genes that are DEGs only at that stage. Combined value of orange and peach (union of DEGs) indicates the size of axonal translatome. (F) Somal versus axonal translatomes. (G) Four different axonal translatomes. See also Figure S2.

**Figure 3:**
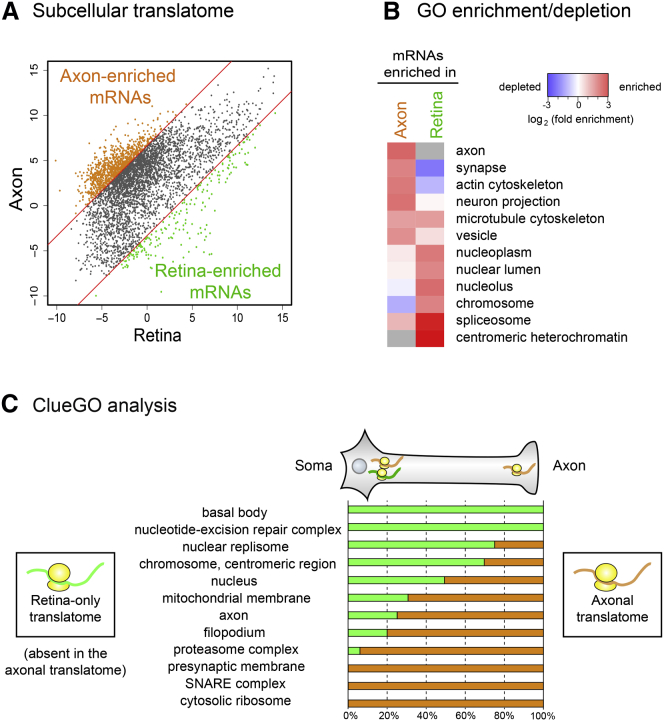
Comparison between the Axonal and Retinal Translatomes (A) Normalized mRNA levels (log_2_(FPKM)) between the axonal (y axis) and retinal (x axis) translatome at stage P0.5. Axon- and retina-enriched population were defined when FPKM_axon_/FPKM_retina_ > 100 and <0.1, respectively. (B) GO terms in the cellular component category. More detailed lists are in Figure S3B (gray, not detected). (C) ClueGO analysis. The left axis indicates the parental GO terms. The percentage of daughter GO terms associated with somal and axonal translatome is presented. See also Figure S3.

**Figure 4:**
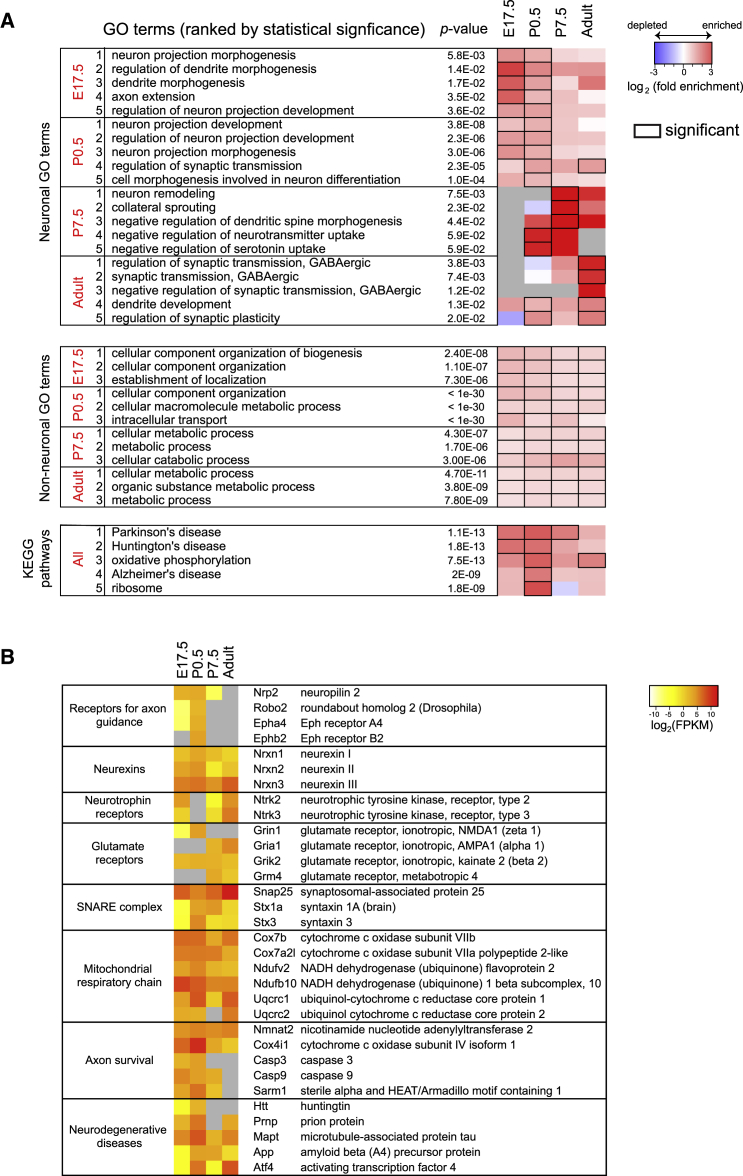
Developmental Changes of Translated Genes in RGC Axons (A) Enriched GO (biological process) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for axonally translated genes (grey, not detected), sorted by significance for each stage (Fisher’s exact test). The enrichment was analyzed by topGO (Table S3). Statistically significant cells are marked by black squares. (B) Normalized levels of axonal translation for selected genes (gray, not detected). See also Figure S4.

**Figure 5:**
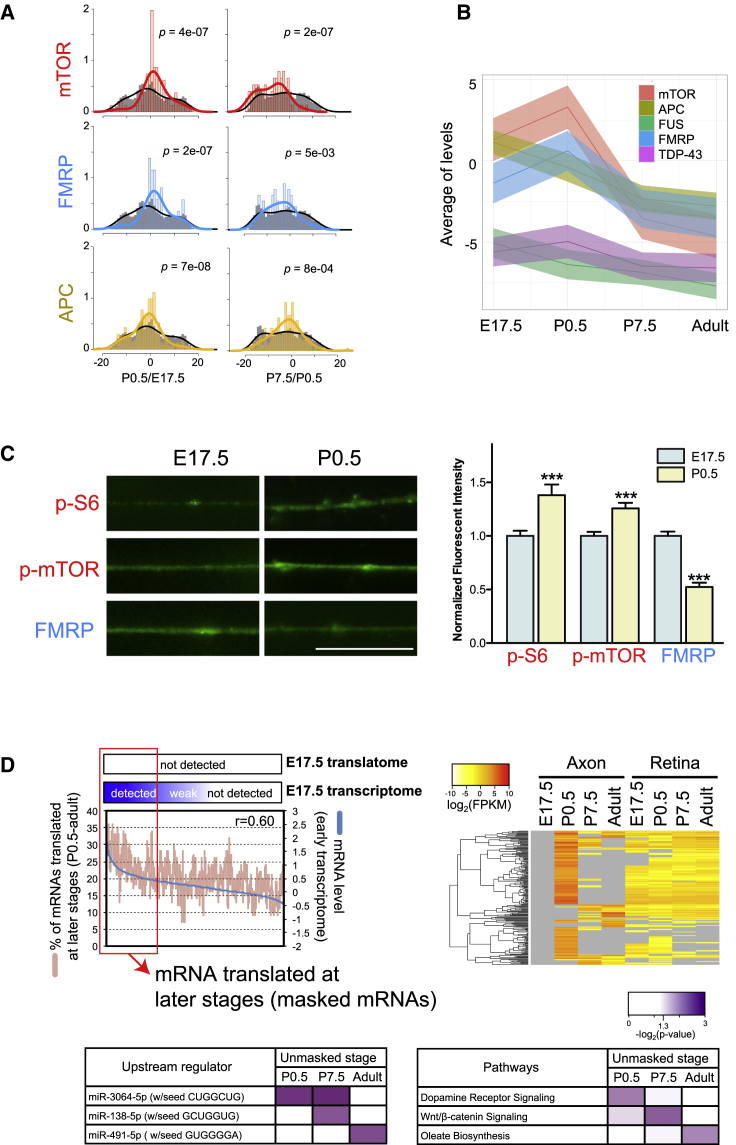
*Trans*-Acting Elements that Regulate the Axonal Translatome (A) Density plots of the change in FPKM values of axonal translatomes during two consecutive developmental stages (log2(stage A [FPKM]/stage B [FPKM]); gray, distribution of all genes; colors, distribution of target genes) with p values (Kolmogorov-Smirnov test). (B) Average log2 (FPKM) values of target genes (mean ± 95% confidence interval). (C) Representative immunofluorescence images (left) and their quantification (right; mean ± SEM). ^∗∗∗^p < 0.001, Mann-Whitney test. The scale bar represents 10 μm. (D) Relationship between transcript abundance of genes not detected in E17.5 axonal translatome (read count = 0) and probability of their translation at later stages (upper left: blue line, mRNA level in transcriptome; red line, moving averages of percentage of genes detected at any of three later stages over a window size of 100 genes; r, Pearson correlation coefficient). The upper right and lower heatmaps show mRNA abundance in the translatome and enriched regulators/pathways, respectively. See also Figure S5.

**Figure 6:**
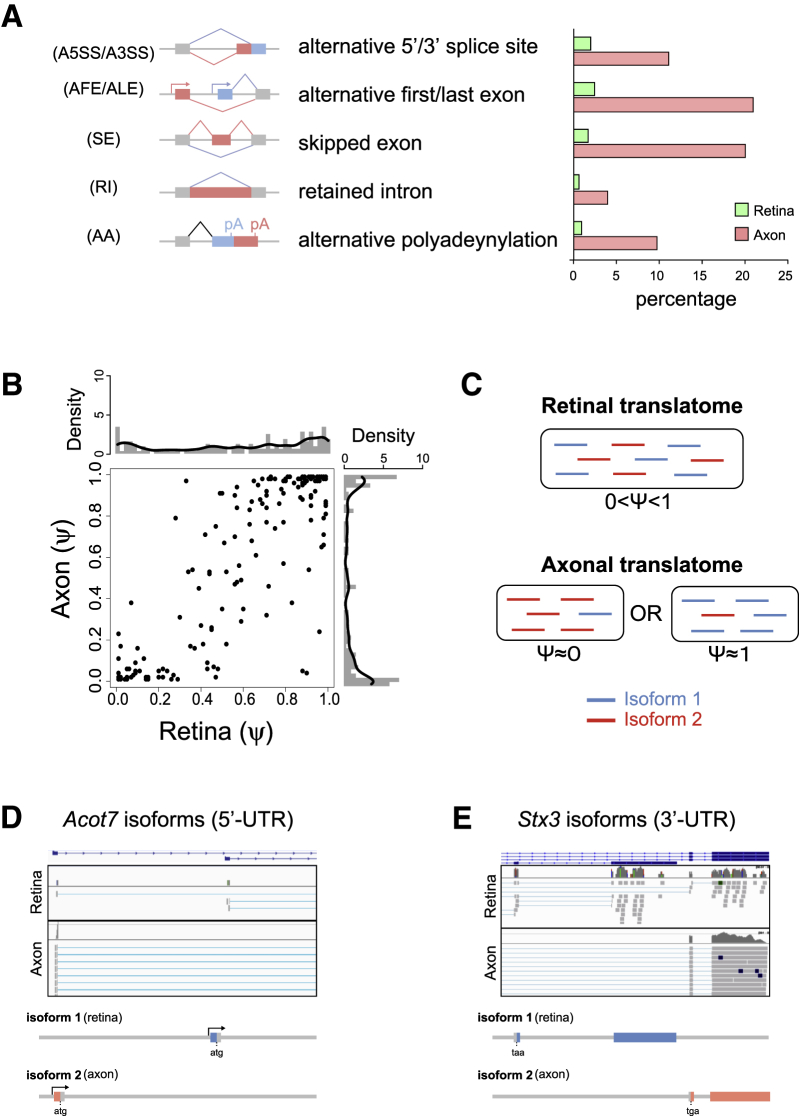
Alternative Splicing Generates High Isoform Diversity in Axons (A) Percentage of genes with alternative events from all axonally translated genes. Alternative events are classified into five different classes depicted in the left panel. (B) Scatter and density plots for the distribution of percentage spliced in (Ψ) values between the retina (x axis) and the axon (y axis). (C) Model for biased distribution of Ψ values in the axon. The comparison of two isoforms suggests that one of two isoforms is predominant in the axon. (D and E) The sequence reads on *Acot7* and *Stx3* loci visualized with integrative genomics viewer (IGV). The histograms show the depth of the reads displayed at each locus. The retinal isoforms are detected only in the retinal translatome, whereas the axonal isoforms are detected both in the axonal and retinal translatomes. See also Figure S6.

**Figure 7:**
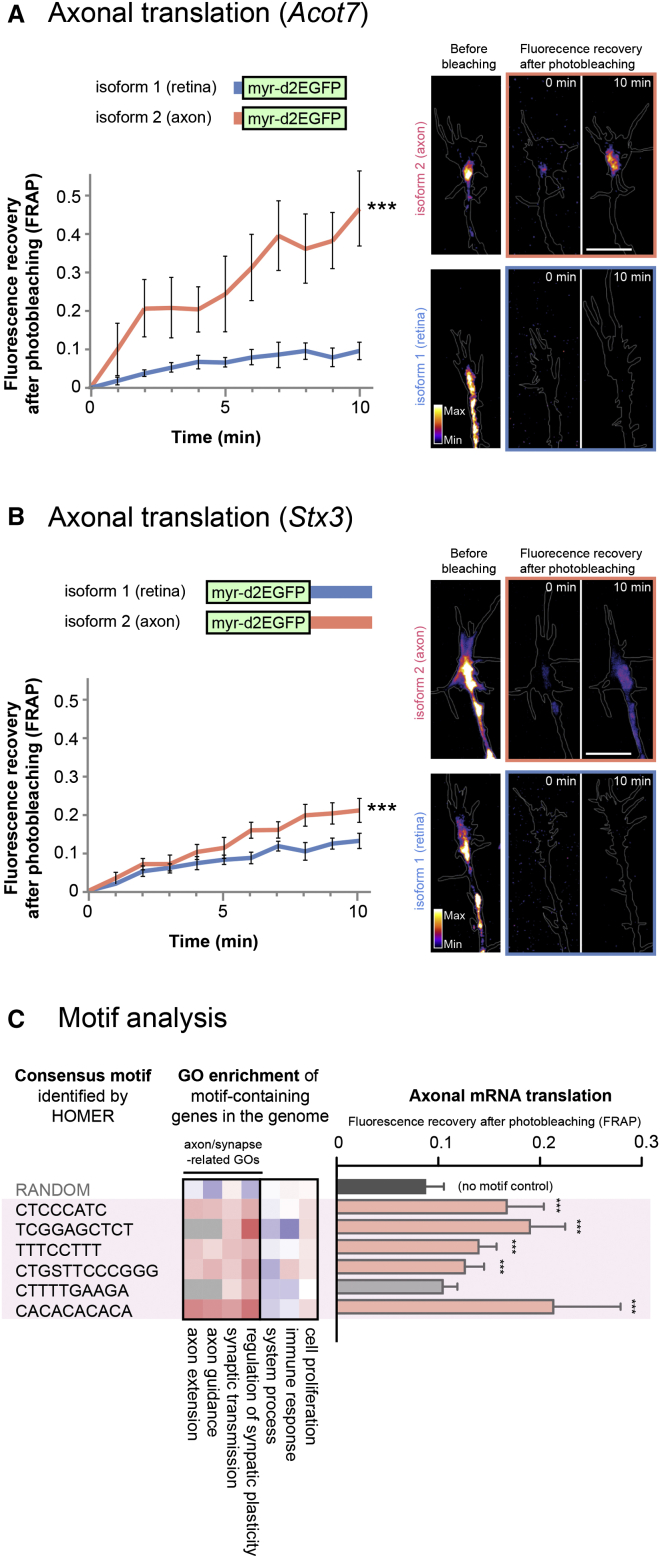
*Cis*-Regulatory Elements Link Alternative Splicing to Axonal Translation (A and B) Axon- and retina-specific *Acot7* and *Stx3* UTR isoforms fused with myr-d2EGFP were expressed in cultured RGCs (*Xenopus*). Quantification of fluorescence intensity after photobleaching (FRAP) revealed axon-specific isoforms of *Acot7* (A) and *Stx3* (B) markedly increase axonal translation of the myr-d2EGFP reporter construct compared to retina-specific UTR counterparts. Data at each 1 min time point represent the mean fraction of recovery relative to pre- and post-bleach levels ± SEM (n = 9 and 10 for axon and eye-specific 5′ UTR of *Acot7*, respectively; n = 14 and 14 for axon and eye-specific 3′ UTR of *Stx3*, respectively). ^∗∗∗^p < 0.0001; two-way ANOVA. FRAP signal recovery was abolished by 40 μM anisomycin (10 min post-photobleach: Acot7 axon-isoform + anisomycin 0.064 ± 0.028; *Stx3* axon-isoform + anisomycin 0.085 ± 0.026). Representative images of RGC axonal growth cones showing fluorescent recovery after photobleaching for each reporter construct are shown (right). The scale bars represent 10 μm. (C) GO enrichment analysis for entire genome containing axon-specific sequence motifs associated with alternative exons (S: G or C) and their relative efficiency in axonal mRNA translation using myr-d2EGFP reporter constructs. Significance of FRAP recovery curves were compared to no UTR control across 10 min (n ≥ 10 for each construct). Statistical significance of FRAP compared to the no-UTR control was tested across all time points (1–10 min) using a two-way ANOVA (^∗∗∗^p < 0.0001 compared to no-UTR control). For representative purposes, the mean fluorescence recovery at 10 min post-photobleaching is shown. Error bars represent SEM. See also Figure S7.

**Figure S1:**
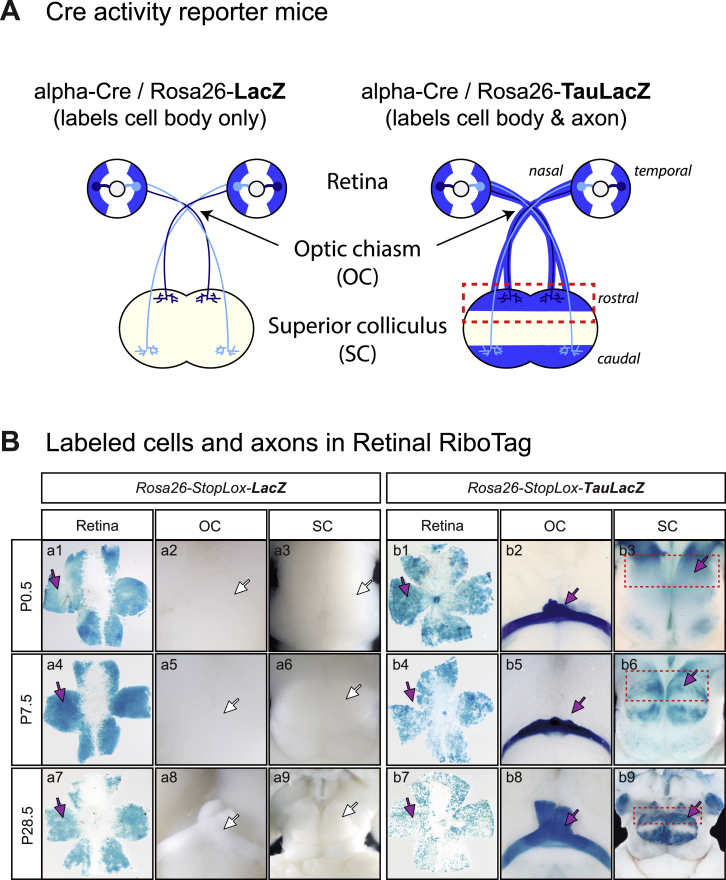
Specific Labeling of Retinal Axons in Retinal RiboTag, Related to Figure 1 (A) Two Cre activity reporter mice were used in this study. The LacZ reporter labels the cell bodies of Cre-positive cells and their progeny, whereas the TauLacZ reporter labels both the cell bodies and axons. (B) X-gal staining of the retina, optic chiasm (OC) and superior colliculus (SC) in alpha-Cre; LacZ reporter gene double positive mice. Cre labels most peripheral neural retinal cells in both mice. No cells in the SC used for TRAP in this study express Cre as evidenced by the lack of X-gal stain in the LacZ reporter SC. Unlike the alpha-Cre; LacZ mice, alpha-Cre; TauLacZ mice show robust staining not only in the cell bodies but also the OC and the SC. The SC, which was used for axon-TRAP, is highly innervated by retinal axons.

**Figure S2:**
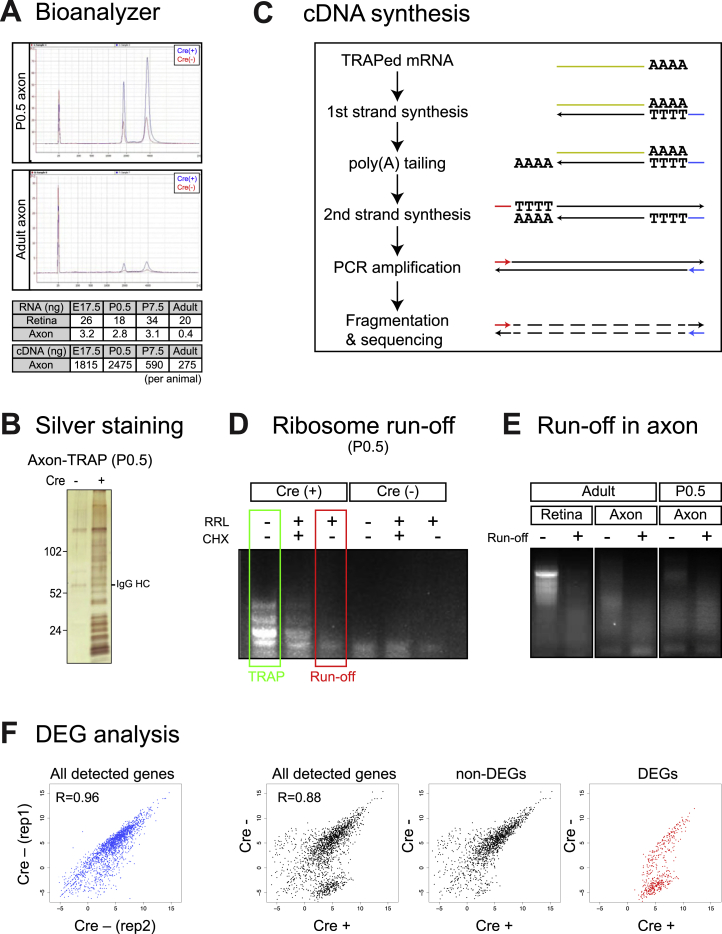
Axon-TRAP, Related to Figure 2 (A) Bioanalyzer analysis of axon-TRAPed mRNA. Lower tables show the amounts of total RNAs and amplified cDNAs for each TRAPed sample. (B) Silver staining of axon-TRAPed protein complexes following SDS-PAGE. (C) Strategy for cDNA synthesis and amplification adapted from the study by Tang et al. (D) Ribosome run-off experiment. The amplified cDNAs from TRAPed mRNAs with or without run-off (P0.5 retina). (E) Retinal and axon-TRAP combined with ribosome run-off. (F) Scatterplots of log_2_ (FPKM) between Cre-positive (x axis) and Cre-negative axons (y axis).

**Figure S3:**
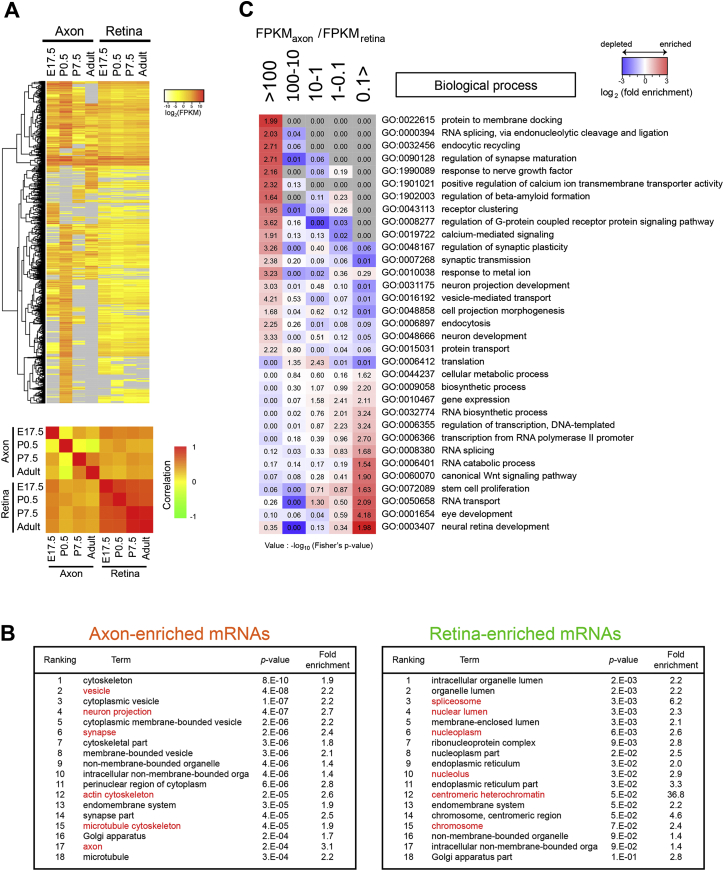
Comparison between the Axonal and the Retinal Translatome, Related to Figure 3 (A) The upper panel shows a heat map of hierarchical clustering on the normalized level of axonal and retinal translation of genes. Each row in the heat map corresponds to a single gene. The color of the heat map represents the log2 (FPKM value) for each gene (gray = not detected). The lower panel shows a heat map of a correlation matrix. (B) Tables showing the ranking of most significantly enriched GO terms in axon-enriched mRNAs and retina-enriched mRNAs. Terms presented in Figure 3B are shown in red. (C) A heat map showing the enrichment of GO terms in the biological process (BP) category. The colors of the heat map represents the log2 value of the fold enrichment for each GO term value (red = enriched, blue = depleted, gray = not detected), and the numbers on the heat map are –log 10 (Fisher’s exact p value) for enrichment.

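Between stages, log2(mean FPKM + 1) of the genes of the axonal translatome correlated in Cre-positive SC with a median r of 0.266 over the 6 pairs of stages, from -0.26 to 0.414, and in retina with a median of 0.808, from 0.744 to 0.927. Taking all genes with at least 1 FPKM in any library raised the median in Cre-positive SC most, to 0.538, and that in retina was 0.858. Spearman's rho gave medians of 0.280 and 0.717. The replicates of 1 stage correlated with a median of 0.381 in Cre-positive SC, from 0.208 to 0.933, and of 0.619 in retina, from 0.451 to 0.953. Genes are not independent replicates.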

**Figure S4:**
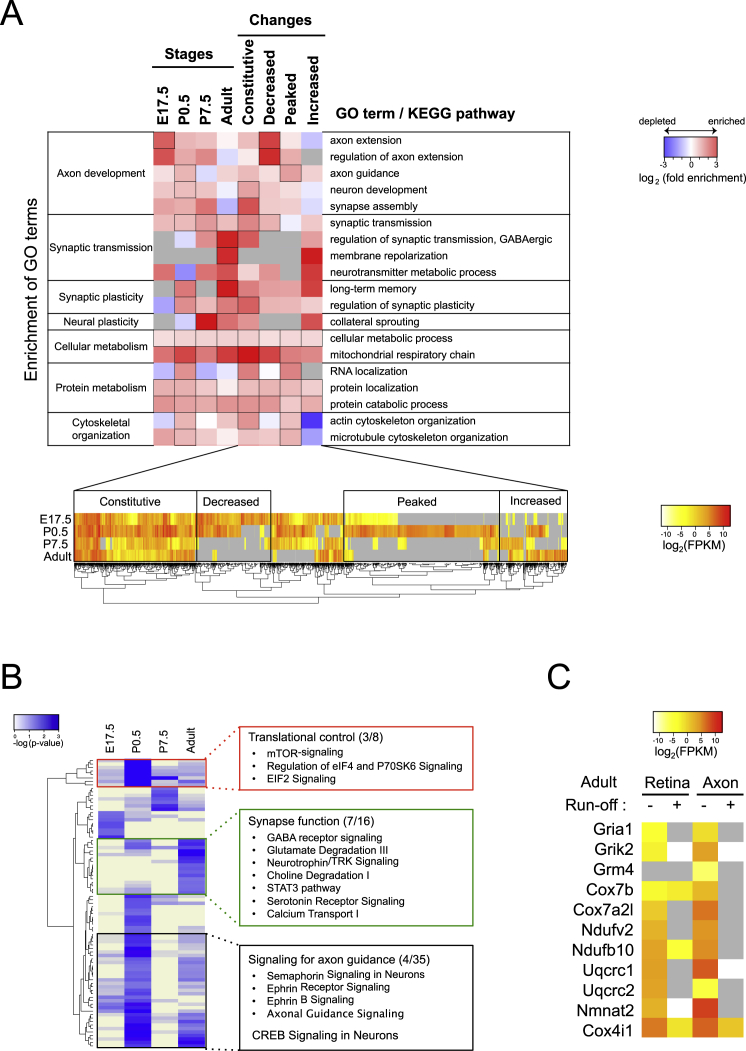
Gene Set Enrichment Analysis Describing the Developmental Changes of Translated Genes in RGC Axons, Related to Figure 4 (A) The upper heat map displays the enrichment of GO terms or KEGG pathways for axonally translated genes. Each row in the heat map corresponds to a single GO term. Genes are clustered either by stage-specific expression (“stages”) or hierarchical clustering (lower heat map) according to their developmental changes (“changes”). (B) Ingenuity pathway analysis (IPA) to identify canonical pathways associated with the axonal translatome. Each row represents a single pathway (blue, enriched). The right panel shows lists of pathways extracted from each cluster. (C) A heatmap showing the log_2_ (read count) for adult samples with and without ribosome run-off. Each row in the heat map corresponds to a single gene.

**Figure S5:**
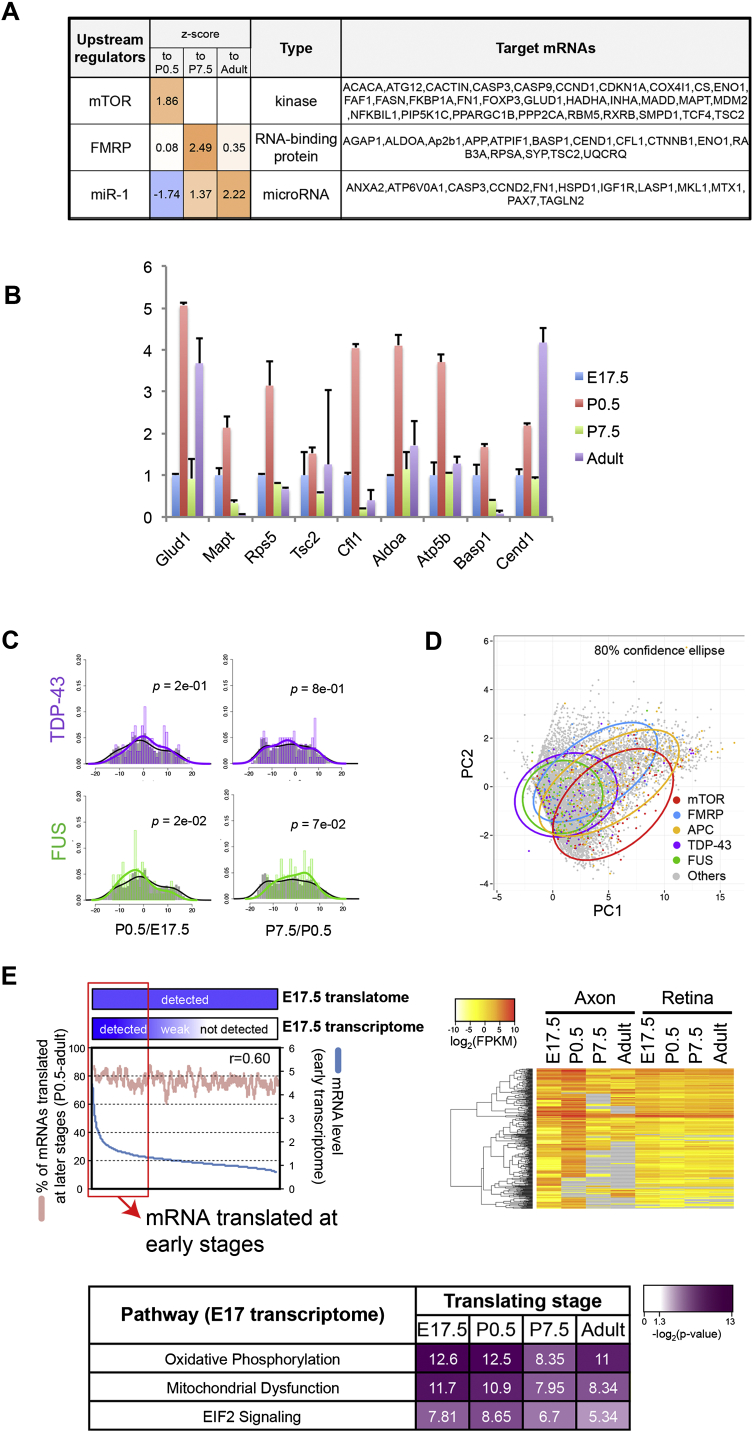
Analysis of *trans*-Acting Elements that Regulate the Axonal Translatome, Related to Figure 5 (A) Ingenuity pathway analysis (IPA) to identify upstream regulators associated with the axonal translatome. The abundance of each mRNA between two consecutive stages was represented as the ratio (ratio > 1 indicates increase in translation). The coordinate change in the translation ratios was calculated as the activation z-score. A positive z-score indicates that the translational regulator is expected to be activated. (B) Bar graph representing the fold change in levels of axonally translated genes. The mRNA levels in the axonal translatome were quantified by qRT-PCR (normalized by TRAPed cDNA for each stage). (C) Density plots showing the distribution of changes in FPKM values for the axonal translatome during two consecutive developmental stages with p values (Komogorov-Smirnov test). The values are calculated as follows: log2 (stage A(FPKM)/stage B (FPKM)). The distributions of target genes in pathways, which are indicated by colored lines, are overlapped with non-target genes represented by gray lines. (D) A scatter plot of the Principal Component Analysis (PCA) based on normalized read counts in the axonal and retinal translatome from four different stages. Data were plotted using the first two Principal Components (PCs), which explained up to 73.2% of the total variance. (E) Relationship between transcript abundance of the genes in E17.5 transcriptome, which were detected in E17.5 axonal translatome, and probability of their translation at later stages (blue line, mRNA level in transcriptome; red line, moving averages of percentage of genes detected at any of three later stages over a window size of 100 genes; r, Pearson correlation coefficient). The right heatmap shows mRNA abundance in the translatome (left) and enriched pathways (right).

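On log2(FPKM + 1) of the 24 libraries, over the 13011 genes above 0 FPKM in any of them, the first principal component held 61.6% of the variance and the next 8.14%, together 69.8%. With the 12 group means in place of libraries the sum was 75.4%, which was the largest move, and log2(FPKM + 0.1) gave 65.9%. Scaling each library to unit variance gave 69.9%. With the group means of Cre-positive SC and retina and 1365 genes of the axonal translatome, a setting chosen after the files were seen, the components held 48.8% and 23.6%, together 72.4%.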

**Figure S6:**
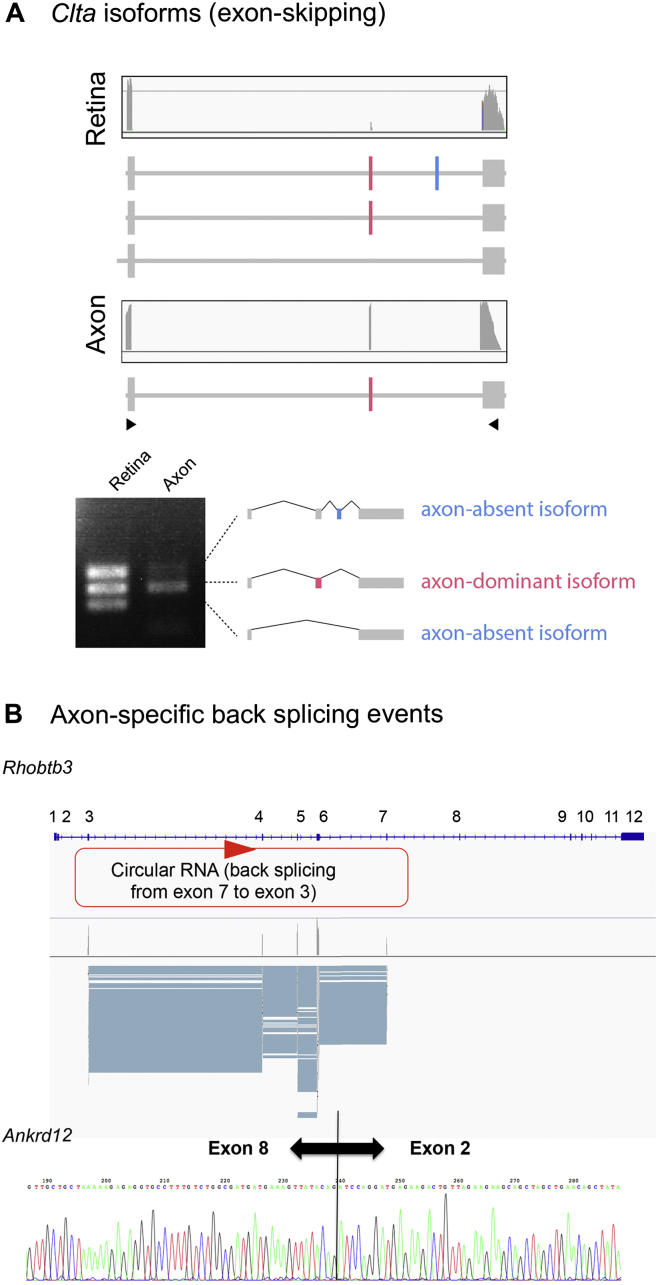
Analysis for Alternative Isoforms and *cis*-Acting Elements, Related to Figure 6 (A) Sequence reads (gray bars) mapped on the *Clta* gene. The mapped reads are visualized with Integrative Genomics Viewer (IGV). (B) Sequence reads (gray bars) mapped on the *Rhobtb3* (upper panel). Sanger sequencing of RT-PCR fragment of the *Ankrd12* mRNA (lower panel).

**Figure S7:**
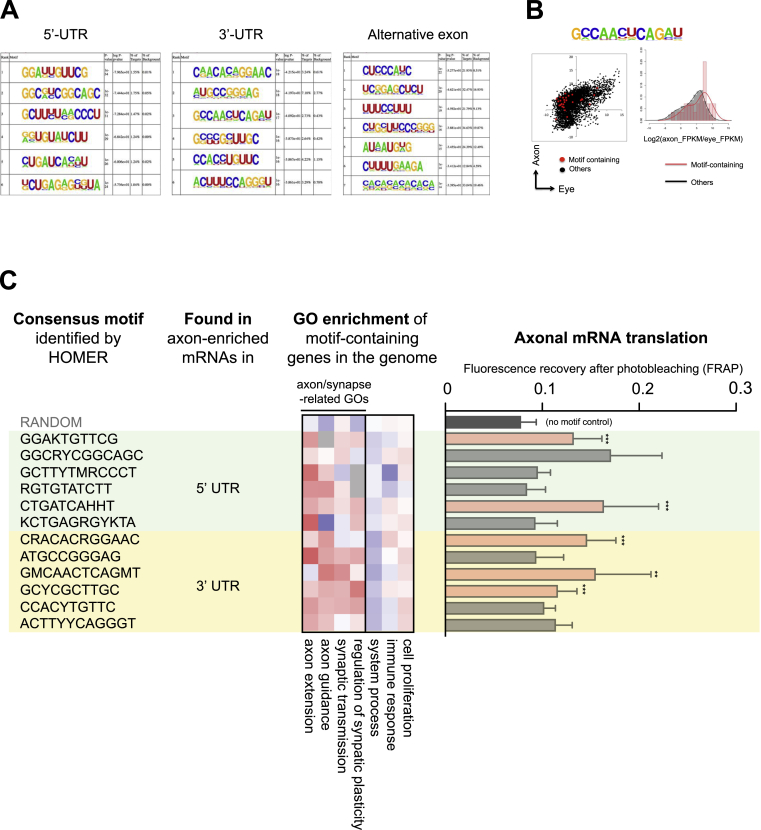
*Cis*-Regulatory Elements for Axonal Translation, Related to Figure 7 (A) Lists of sequence motifs enriched in 5′UTRs, 3′UTRs and alternative exons of axon-enriched mRNAs / exons. (B) An example of axon-enriched motifs. The scatterplot compares the normalized mRNA levels (log2(FPKM)) between the axonal (y axis) and the retinal (x axis) translatome at stage P0.5 for genes with (red dots) and without (black dots) the motif. The density plot shows the distribution of log2 (axon (FPKM) / retina (FPKM)). (C) GO enrichment analysis for entire genome containing axon-specific sequence motifs (K: G or T; R: A or G; Y: C or T; M: A or C; R: A or G; and H A or C or T) and their relative efficiency in axonal mRNA translation measured by fluorescence recovery after photobleaching (FRAP) of motif-containing reporter constructs (myr-d2EGFP). Several axon-specific motifs were able to promote mRNA translation in the growth cone relative to a control myr-d2EGFP construct without a UTR. Statistical significance of FRAP compared to the no-UTR control was tested across all time-points (0-10mins) using a two-way ANOVA (from the top bar, n = 16, 5, 5, 7, 8, 7, 3, 8, 8, 8, 5, 8, and 6, respectively). For representative purposes, the mean fluorescence recovery at 10 min post-photobleaching is shown. Error bars represent SEM. ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001 compared to no-UTR control.

# Supplementary material for: Dynamic Axonal Translation in Developing and Mature Visual Circuits
**Source:** Cell. 2016 Jun 30;166(1):181–92. doi: 10.1016/j.cell.2016.05.029
**Supplement:** Document S2. Article plus Supplemental Information

# Dynamic Axonal Translation in Developing and Mature Visual Circuits

## Graphical Abstract

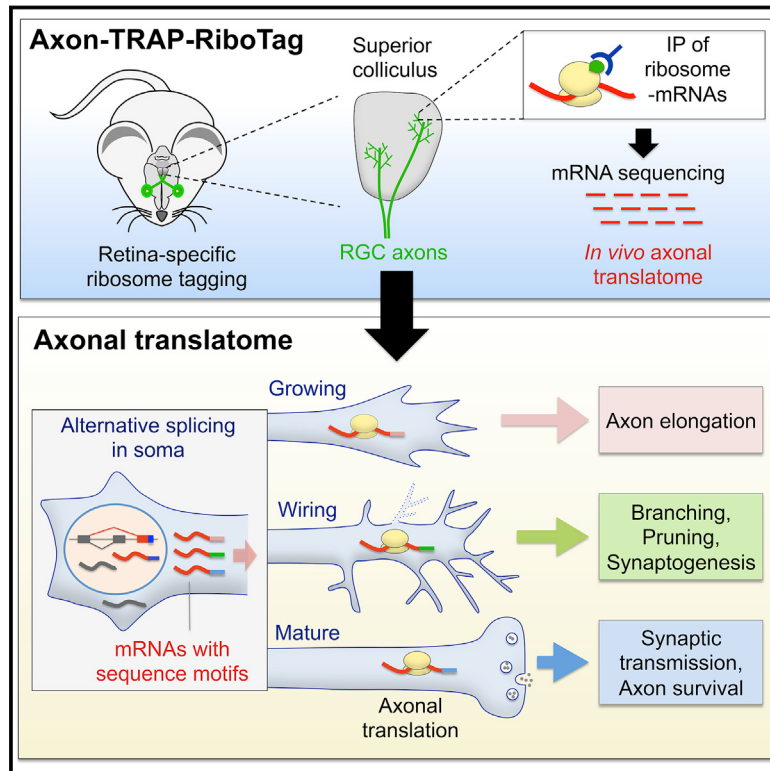

## Authors

Toshiaki Shigeoka, Hosung Jung, Jane Jung, ..., Julie Qiaojin Lin, Paul S. Amieux, Christine E. Holt

 (C.E.H.)

## In Brief

Local mRNA translation in axons of developing and adult CNS neurons in vivo shows dynamic regulation, suggesting functional relevance for neural circuit formation and maintenance.

## Highlights

- Dynamic translome of retinal axons in vivo matches changing subcellular function
- Adult CNS axons translate mRNAs for synaptic transmission and axon survival in vivo
- Target mRNAs of key translation regulators show developmental co-regulation
- Axon-specific sequence motifs link alternative splicing to axonal translation

## Accession Numbers

GSE79352

# Dynamic Axonal Translation in Developing and Mature Visual Circuits

Toshiaki Shigeoka,<sup>1,4</sup> Hosung Jung,<sup>2,4,5,\*</sup> Jane Jung,<sup>2</sup> Benita Turner-Bridger,<sup>1</sup> Jiyeon Ohk,<sup>2</sup> Julie Qiaojin Lin,<sup>1</sup> Paul S. Amieux,<sup>3</sup> and Christine E. Holt<sup>1,5,\*</sup>

<sup>4</sup>Co-first author

<sup>5</sup>Co-senior author

<http://dx.doi.org/10.1016/j.cell.2016.05.029>

## SUMMARY

Local mRNA translation mediates the adaptive responses of axons to extrinsic signals, but direct evidence that it occurs in mammalian CNS axons *in vivo* is scant. We developed an axon-TRAP-RiboTag approach in mouse that allows deep-sequencing analysis of ribosome-bound mRNAs in the retinal ganglion cell axons of the developing and adult retinotectal projection *in vivo*. The embryonic-to-postnatal axonal translome comprises an evolving subset of enriched genes with axon-specific roles, suggesting distinct steps in axon wiring, such as elongation, pruning, and synaptogenesis. Adult axons, remarkably, have a complex translome with strong links to axon survival, neurotransmission, and neurodegenerative disease. Translationally co-regulated mRNA subsets share common upstream regulators, and sequence elements generated by alternative splicing promote axonal mRNA translation. Our results indicate that intricate regulation of compartment-specific mRNA translation in mammalian CNS axons supports the formation and maintenance of neural circuits *in vivo*.

## INTRODUCTION

RNA localization and local translation are evolutionarily conserved mechanisms employed by cells to control the precise subcellular positioning of nascent proteins. Neurons are highly compartmentalized cells with functionally distinct cytoplasmic/membrane domains (dendrites, axons, and somas), and emerging evidence indicates that localized mRNA translation supports this subcellular differentiation (Holt and Schuman, 2013; Martin and Ephrussi, 2009). Recent *in vitro* studies revealed an unexpectedly large population of mRNAs in axons, and inhibiting the translation of just one or two of them can cause specific defects in fundamental axonal behaviors, such as neurotrophin-induced outgrowth, branching, cue-induced chemo-

tropic responses, and injury-induced regeneration (references in Jung et al., 2012). *In vitro* studies have also provided evidence that extrinsic signals, such as guidance cues and growth factors, selectively induce rapid axonal synthesis of distinct protein subsets (references in Jung et al., 2012). A rational interpretation of these results is that specific subsets of mRNAs are coordinately translated when required whereas most axonally localized mRNAs remain translationally repressed. Thus, to understand the function of axonal mRNA translation, it is important to carry out a comprehensive and unbiased global analysis of the mRNAs that are specifically translated in the axonal compartment *in vivo*.

The axons of retinal ganglion cells (RGCs) terminate in the superior colliculus (SC) of the midbrain. A point-to-point topographic projection of RGC axons to the SC allows the brain to reconstruct a map of the outside world. In mouse, the formation of this retinotopic map in the SC can be divided into three distinct phases (Feldheim and O'Leary, 2010). First, embryonic RGC axons enter the SC and initially extend beyond their topographically correct "termination zones (TZs)" without branching or synapsing ("elongation" period). Second, interstitial branches arise from the primary axon shafts of RGCs in their appropriate TZs and begin to form synapses ("branching/synaptogenesis" period). Third, in the first 2 postnatal weeks, correctly wired axon branches are strengthened and excess inappropriate branches are pruned ("pruning" period), resulting in the mature topographic map in adulthood (Figure 1A; Godement et al., 1984). Intriguingly, evidence suggests that local mRNA translation in the RGC axons may regulate subtle aspects of the formation of the retinotectal projection *in vivo* (Brunet et al., 2005). It is not known, however, which mRNAs are axonally translated and which specific aspects of visual circuit assembly they affect.

To address this issue, we developed axon-TRAP (translating ribosome affinity purification) in mouse, a method that allows specific isolation of ribosome-bound mRNAs in the distal compartment of RGC axons *in vivo*. Analysis of these axon-specific translomes at multiple ages reveals that axonal translation may play two major roles: regulation of protein and energy homeostasis, which is supported by mRNAs constitutively translated regardless of developmental stage, and regulation of stage-specific events, such as axon elongation, branching, pruning, synapse formation, and synaptic transmission, which

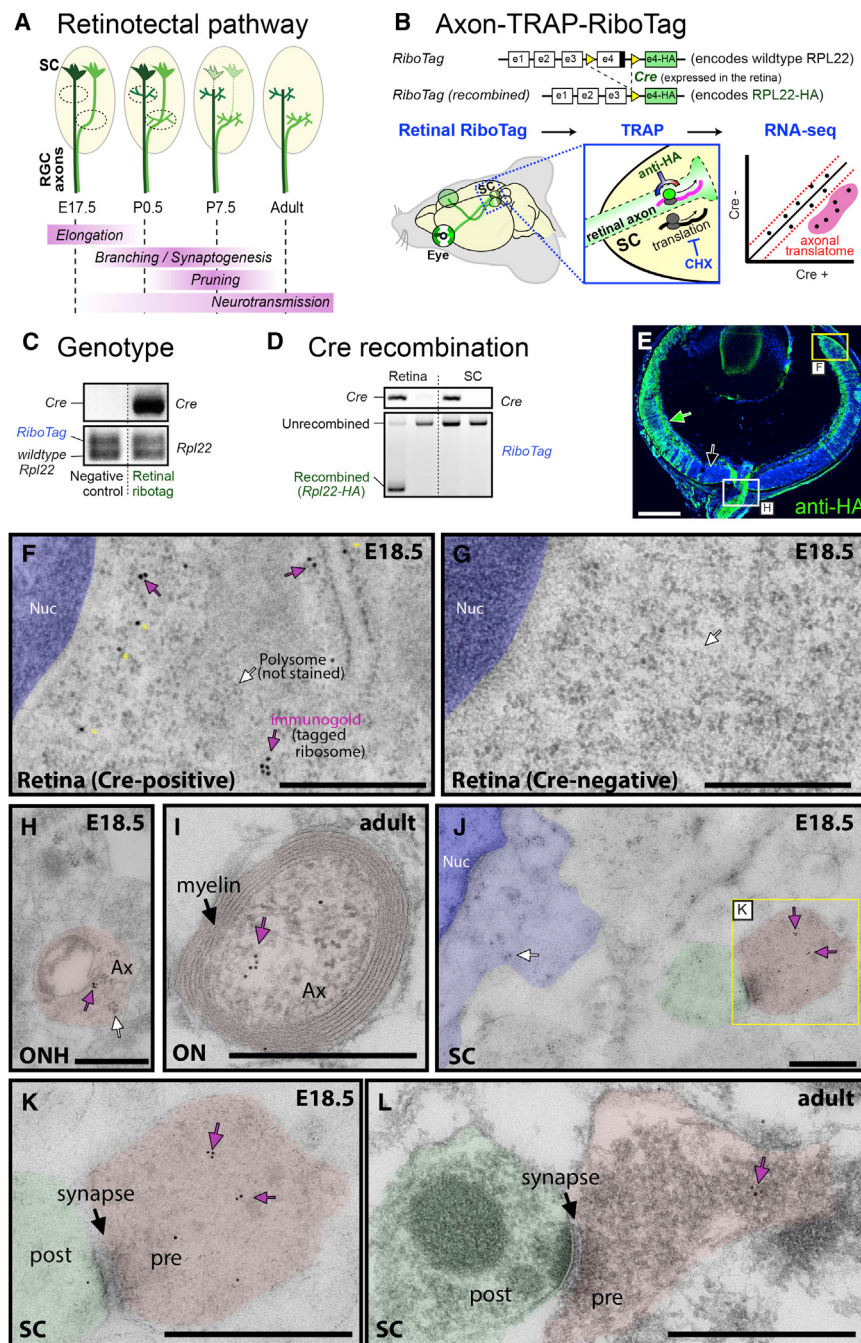

**Figure 1. Retinal RiboTag Labels RGC Axonal Ribosomes In Vivo**

(A) Development of retinal ganglion cell (RGC) axons in the superior colliculus (SC).

(B) Strategy of axon-TRAP.

(C) PCR detection of Cre transgene (upper) and *Rpl22* allele (lower).

(D) PCR of genomic DNA from the retina and the SC that distinguish recombined and un-recombined *RiboTag* alleles.

(E) HA fluorescence immunohistochemistry.

(F–L) HA immuno-gold electron microscopy (EM).

HA-tagged ribosomes localize to retinal cell bodies (F) and RGC axons (Ax) in the optic nerve head (ONH) (H), optic nerve (ON) (I), and RGC axon terminals in the SC (J and K). Two or more adjacent gold particles (purple arrows) were regarded as specific signals. Scattered single immuno-gold particles may be non-specific (yellow asterisks). Ultrastructure of poly-somes is visible in the cell bodies in the retina and the SC (white arrows), but these co-localize with immuno-gold only in the retina (F). Cre-negative littermate shows no specific labeling (G).

E, embryonic day; Nuc, nucleus; P, postnatal day. The scale bars represent 500  $\mu$ m (E) and 500 nm (F–L).

See also Figure S1.

translated at any given time and these axonally translated isoforms share common regulatory sequence motifs that promote axonal mRNA translation. Collectively, the results provide direct evidence for the occurrence of developmental stage-specific, compartmentalized mRNA translation in developing and mature CNS axons and provide a deeper understanding of the molecular machinery involved in CNS wiring and maintenance.

## RESULTS

### Retinal RiboTag Labels RGC Axonal Ribosomes In Vivo

In order to isolate mRNAs translated in RGC axon terminals in the SC in vivo, we used the RiboTag knockin mouse line (Sanz et al., 2009), in which Cre-mediated recombination switches the RiboTag allele, which encodes the 60S subunit protein ribosomal protein L22 (RPL22), to the hemagglutinin (HA)-tagged *Rpl22* allele (*Rpl22-HA*).

We crossed this mouse with a Pax6- $\alpha$ -Cre mouse (Marquardt et al., 2001), which transiently expresses Cre in the neural progenitors in the peripheral retinal primordium, permanently labeling RGCs (Figure 1B; green area in the eye). We confirmed that no resident cells in the SC express Cre by two independent approaches, histological and molecular biological assays (Figures 1C, 1D, and S1; see Supplemental Experimental Procedures). Therefore,

is supported by mRNAs whose translation is developmentally regulated. We also found that axonal mRNA translation continues in adulthood, when regulators of neurotransmission and axon survival are locally translated. Bioinformatic analysis of key translational regulators, such as mammalian target of rapamycin complex 1 (mTORC1), fragile X mental retardation protein (FMRP), and adenomatous polyposis coli (APC), reveals that their target mRNAs are translationally co-regulated in a stage-specific manner. In addition, axonally translated mRNAs show extensive isoform diversity, yet only one single isoform is usually

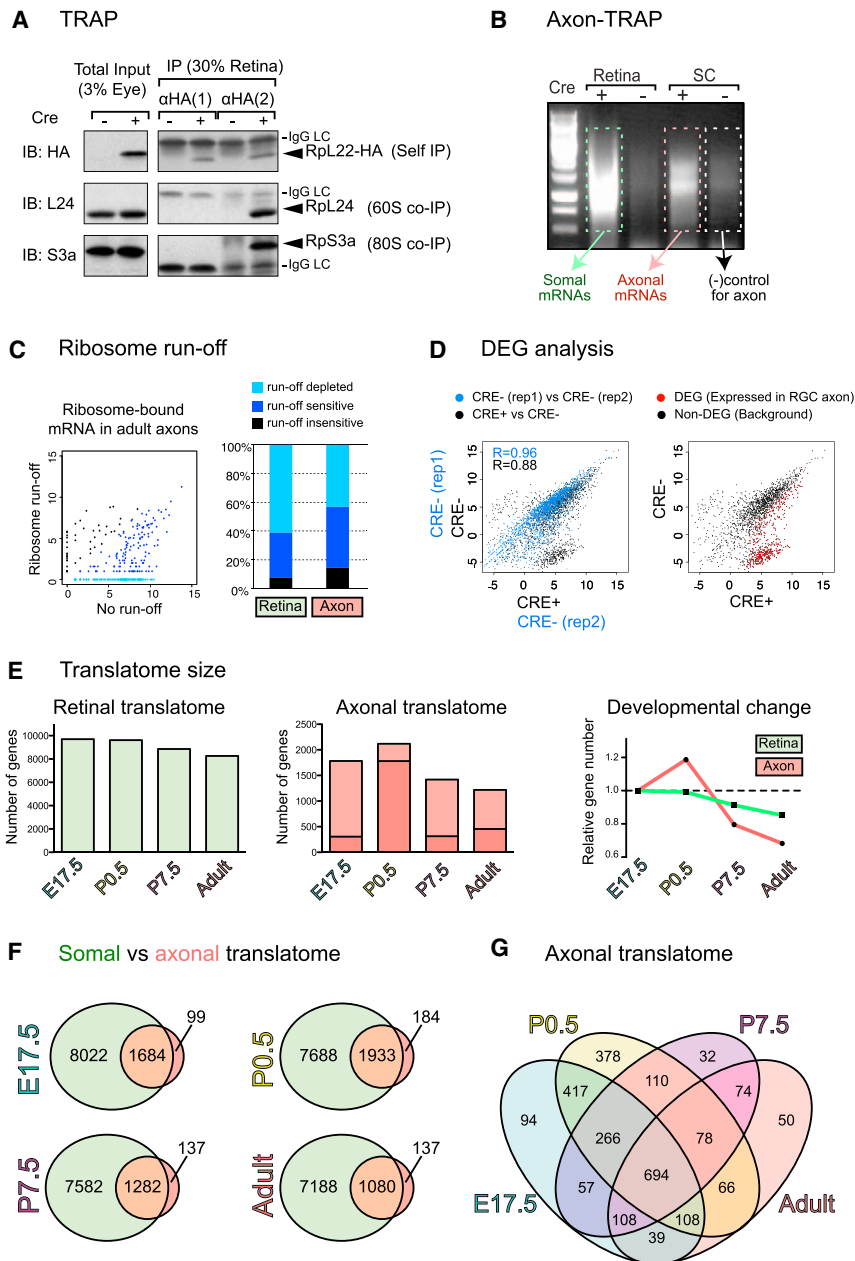

**Figure 2. Unbiased Identification of the Axonal Translatome**

(A) HA-labeled ribosomes were TRAPed by two independent antibodies against HA, and then co-immunoprecipitated ribosomal proteins from 60S (i.e., rpl24) and 40S (i.e., rpS3a) were visualized by western blot. IgG LC, immunoglobulin G light chain. (B) Double-strand cDNAs were made from TRAPed RNAs.

(C) Read counts of adult SC samples with or without ribosome run-off. Left panel is a scatter plot of  $\log_2$  (read count+1), and right panel represents the percentage of genes whose read counts were decreased by run-off.

(D) A scatterplot of  $\log_2$  (FPKM) between Cre-positive/-negative (x axis) and Cre-negative axons (y axis) at stage P0.5.

(E) Change in numbers of DEGs in the retina and axon. For axon, dark pink indicates DEGs at the corresponding stages. Light pink indicates genes that are DEGs only at that stage. Combined value of orange and peach (union of DEGs) indicates the size of axonal translatome.

(F) Somal versus axonal translatomes.

(G) Four different axonal translatomes.

See also Figure S2.

Cre-dependent manner (Figure 1G). We successfully detected HA-tagged ribosomes in the axon shaft in the ONH and the optic nerve (ON) (Figures 1H and 1I) and presynaptic terminals in the SC (Figures 1J–1L) at all stages, indicating that HA-labeled endogenous ribosomes are transported to the axon, even in the adult. Together, our histological, molecular biological, and ultrastructural analyses indicate that Retinal RiboTag faithfully labels retinal axonal ribosomes in the SC.

### An Unbiased Identification of the Axonal Translatome

Because the mRNA bound to the labeled axonal ribosomes of RGCs represents only a small fraction of the mRNA in the SC, a major caveat of axon-TRAP is non-specific binding of mRNAs derived from

the immunopurification of ribosome-mRNA complexes from the dissected SC allows us to profile local translation in axon terminals of RGCs in vivo (axon-TRAP; Figure 1B).

We sought to visualize the labeled ribosomes using an HA antibody. HA immunoreactivity was observed in the distal neural retina (Figures 1E and S1) and the optic nerve head (ONH) (Figure 1E, white box), the soma-free region where RGC axons collect to exit the eye, indicating that the RGC axons do contain HA-tagged ribosomes. To visualize the tagged ribosomes with higher resolution, we employed immuno-electron microscopy (EM). Immuno-gold particles specifically labeled a subpopulation of ultrastructurally identifiable ribosomes (Figure 1F) in the distal neural retina in a

the SC cells to immunoglobulins, Protein G, and magnetic beads. To reduce this background noise, we first optimized the immunopurification protocol before performing axon-TRAP. We estimated that approximately 40% of HA-tagged translating ribosomes could be purified with this optimized protocol (Figures 2A, S2A, and S2B; see Supplemental Experimental Procedures). Successful isolation of axonal ribosomes was confirmed by silver staining (Figure S2B) followed by mass spectrometry (unpublished observation), although RPL22-HA pulled down from the SC was below the level of detection by western blot. To assess the levels of background noise, we compared the levels of cDNAs amplified from TRAPed mRNAs (Figure S2C) between

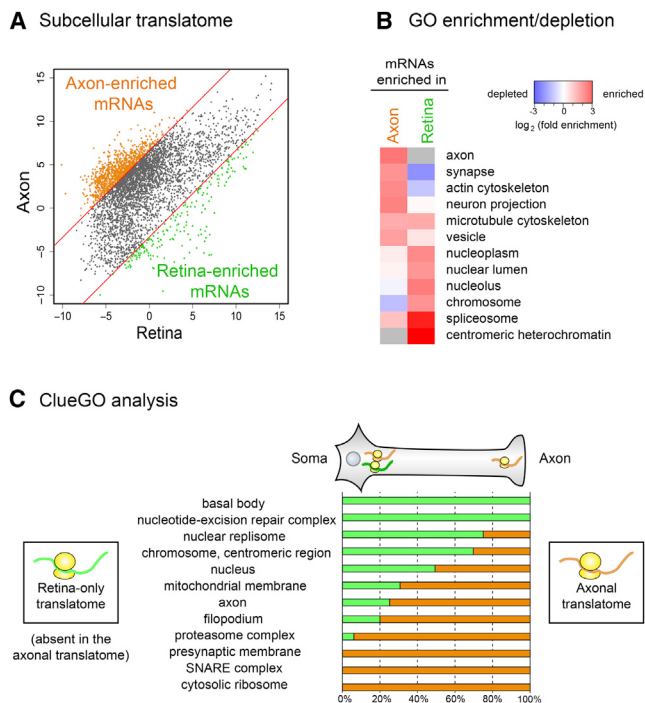

**Figure 3. Comparison between the Axonal and Retinal Translatomes**

(A) Normalized mRNA levels ( $\log_2(\text{FPKM})$ ) between the axonal (y axis) and retinal (x axis) translatome at stage P0.5. Axon- and retina-enriched population were defined when  $\text{FPKM}_{\text{axon}}/\text{FPKM}_{\text{retina}} > 100$  and  $< 0.1$ , respectively.

(B) GO terms in the cellular component category. More detailed lists are in Figure S3B (gray, not detected).

(C) ClueGO analysis. The left axis indicates the parental GO terms. The percentage of daughter GO terms associated with somal and axonal translatome is presented.

See also Figure S3.

the Cre-positive and -negative littermates. Although axon-TRAP was clearly dependent on Cre and therefore specific, additional amplification led to an increased background (Figure 2B). We took advantage of this background “noise,” reasoning that the Cre-negative samples would control for all the potential causes of false-positive signals that any technical modification could not completely eliminate.

In addition to avoiding any noise in the signal, we also wanted to assure ourselves that the signal came from mRNAs that were actively being translated, because 80S ribosomes can be stalled during translation by translational repressors, such as FMRP (Darnell et al., 2011). In vitro ribosome run-off (see Supplemental Experimental Procedures) decreased the amount of TRAPed mRNAs to the degree that it could not be distinguished from the Cre-negative control (Figure S2D), indicating that the majority of TRAPed mRNA comes from actively translating ribosomes. RNA sequencing analysis showed that we could detect 85% of TRAPed mRNAs isolated from adult axons as being actively translated (Figures 2C and S2E). We use the term “translatome” for ribosome-bound mRNAs in this study, but it should be noted that approximately 15% of these may represent translation-stalled mRNAs.

### Axon-TRAP Identifies Changing Population of Ribosome-Bound mRNAs in Developing and Mature Axons In Vivo

We used axon-TRAP on SCs dissected out at three specific stages during retinotectal development and in the adult: embryonic day 17.5 (E17.5) (elongating); postnatal day 0.5 (P0.5) (branching); P7.5 (pruning); and adult (mature; Figure 1A). To compare the axonal translatome with the somal translatome, we also analyzed the ribosome-bound mRNAs in dissected Cre-positive retina, which contains the cell bodies of RGCs. When we plotted the normalized read count (fragments per kilobase of transcript per million mapped reads [FPKM]) of each mRNA TRAPed from Cre-positive over Cre-negative SC samples, Cre-dependent signals of mRNAs were immediately visible (Figure 2D, left panel, black dots). This was in contrast with the plot with two biological replicates of Cre-negative SC samples, which showed a clear correlation (Figure 2D, left panel, blue dots). To select Cre-dependent mRNAs in an unbiased way, we performed “differential expression analysis” on biological replicates of Cre-positive and -negative samples using NOIseq, which is well suited for quantitative comparisons for independently performed RNA-seq samples (Tarazona et al., 2011; Figures 2D and S2F; see Supplemental Experimental Procedures). We defined these genes as “differentially expressed genes (DEGs)” (Figures 2D and S2F, right panel, red dots; Table S1) and used these for most of the downstream analyses.

The total number of axonally translated mRNAs was higher in early stages, peaking at P0.5, and decreased postnatally, whereas mRNAs that are translated within the retinal somas showed little change over the periods examined (Figure 2E), consistent with the amounts of axon-TRAPed cDNAs (Figure S2A). Although previous studies demonstrated that proteins are synthesized in developing axons, it has been controversial whether mature CNS axon terminals also have the ability to synthesize proteins at all, partly because of early studies detecting few or no ribosomes in mature axons (references in Piper and Holt, 2004). However, the presence of DEGs, approximately 85% of which were confirmed as being translated (Figures 2C and S2E) and ribosomes (Figures 1I and 1L) in adult axons indicates that axonal mRNA translation persists in adult CNS axons. The axonal translatome of RGCs is largely an evolving subset of the significantly larger somal translatome (Figure 2F), confirming that axon-TRAPed mRNAs originate from RGC neurons. Unlike the somal translatome (Figure S3A), however, the axonal translatome showed extensive developmental regulation (see detailed analysis below) with only 694 out of 2,576 (27%) mRNAs translated at all stages (Figures 2G and S3A), indicating that the axonal translatome is not due to the simple passive diffusion of translated mRNAs from the soma.

### Axon-TRAPed mRNAs Encode Axon-Specific Proteome

To discover which classes of mRNAs are preferentially translated in the axon, we performed a gene ontology (GO) enrichment/depletion analysis for genes whose translation level is significantly higher ( $>100$ -fold difference) in the axon than in the retina (Figure 3A; “axon-enriched mRNAs”). Reassuringly, analysis with the cellular component category showed that

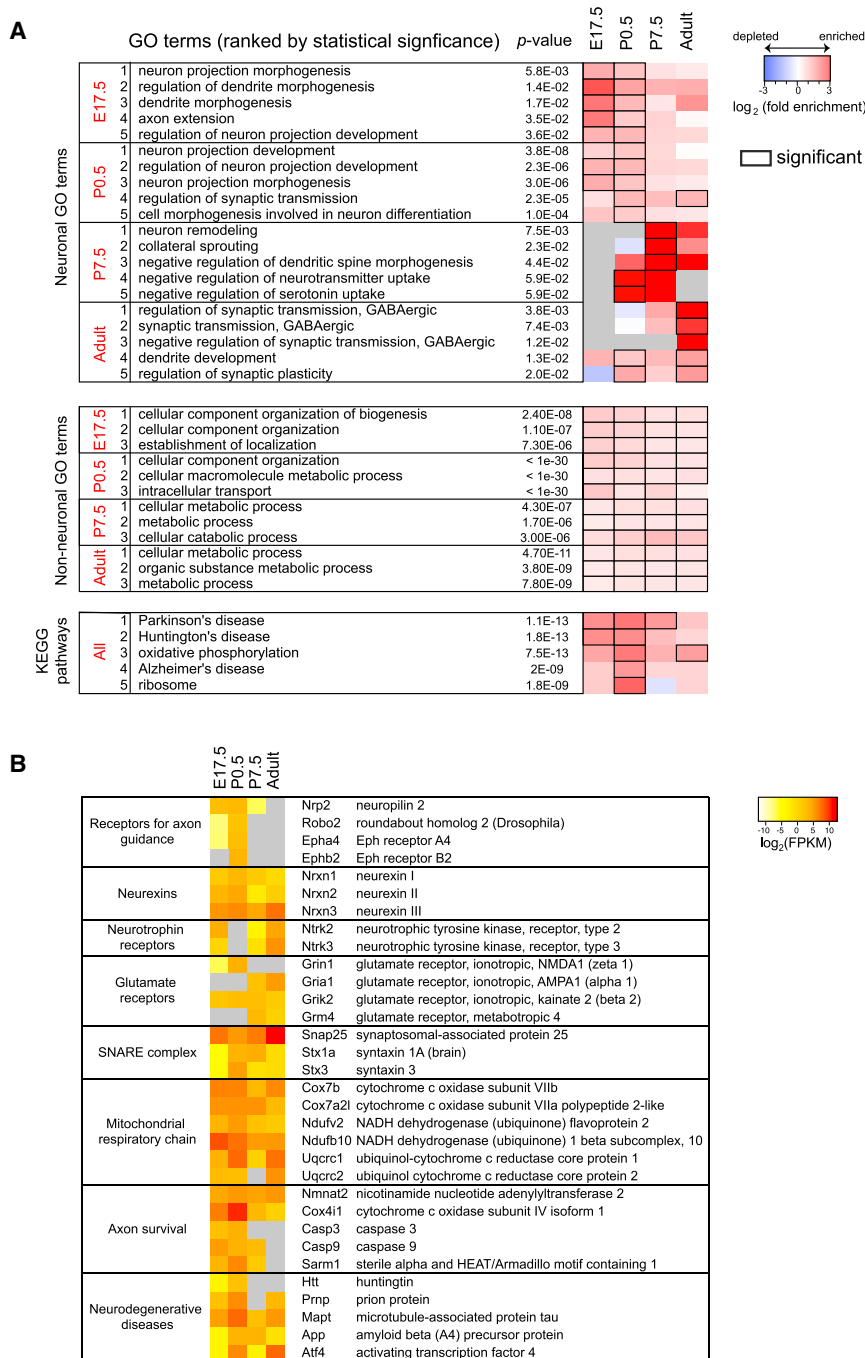

**Figure 4. Developmental Changes of Translated Genes in RGC Axons**

(A) Enriched GO (biological process) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for axonally translated genes (grey, not detected), sorted by significance for each stage (Fisher's exact test). The enrichment was analyzed by topGO (Table S3). Statistically significant cells are marked by black squares.

(B) Normalized levels of axonal translation for selected genes (grey, not detected). See also Figure S4.

To explicitly compare axonal and somal translomes, we used ClueGO software, which reports how many genes in each cluster are assigned with specific GO terms. We compared 2,576 axonally translated mRNAs ("axonal translome") with the same number of mRNAs that are most abundant in the somal translome but absent in the axonal translome ("retina-only" translome). We found that synapse- and axon-related GO terms were generally associated with the axonal translome, whereas the retina-only translome was enriched with basal body and nuclear GO terms (Figure 3C). These results indicate the presence of mechanisms for selecting specific mRNAs for axonal translation.

### Axonal Translome Changes from Axon Elongation to Neurotransmission during Development

To correlate the local translation with the stage-specific events in axon development, we performed a GO-based analysis for genes that are translated in axons at each developmental stage using 455 neuron-related GO terms (Table S2). The translome in younger axons (E17.5 and P0.5) was highly enriched with axon-development-related GO terms, including "neuron projection morphogenesis," whereas that of older axons (adult) was enriched with synaptic-transmission-

axon-enriched mRNAs generally encode proteins that are already known to function in axons, growth cones, and synapses (Figures 3B and S3B). In contrast, mRNAs encoding nuclear proteins (e.g., modifier of chromatin structures) are depleted from axonal translome. GO terms selectively enriched in the axonal translome included those involved in vesicle-mediated transport and calcium-mediated signaling (Figure S3C), suggesting that these processes, which play key roles in the distal axon, may be regulated by local mRNA translation.

related GO terms, such as "synaptic transmission" (Figures 4A and S4A; Table S3). The ingenuity pathway analysis (IPA) for canonical signaling pathways also suggests that synapse function was most highly regulated in adult axons (Figure S4B). This result suggests that axonal mRNA translation continues in the mature CNS of mammals in vivo and may regulate presynaptic function. We found that a number of genes, which are robustly translated in adult axons, encode glutamate receptors and neurotrophin receptors (Figures 4B and S4C), some of which are known to

regulate synaptic transmission in the presynaptic compartment (Pinheiro and Mulle, 2008). Furthermore, key components of the trans-SNARE complex, which mediates neurotransmitter exocytosis, are highly translated in mature axons (Figure 4B), suggesting that their local translation plays a role in supporting the core machinery of neurotransmission in presynapses.

Intriguingly, translation of receptors for axon guidance molecules peaks around birth (P0.5) and falls off thereafter (Figures 4B and S4A). Because this is when interstitial branches arise from axon shafts in a topographically biased manner to connect with targets (Figure 1A), stage-specific synthesis of these receptors in the RGC axon may help to fine-tune topographically biased branching. We also noted that the GO terms “neuron remodeling” and “collateral sprouting” were among most enriched in the pruning stage (P7.5). Genes that function in synapse assembly, which include neurexins and presynaptic cell adhesion molecules, were translated in all axons (Figures 4B and S4A).

### The Axonal Translatome Changes from Degenerative to Survival Modes at the End of Development

Axon survival is regulated through at least two pathways: by maintaining axonal protein/energy homeostasis and by inhibiting a destruction program mediated by SARM1. *Sarm1*, which initiates a soma-independent axon destruction program by counteracting *Nmnat* function (Gerdt et al., 2015), is highly translated in developing, but not in adult, axons (Figures 4B and S4C). The same pattern of local translation was observed for caspases, whose local action mediates axon dynamics and developmentally controlled branch destruction (Campbell and Holt, 2003; Campbell and Okamoto, 2013; Simon et al., 2012). These results suggest that developing (arborizing) axons synthesize the components of axon degeneration pathways, perhaps in highly restricted subcellular compartments within the axon, for the selective withdrawal of branches, whereas adult axons shut them off to maintain mature neural connections for long periods of time.

GO terms related to mitochondrial and homeostatic functions, such as “cellular metabolism” and “mitochondrial respiratory chain,” were enriched at all stages, supporting the previous finding that axonal mRNA translation supports mitochondrial function and is required for axon survival (Figures 4A and S4A; Cosker et al., 2016; Hillefors et al., 2007; Yoon et al., 2012). The survival of a neuron whose axon reaches its correct target is regulated by retrograde transmission of a survival signal from the axon terminal, which turns on a transcriptional program for cell survival (Riccio et al., 1997). Previous studies showed that axonal synthesis of transcription factors, such as neurotrophin-induced synthesis of CREB (Cox et al., 2008) and SMAD1/5/8 (Ji and Jaffrey, 2012) and axon-injury-induced synthesis STAT3 (Ben-Yaakov et al., 2012), regulates cell survival during development and in adulthood. Indeed, our IPA analysis revealed that components of these nuclear signaling pathways, including CREB and STAT3 signaling, are enriched in adult axons (Figure S4B). Therefore, our results suggest that local translation promotes survival of mature axons both by supporting mitochondrial function and actively generating survival signals.

Pathological axon degeneration in neurodegenerative diseases has been associated with impaired axonal translation (references in Jung et al., 2012). A KEGG pathway enrichment

analysis showed a significant over-representation of genes linked to neurodegenerative diseases, such as Alzheimer's, Parkinson's, and Huntington's diseases (Figure 4A). In particular, we detected robust axonal translation of huntingtin (*Htt*), Prion protein (*Pmp*), microtubule-associated tau (*Mapt*), and amyloid beta precursor protein (*App*), whose aggregates are strongly associated with neurodegenerative disorders (Figure 4B), suggesting a possible connection between axonal translation and neurodegeneration involving protein aggregation. Intriguingly, activating transcription factor 4 (*Atf4*), whose excessive axonal translation spreads Alzheimer's disease pathology across the brain (Baleriola et al., 2014), is also axonally translated at all stages tested. These results support the idea that dysregulated axonal translation may be an underlying cause of neurodegenerative diseases (Jung et al., 2012).

### Targets of mTORC1, FMRP, and APC Show Translational Co-regulation in a Stage-Specific Manner

We have shown that the axonal translatome is dynamically regulated during development, and this raises the important question of how axonal translation is controlled by upstream signaling pathways. To investigate this, we performed IPA upstream regulator analysis, which is based on published data of gene knock-down or knockout studies where protein products were measured when translational regulator function was impaired. mTORC1 activity was predicted to peak in actively wiring axons, as its target mRNAs showed a steep increase at P0.5 (Figure S5A), consistent with previous studies demonstrating that axonal mRNA translation is regulated by mTORC1 (Campbell and Holt, 2001) and required for axon branching (Spillane et al., 2013). In contrast, the activity of FMRP was predicted to peak later at P7.5, because its target mRNAs (whose translation is repressed) showed a coordinate decrease in translation in mature axons (Figures 5A, 5B, S5A, and S5B). This result suggests that the translational brake mediated by FMRP is utilized in maturing CNS axons as in dendrites (Bagni and Greenough, 2005; Darnell and Klann, 2013). Consistent with this result, known targets of FMRP and mTORC1 in the axonal translatome showed clearly different translational patterns from the non-target mRNAs: their translation increased at P0.5 (Figure 5A, left panel, red and blue; median shifts right) and decreased at P7.5 (right panel). Another intriguing translational regulator was APC, which was recently shown to regulate microtubule assembly and axonal growth by local translation (Preitner et al., 2014). Our analysis indicates that the translation of APC target mRNAs is highest in the youngest axons (E17.5) and steadily decreases thereafter (Figures 5A and 5B), consistent with the primary role of microtubule assembly in axon growth. In contrast, the targets of TDP-43 and FUS, well-known neuronal RNA-binding proteins (RBPs), showed a distribution not significantly different from the total axonal translatome (Figures 5B and S5C), although the possibility remains that TDP-43 and FUS regulate stage-independent axonal mRNA translation. A principal-component analysis (PCA) also showed clear separation of the mTORC1, FMRP, and APC targets from the rest of the axonal translatome (Figure S5D). MicroRNAs (miRNAs) make up another class of translational regulators that function in the axon (Sasaki et al., 2014). We found that the translation of miR-1 target mRNAs

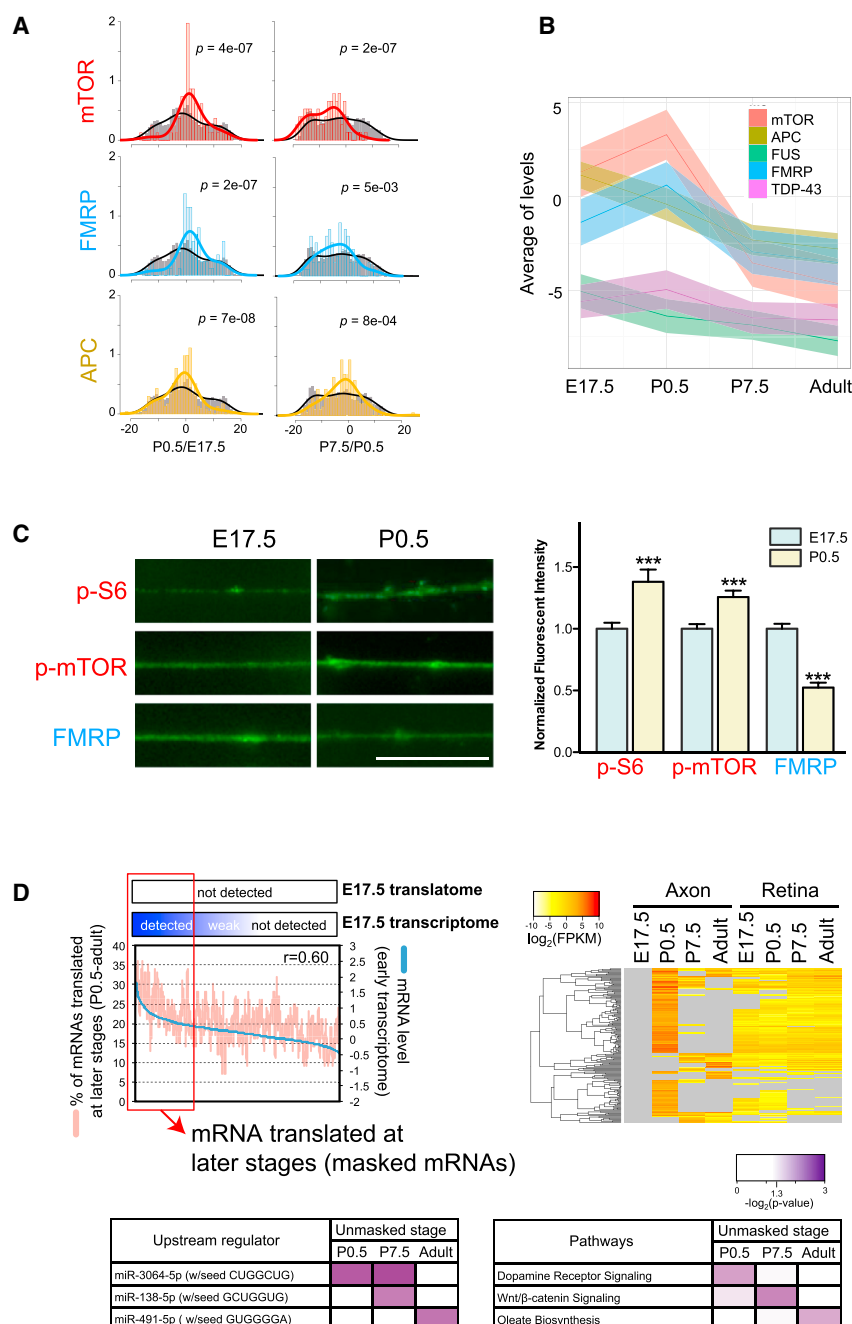

**Figure 5. Trans-Acting Elements that Regulate the Axonal Translatome**

(A) Density plots of the change in FPKM values of axonal translomes during two consecutive developmental stages ( $\log_2(\text{stage A [FPKM]}/\text{stage B [FPKM]})$ ); gray, distribution of all genes; colors, distribution of target genes with p values (Kolmogorov-Smirnov test).

(B) Average  $\log_2$  (FPKM) values of target genes (mean  $\pm$  95% confidence interval).

(C) Representative immunofluorescence images (left) and their quantification (right; mean  $\pm$  SEM). \*\*\*p < 0.001, Mann-Whitney test. The scale bar represents 10  $\mu\text{m}$ .

(D) Relationship between transcript abundance of genes not detected in E17.5 axonal translatome (read count = 0) and probability of their translation at later stages (upper left: blue line, mRNA level in transcriptome; red line, moving averages of percentage of genes detected at any of three later stages over a window size of 100 genes; r, Pearson correlation coefficient). The upper right and lower heatmaps show mRNA abundance in the translatome and enriched regulators/pathways, respectively.

See also Figure S5.

that they increased between E17.5 and P0.5, supporting our hypothesis that mTORC1 activity rises in RGC axons during this period. In contrast, the level of FMRP decreased in the same period, in accordance with our model that the translational brake is weakened in P0.5 axons (Figure 5C).

To gain more insight into mRNA-specific translation in the axon, we compared the RGC axon transcriptome of E17.5 (Zivraj et al., 2010) to the axon translatome at the same stage. We analyzed the genes that are detected in the transcriptome, but not in the translatome, because this group may contain candidates for translationally repressed (“masked”) mRNAs. We found that a significant portion of these candidates was translated at the three later stages tested (P0.5, P7.5, or adult) because their levels in the transcriptome correlated with the probability for translation at later stages (Figure 5D). This suggests the possibility that the mRNAs, which are present in high abundance, but not translated, are being stored for translation in later stages. In contrast, the genes that are present both in the young transcriptome and translatome did not show this trend (Figure S5E).

Strikingly, mRNAs that are “unmasked” at the same stage encode various components of specific signaling pathways (Figure 5D). For example, components of dopamine receptor signaling, WNT/β-catenin signaling, and the oleic acid biosynthesis pathway were specifically unmasked in P0.5, P7.5, and

decreases as the axon matures, suggesting that miR-1 abundance and/or activity increases during RGC axonal development (Figure S5A).

We took an independent approach to investigate the possibility of developmental-stage-dependent regulation of mTOR and FMRP signaling in RGC axons. We measured the abundance of phosphorylated mTOR (p-mTOR) and S6 (p-S6) in cultured primary mouse RGC axons by quantitative immunofluorescence (QIF), which positively correlate with mTORC1 activity (Copp et al., 2009; Laplante and Sabatini, 2012; Figure 5C). We found

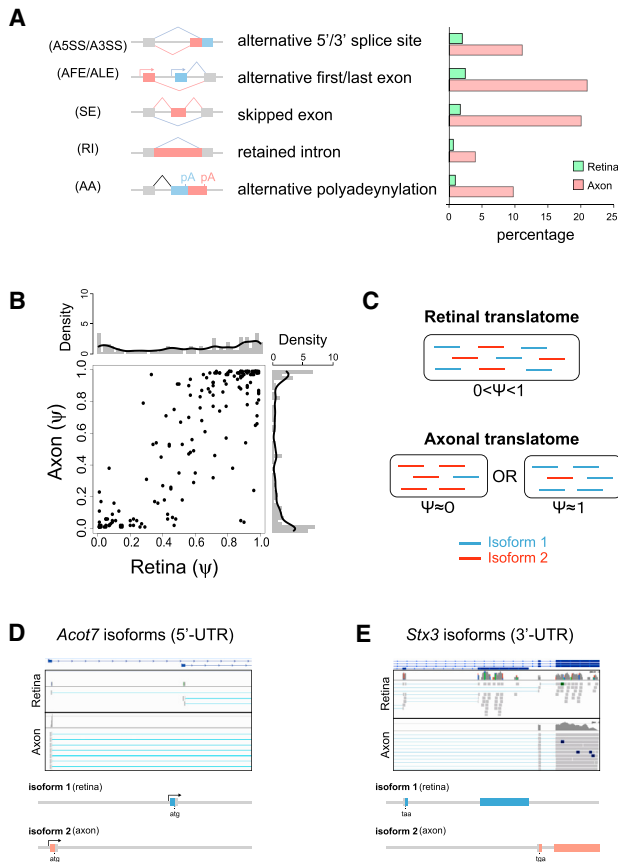

**Figure 6. Alternative Splicing Generates High Isoform Diversity in Axons**

(A) Percentage of genes with alternative events from all axonally translated genes. Alternative events are classified into five different classes depicted in the left panel.

(B) Scatter and density plots for the distribution of percentage spliced in ( $\Psi$ ) values between the retina (x axis) and the axon (y axis).

(C) Model for biased distribution of  $\Psi$  values in the axon. The comparison of two isoforms suggests that one of two isoforms is predominant in the axon.

(D and E) The sequence reads on *Acot7* and *Stx3* loci visualized with integrative genomics viewer (IGV). The histograms show the depth of the reads displayed at each locus. The retinal isoforms are detected only in the retinal translatoome, whereas the axonal isoforms are detected both in the axonal and retinal translatoomes.

See also Figure S6.

adult axons, respectively. Additionally, as noted above, mRNAs that are unmasked at the same stage share common translational regulators (Figure 5D). Together, these results show that functionally coherent sets of mRNAs are coordinately translated in the axon by shared upstream regulators.

### Alternative Splicing Generates mRNA Isoform Diversity in the Axon

Post-transcriptional RNA processing events, including alternative splicing, are widely used to control gene expression in neurons. To assess whether these regulate local mRNA translation, we analyzed the mRNA isoforms on mapped sequence reads using MISO software (Katz et al., 2010). Intriguingly, the axonal

translatome showed more-extensive diversity of mRNA isoforms than the somal translatoome (Figure 6A). To address the possibility of isoform-specific axonal translation, we selected 164 alternative events that produce two isoforms both in the axonal and retinal translatoomes. Then, we calculated the “percentage spliced in” (PSI or  $\Psi$ ) values, which represent the fraction of the longer isoform (Katz et al., 2010).  $\Psi_{\text{retina}}$  was uniformly distributed ( $0 < \Psi < 1$ ), indicating that there is no clear bias in translational efficacy (Figures 6B and 6C). However,  $\Psi_{\text{axon}}$  was biased to the two extremes (i.e.,  $\Psi = 0$  or  $\Psi = 1$ ), indicating that only one of the two isoforms is selectively translated in the axon (Figures 6B and 6C). Notable examples are *Acot7*, an acyl-coenzyme A (CoA) thioesterase gene required for lipid biosynthesis and neuron survival (Ellis et al., 2013); *Syntaxin 3* (*Stx3*), a SNARE component gene; and *Ctla*, a clathrin light chain A gene, which show clear axon-specific usage of first, last, and internal exons, respectively (Figures 6D, 6E, and S6A). Intriguingly, axon-specific isoforms of *Acot7* and *Stx3* encode proteins with slightly different amino acids at the N and C termini, respectively (see gene models in Figures 6D and 6E), suggesting that alternative splicing may couple axon-specific protein isoforms with a unique sequence tag in the UTR.

Unexpectedly, we detected a number of back splicing events for three genes (*Rhobtb3*, *Ubn2*, and *Ankrd12*), which indicate the potential presence of circRNAs in the axonal, but not in the retinal, translatoome, and we could detect these mRNAs by RT-PCR of unamplified axonal translatoome (Figure S6B). Although previous studies suggested that the circRNAs are not translated (Guo et al., 2014), our result raises the possibility that the ribosomes can associate with circRNAs in axons. However, further studies are needed to address whether proteins are actually synthesized from these circRNAs.

### Cis-Regulatory Elements Couple Alternative Splicing with Axonal Translation

The dominance of a single alternative exon in axons suggests that axonal mRNA translation might be mechanistically linked to alternative splicing. We focused on the axonally enriched mRNAs with an alternative first or last exon because 5' and 3' UTRs generally contain localization signals (references in Jung et al., 2012; Figures 6D and 6E). In order to investigate whether the axon-specific exons are sufficient to promote axonal mRNA transport and translation, we used a diffusion-limited, membrane-targeted EGFP (myr-d2EGFP), which is a faithful reporter of local protein synthesis in dendrites (Aakalu et al., 2001) and in axons (Andreassi et al., 2010; Cox et al., 2008). We fused the axon-specific or axon-absent (retina-restricted) alternative exon of each gene to myr-d2EGFP so that a reporter mRNA containing each motif would be generated in cells (Figures 7A and 7B). To test these reporters in RGCs, the same cell type from which they were identified, we used *Xenopus* primary retinal cultures (Campbell and Holt, 2001), which are amenable to screening multiple motifs. We confirmed that alternative usages of the 5' and 3' UTRs of *Acot7* and *Stx3*, respectively, are conserved between mouse and *Xenopus* (Xenbase and UCSC genome browser). Fluorescence recovery after photobleaching (FRAP) was monitored in the growth cones of cultured RGCs at 1-min intervals for 10 min. Remarkably, the axon-specific

formation, and synaptic transmission. The adult axonal translome is unique, and its main role is likely to regulate synapse function. Developmentally regulated translomes were subdivided according to the changes in translation between stages, and those that showed a coordinate change were found to share common upstream regulators, such as mTORC1, FMRP, and APC, as well as novel sequence elements that possibly regulate axonal mRNA translation. Additionally, we found that axonally translated mRNAs were frequently specific splice variants that carried axon-specific motifs. Together, our results show that extensive local mRNA translation occurs in the developing and mature mammalian CNS axons *in vivo* and provide strong evidence that highly regulated axonal mRNA translation might be at the heart of CNS development and the maintenance of synaptic function.

Previous studies using cultured neurons have revealed that some mRNAs are stored in a translationally repressed state (Buxbaum et al., 2014; Graber et al., 2013). Two independent and complementary approaches have been developed to ask which mRNAs are translated in the axon (Kim and Jung, 2015): metabolic labeling of newly synthesized proteins and isolation of ribosome-bound mRNAs. Proteomic approaches provide the ultimate readout of gene expression, as they can identify post-translationally modified protein products, but a critical limitation of proteomics is that the probe-tagged amino acid or its analogs label all cells, limiting its use to compartmentalized axon culture. An alternative strategy to identify newly synthesized proteins is to look at translated mRNAs (translatome), because these are the obligate precursor to the *de novo* proteome. A key advantage of this approach is that ribosomes can be isolated from a specific cell type by expressing a genetically encoded epitope-tagged ribosomal protein in just the cells of interest (TRAP; Heiman et al., 2008). Isolated ribosome-mRNA complexes either can be partially digested by RNase, and the fragments protected by ribosome binding can be sequenced (“ribosome profiling”; Ingolia et al., 2011), or the entire mRNA can be separated from the ribosome and directly sequenced. Only the latter method, which we use in this study, allows the discovery of novel isoforms outside the protein-coding region.

We compared translomes of RGC axons and retinal cell bodies in the same animals. It should be noted that the retinal translome includes the translome of the short axons and dendrites of the intraretinal circuitry, as well as their cell bodies. Therefore, the number of mRNAs that are identified as selectively translated in the axon in this study may be an underestimation. Additionally, the expression of tagged ribosomes in non-RGC retinal neurons can potentially introduce bias into the axon/soma ratio. However, given the previous observations on retinal cell populations (Young, 1985), the presence of non-RGC mRNAs in the retinal sample cannot explain the axonal enrichment of mRNAs above the threshold ( $\text{FPKM}_{\text{axon}}/\text{FPKM}_{\text{retina}} > 100$ ), which we used for the axon-soma comparison. The strong enrichment of genes with axonal function in the axonal translome compared to the retinal translome suggests that these mRNAs were disproportionately represented in the axonal translome, indicating that axonal translation is mRNA specific.

In this study, we show that the RGC axonal translome changes in a developmental-stage-specific manner, in such a

way that proteins playing a key role at specific periods are synthesized when needed. This result is in agreement with a recent study using the *Drosophila* visual system, which reported that neuronal differentiation associated with maturation of presynaptic terminals is regulated by coordinate control of mRNA translation (Zhang et al., 2016), although the subcellular location of mRNA translation was not addressed in that study. Whether signals that regulate mRNA-specific translation come from a cell-intrinsic timer or cell-extrinsic cues remains to be investigated, but our bioinformatic and experimental analyses suggest that this involves stage-dependent activation of RNA-binding proteins, including FMRP. Because FMRP is known to inhibit translation of proteins required for synapse formation and its loss of function leads to over-branching of CNS axons (references in Darnell and Richter, 2012), it is reasonable to assume that FMRP may be activated after CNS axons make appropriate synapses to limit the number of synapses that a single axon makes. In this sense, it is intriguing that defective translational machinery, which is expected to affect all cells in the organism, leads to enigmatically synapse-specific phenotypes, ranging from defective synaptic transmission to impaired cognitive function and memory (references in Buffington et al., 2014). Although the subcellular location of this pathogenesis is unknown, it will be interesting to test whether the axonal translome of developing cortical neuronal axons in these mouse models of neurodevelopmental disorders is any different from normal mice.

The local mRNA translation in axons of mature neurons has been a subject of long-standing debate (Piper and Holt, 2004). Evidence indicates that ribosomes exist in mature CNS axons (Koenig et al., 2000; Kun et al., 2007; Walker et al., 2012) and that their number is dynamically regulated under normal and pathological conditions (Verheijen et al., 2014). However, what proteins are locally translated in the mature axons was unknown. Our comparative analysis of mature and developing retinal axonal translomes suggests that local protein synthesis regulates synaptic transmission and axon maintenance. Because axonal translation has been implicated in axonal survival and degeneration (Jung et al., 2012), it will be important to find out whether pathological axon degeneration is preceded by defective axonal translation. The power of axon-TRAP is that it can be extended to other neurons whose cell bodies and axons are anatomically separated. One such example is cortical and spinal motor neurons, whose axonal degeneration leads to human diseases, such as amyotrophic lateral sclerosis (ALS). Recent evidence suggests that defective axonal mRNA transport and translation may be an underlying cause of ALS pathology (Alami et al., 2014; Murakami et al., 2015). Our new technical approach and datasets should provide a valuable resource for future studies.

## EXPERIMENTAL PROCEDURES

### Histological Analysis

For immunohistochemistry, tissue sections (12  $\mu\text{m}$ ) were visualized using an anti-HA antibody (Abcam ab9110) and a secondary antibody conjugated to Alexa 488 (Life Technologies). For immuno-gold EM, tissues were fixed in 4% paraformaldehyde in 0.1 M HEPES (pH 7.4), and the HA-tagged ribosomes were visualized by the same anti-HA antibody and immunoglobulin G (IgG) conjugated with gold (10–15 nm). Mouse RGC axon culture and QIF were

performed as previously described (Zivraj et al., 2010) using the following antibodies: anti-mTOR (phospho S2448) antibody (Abcam 109268), anti-FMRP antibody (Abcam 17722), and anti-RPS6 (phospho S235 + S236) antibody (Abcam 12864).

### Axon-TRAP

A homozygote RiboTag female mouse was mated with a Pax6- $\alpha$ -Cre male to produce Cre-positive and Cre-negative mice in a single litter. Three eyes or six SCs were homogenized, and post-mitochondrial fractions were collected. The mRNA-ribosome complexes were precipitated using the polyclonal HA antibody and Dynabeads Protein G (Life Technologies 10004D). For the in vitro ribosome run-off experiments, TRAP was performed after lysate was incubated with rabbit reticulocyte lysate (Promega), harringtonine (Sigma), and 4E1RCat (Sigma) at 37°C for 30 min. Ribosome-bound mRNAs were amplified by a method developed by Tang et al. (2009) with slight modification and sequenced using Illumina HiSeq2000 or NextSeq500. All experiments complied with protocols approved by the University of Cambridge and the Yonsei University College of Medicine Institutional Animal Care and Use Committees.

### Data Analysis

The sequence reads were mapped using TopHat 2 version 2.0.12, and FPKM values were estimated using Cufflinks. Read counts for each gene were determined using HTSeq version 0.6.1p1. For the identification of translated mRNAs in RGC axons, we applied differential gene expression analysis on read count using NOISeq. De novo motif analysis was performed using HOMER version 3.0 with custom FASTA files.

A detailed description of all experimental procedures is provided in the Supplemental Information.

### ACCESSION NUMBERS

The accession number for the RNA-seq data reported in this paper is GEO: GSE79352.

### SUPPLEMENTAL INFORMATION

Supplemental Information includes Supplemental Experimental Procedures, seven figures, and three tables and can be found with this article online at <http://dx.doi.org/10.1016/j.cell.2016.05.029>.

### AUTHOR CONTRIBUTIONS

H.J. and C.E.H. conceived and supervised the project. H.J. performed histological experiments. H.J. and T.S. performed biochemical and molecular biological experiments. T.S. performed bioinformatic analyses. J.J. performed Cre specificity experiments. J.O. performed motif imaging and QIF, and B.T.-B. and J.Q.L. performed FRAP and QIF. P.S.A. provided RiboTag mice and the original TRAP protocol. H.J., T.S., and C.E.H. wrote the manuscript.

### ACKNOWLEDGMENTS

We apologize to authors of key papers, which we could not cite due to space limitations. We thank W. Harris for many valuable discussions and critical reading of the manuscript. We thank A. Riccio for myr-d2EGFP; J. Skepper for EM; Gihoon Son for advice on IPA; M. Minett for advice on mouse genetics; and K. Mooslehner, A. Dwivedy, and Jeeun Song for technical assistance. This work was supported by Wellcome Trust Programme Grant (085314/Z/08/Z), European Research Council Advanced Grant (322817) to C.E.H., Cambridge Wellcome Trust PhD programme in Developmental Biology (to B.T.-B.), Gates Cambridge Scholarship (to J.Q.L.), Basic Science Research Program (NRF-2013R1A1A1009625 and NRF-2014K2A7A1036305), Biomedical Technology Development Program (NRF-2013M3A9D5072551), Brain Research Program (NRF-2015M3C7A1028396) funded through the NRF by the Korean government (MSIP), Yonsei University Future-Leading Research Initiative of 2015

(2015-22-0095), and a faculty research grant from Yonsei University College of Medicine for 2013 (6-2013-0064-2-1) to H.J.

Received: November 26, 2015

Revised: March 9, 2016

Accepted: May 4, 2016

Published: June 16, 2016

### REFERENCES

- Aakalu, G., Smith, W.B., Nguyen, N., Jiang, C., and Schuman, E.M. (2001). Dynamic visualization of local protein synthesis in hippocampal neurons. *Neuron* 30, 489–502.
- Alami, N.H., Smith, R.B., Carrasco, M.A., Williams, L.A., Winborn, C.S., Han, S.S., Kiskinis, E., Winborn, B., Freibaum, B.D., Kanagaraj, A., et al. (2014). Axonal transport of TDP-43 mRNA granules is impaired by ALS-causing mutations. *Neuron* 81, 536–543.
- Andreassi, C., Zimmermann, C., Mitter, R., Fusco, S., De Vita, S., Saiardi, A., and Riccio, A. (2010). An NGF-responsive element targets myo-inositol monophosphatase-1 mRNA to sympathetic neuron axons. *Nat. Neurosci.* 13, 291–301.
- Bagni, C., and Greenough, W.T. (2005). From mRNP trafficking to spine dysmorphogenesis: the roots of fragile X syndrome. *Nat. Rev. Neurosci.* 6, 376–387.
- Baleriola, J., Walker, C.A., Jean, Y.Y., Cray, J.F., Troy, C.M., Nagy, P.L., and Hengst, U. (2014). Axonally synthesized ATF4 transmits a neurodegenerative signal across brain regions. *Cell* 158, 1159–1172.
- Ben-Yaakov, K., Dagan, S.Y., Segal-Ruder, Y., Shalem, O., Vuppalachchi, D., Willis, D.E., Yudin, D., Rishal, I., Rother, F., Bader, M., et al. (2012). Axonal transcription factors signal retrogradely in lesioned peripheral nerve. *EMBO J.* 31, 1350–1363.
- Brunet, I., Weinl, C., Piper, M., Trembleau, A., Volovitch, M., Harris, W., Prochiantz, A., and Holt, C. (2005). The transcription factor Engrailed-2 guides retinal axons. *Nature* 438, 94–98.
- Buffington, S.A., Huang, W., and Costa-Mattioli, M. (2014). Translational control in synaptic plasticity and cognitive dysfunction. *Annu. Rev. Neurosci.* 37, 17–38.
- Buxbaum, A.R., Wu, B., and Singer, R.H. (2014). Single  $\beta$ -actin mRNA detection in neurons reveals a mechanism for regulating its translatability. *Science* 343, 419–422.
- Campbell, D.S., and Holt, C.E. (2001). Chemotropic responses of retinal growth cones mediated by rapid local protein synthesis and degradation. *Neuron* 32, 1013–1026.
- Campbell, D.S., and Holt, C.E. (2003). Apoptotic pathway and MAPKs differentially regulate chemotropic responses of retinal growth cones. *Neuron* 37, 939–952.
- Campbell, D.S., and Okamoto, H. (2013). Local caspase activation interacts with Slit-Robo signaling to restrict axonal arborization. *J. Cell Biol.* 203, 657–672.
- Copp, J., Manning, G., and Hunter, T. (2009). TORC-specific phosphorylation of mammalian target of rapamycin (mTOR): phospho-Ser2481 is a marker for intact mTOR signaling complex 2. *Cancer Res.* 69, 1821–1827.
- Cosker, K.E., Fenstermacher, S.J., Pazyra-Murphy, M.F., Elliott, H.L., and Segal, R.A. (2016). The RNA-binding protein SFPQ orchestrates an RNA regulon to promote axon viability. *Nat. Neurosci.* 19, 690–696.
- Cox, L.J., Hengst, U., Gurskaya, N.G., Lukyanov, K.A., and Jaffrey, S.R. (2008). Intra-axonal translation and retrograde trafficking of CREB promotes neuronal survival. *Nat. Cell Biol.* 10, 149–159.
- Darnell, J.C., and Klann, E. (2013). The translation of translational control by FMRP: therapeutic targets for FXS. *Nat. Neurosci.* 16, 1530–1536.
- Darnell, J.C., and Richter, J.D. (2012). Cytoplasmic RNA-binding proteins and the control of complex brain function. *Cold Spring Harb. Perspect. Biol.* 4, a012344.

How the deposited data were processed for this re-analysis (not part of the article)

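Axon-TRAP was sequenced in 24 libraries, made of 12 groups with 2 replicates each. The groups were Cre-positive SC, Cre-negative SC and retina at 4 stages, E17.5, P0.5, P7.5 and adult. The conditions and replicate numbers were taken from the sample labels, whose titles write some stages without the decimal part that the paper gives. A further 4 adult libraries, 1 each from Cre-positive SC and retina with and without run-off, made up the run-off experiment. The authors mapped the reads to mm10 with TopHat 2.0.12 and deposited FPKM from Cufflinks 2.2.1 for the 24 libraries. For the run-off libraries the authors deposited the count of reads on each gene from HTSeq 0.6.1p1, without normalization.

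Each of the FPKM files lists 23995 genes by symbol. In all, 4 genes had a missing entry in at least 1 library. These genes were left out of numerical comparisons, and where Cufflinks marked the locus as holding too many reads to estimate, the gene was counted as present. Transcript lengths came from the GENCODE annotation of GRCm38, as the median length of a gene's protein-coding transcripts, and 23636 genes (98.5%) had one.

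The design written before the data were examined assumed read counts and a count-based model for the 24 libraries. Since these hold FPKM, the comparisons were made with limma 3.58.1 and statmod 1.5.0 in R 4.3.3 on log2(FPKM + 1), with a mean-variance trend and robust moderation. Genes entered when they reached 1 FPKM in at least 2 libraries of the fit, which left 5983 genes for the 16 SC libraries. The pseudocount of 1, this filter and the median-ratio scaling offered as an alternative were set after the unit was known, and the count-based thresholds of the design were carried over to FPKM. Replicate correlations, the overlap with Table S1, NOISeq in 2 forms and the run-off percentages had been looked at in a first inspection by then, and none of the settings was chosen for its outcome. The SC libraries were fitted together as 8 groups of stage and Cre, the retina libraries separately. Contrasts were Cre-positive minus Cre-negative SC at each stage and over all stages with stage as a covariate, consecutive stages within Cre-positive SC and within retina, and the interaction of stage with Cre. All p-values are two-sided and adjusted by the method of Benjamini and Hochberg within a contrast, with a threshold of 0.05. Comparisons of Cre were repeated with the replicate number as a block within stage, with the pairing taken from the labels. Stage changes, interactions and retina comparisons were repeated with a single replicate term shared by all stages. That term does not model pairs within a stage.

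NOISeq was written anew from its published description, as the package itself was not at hand, with the paper's probability of 0.7. FPKM was multiplied by transcript length and a value of 0 was replaced by 0.5 fragment. The axonal translatome is the union of the genes it called higher in Cre-positive SC at any stage. A gene of the axonal translatome was counted as detected at a stage when it was above 0 FPKM in a Cre-positive SC library of that stage. The number of genes in retina was counted by a stricter rule, at least 1 FPKM in both libraries, so the counts of axons and retina are not on the same footing. The genes of Table S1 were read from the supplement, whose table could be read for 1885 genes; the adult and P7.5 DEGs were close to complete in it, and those of E17.5 and P0.5 were not, so values from this list carry that gap.

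Axon-enriched and retina-enriched genes at P0.5 had a ratio of mean FPKM above 100 or below 0.1. Target sets of mTOR, FMRP and miR-1 were those of Figure S5A, and their change between stages was compared with that of the other genes of the axonal translatome by a permutation test over genes with 100000 resamples. For these sets, the replicate block gives the main value by construction, so the value of each same-numbered replicate is printed instead. The gene families were set by symbol patterns and tested with Fisher's exact test against the other genes above 0 FPKM in any SC library. The pattern for ribosomal proteins was brought to the wording of the design after values had been seen, which moved its number of members to 76. In the run-off experiment, reads were compared without scaling, and shares carry Wilson 95% confidence intervals that treat genes as independent units. These computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

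Named genes are those the paper names in its text, Figure 4B, Figure S4C or Figure S5B for a statement about that gene, the 5 largest ratios among axon-enriched genes with at least 100 estimated fragments in axons, and the 3 smallest p-values of each single-stage comparison of Cre. The rule also provided for the 5 largest differences in each direction over all stages, but no gene passed the threshold there. Some of the named genes are not reported here.

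The files give no library totals for the FPKM libraries. Depth was estimated from the values themselves, because FPKM × length of genes with a single transcript tends to fall on whole multiples of the worth of 1 fragment. Estimates ran from 518115 to 14635400 fragments. A floor of 3 fragments on a transcript of 2 kb corresponded to 0.102 FPKM in the deepest library and 2.90 FPKM in the shallowest. The run-off libraries held 349395 and 3262914 reads for SC and 315009 and 4686284 reads for retina, with and without run-off.

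The methods were tested on simulated data. The depth estimate was within 5% of the true depth in 24 of 24 simulated libraries. In simulated P0.5 libraries, the NOISeq computation called 65.5% of genes changed by 16 times and 0.325% of unchanged genes. That simulation left out the loss of high values to 0 in 1 replicate seen at the other stages. Its rates do not carry over to those stages. With the spread of the SC libraries, limma recovered 29% of genes changed by a log2 difference of 4 at 1 stage and 83.5% over all stages. Of its calls, 7.94% and 4.02% were false. With the spread of the P0.5 libraries it recovered 82.5% and 98.5%. The baseline of every gene was simulated well above 0 with normal noise, so these rates do not carry over to genes at 0 in many libraries. The permutation test over genes called 1 of 40 unshifted lists and 40 of 40 shifted lists.

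Alternatives covered the filter, the pseudocount, scaling, the replicate block, fits to a single stage, the NOISeq probability, the handling of 0, the detection threshold, the comparison lists, and leaving out each replicate in turn. Splicing, circular RNA, gene ontology and pathway analyses, literature target sets, imaging and PCR measurements were not analysed here.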

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

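The tests of depth, of a few genes taking most of the FPKM, of a shared batch and of the spread between replicates were chosen after the results were seen; those of transcript length and of marker genes were set before the data were examined.

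The difference between Cre-positive and Cre-negative SC was not the same at P0.5 as at the other stages. In a limma test of this interaction over 5983 genes, the difference was larger at P0.5 than in the mean of the other 3 stages for 1541 genes and smaller for 215. At P0.5 itself 1684 genes were higher in Cre-positive SC, against 28 at E17.5, 0 at P7.5 (25 at an unadjusted p of 0.05) and 5 in the adult.

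Within P0.5, the Cre-positive libraries held 0.854 times the estimated fragments of the Cre-negative ones, so they were not the deeper ones. Depth also differs between stages, and the adult SC libraries were much shallower than those of P0.5, while those of P7.5 were about as deep; its effect on the numbers per stage was not tested. Scaling on the median gene gave 1660 genes in place of 1684, which does not rule out a difference in composition. The P0.5 replicates lie closer to each other than those of other stages, which makes differences easier to call. In simulated data, 82.5% of changed genes were recovered with the spread of the P0.5 libraries, against 29% with that of all SC libraries. With each gene's spread taken from the other 3 stages alone, 340 genes were higher in Cre-positive SC at P0.5, against 335 with all 4 stages, in a refit of the 4438 genes that could be fitted both ways. This refit shares its variance and its adjustment among those genes only and calls fewer of them than the main fit does. It also does not reach 1073 of the 1684 genes, which were at 1 FPKM or more in fewer than 2 of the 12 SC libraries of the other stages.

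A library batch shared by the P0.5 Cre-positive replicates is a candidate explanation that remains. These libraries correlated with each other at 0.951 over 7193 genes, and with none of the 22 other libraries above 0.548. Replicates of a condition are expected to agree in this way under an effect of stage too. Those of Cre-negative SC and of retina at P0.5 also agreed closely (0.916 and 0.939, each over the genes above 0 in either library). The test thus does not favour a batch of the Cre-positive libraries alone. It cannot tell a batch shared by all P0.5 libraries from an effect of stage. The mean correlation of the P0.5 Cre-positive libraries was 0.410 with Cre-positive SC of other stages, 0.504 with Cre-negative SC of P0.5, 0.399 with Cre-negative SC of other stages and 0.461 with retina. No batch is named in the sample labels. All samples of a batch of the Cre-positive replicates would be of 1 condition, so these correlations cannot tell batch and condition apart. The pairing check at P0.5 was 0.429 between Cre-positive and Cre-negative SC and 0.393 between Cre-positive SC and retina. Same-numbered libraries thus varied together across conditions, which a batch of the Cre-positive libraries alone would not give. It does not exclude such a batch. Transcript length remains as well, but only as an association, since no test asked whether it could produce the calls. The median length of the genes higher at P0.5 was 2421 bases, at percentile 0 of random lists of the same mean expression, whose middle 95% ran from 2638 to 2848 bases.

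The source of this RNA could not be settled with marker genes. Markers of retinal ganglion cells lay at percentile 56.5 of matched lists and markers of resident SC cells at percentile 38.8. Only 13 of 20 and 14 of 25 markers were among the tested genes, which is under the 80% asked for, so neither comparison counts. Marker genes therefore do not separate a stage-specific rise of axonal translation at P0.5, as the paper describes it, from a shared batch. No label names such a batch, and the tests here neither favour nor exclude one.

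Genes higher in Cre-negative than in Cre-positive SC, which the paper does not report on, numbered 66 at E17.5 and 260 at P0.5. At E17.5 the spread between libraries is a candidate explanation. A fit to the 4 SC libraries of that stage alone left 0 such genes, with 6 at an unadjusted p of 0.05. It left 0 genes higher in Cre-positive SC too, so the loss may reflect low power and does not decide this. With the replicate block, 15 genes remained. Of the values at 10 FPKM or more in a Cre-negative library of E17.5, 41.2% were listed at 0 in the other replicate. At P0.5 a fit to the 4 SC libraries of that stage gave 348 genes, and the cause of these was not found. Markers of resident SC cells, at percentile 38.8 of matched lists, are too few among the tested genes to decide whether RNA of resident cells contributes. No biological explanation was tested for these genes.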

How the results depend on the processing

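Alternatives described as added were chosen after the data were seen; the others were set before the data were examined. Of the single genes named in the text, 186 values under other settings kept their direction and their side of the threshold, 10 lost significance with the same direction and none reversed. Of the 10, 6 came from fits to a single stage, 3 from the replicate block and 1 from the interaction. Most of the named genes did not pass the threshold in the main fit and so could not lose significance. Fits to a single stage kept no call at E17.5 or in the adult, so the named calls of those stages were lost there. With replicates left out in turn, 324 values of these genes stayed within the spread between replicates and 30 moved. The filter was applied again in each refit, so some genes dropped out when a library that carried them was omitted. Sult2b1 and Robo2, for example, had 2 refits where Gria1 had 4. This count also does not record changes of sign, which occurred for Gria1, Grik2, Stx3, Mapt and App among others. For all changes listed here the cause was not tested unless a value shows it.

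Of the limma comparisons, the number at P0.5, 1684, ran from 1615 to 2380 under other settings. With a P0.5 replicate left out it was 333 or 648 without 1 of the Cre-positive libraries and 1104 or 1109 without 1 of the Cre-negative ones. With a replicate of the stage itself left out, the genes higher at the other stages ran from 24 to 253 at E17.5, from 0 to 48 at P7.5 and from 6 to 90 in the adult, and those lower from 60 to 802, from 0 to 54 and from 3 to 106. At E17.5 the 28 genes higher in Cre-positive SC became 4 with the replicate block and 0 in a fit to that stage alone, where 0 were higher at an unadjusted p of 0.05. In the adult, the 5 genes became 3 without the filter, 0 with the block (128 at an unadjusted p of 0.05) and 0 in the fit to that stage (10). The pairing for the block is taken from the labels, with pairing checks of 0.394 at E17.5 and 0.0619 in the adult. The 5 genes changed from P7.5 to adult in Cre-positive SC became 3 without the filter, 3 with the block and 0 in the interaction with Cre (134). The 3 genes changed from P0.5 to P7.5 in retina became 0 without the filter (409) and 0 with median-ratio scaling (176), which was added. Genes at 0 FPKM in most groups receive a small spread in the shared fit, so the calls at E17.5 and in the adult depend on sharing it. Calls at E17.5, and those of genes higher in the adult, were mostly or wholly lost when either P0.5 Cre-positive library was left out.

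For NOISeq, a probability of 0.8 in place of 0.7 gave 0 genes at E17.5, 585 at P0.5, 0 at P7.5 and 34 in the adult, in place of 6, 1179, 26 and 193, and a translatome of 615 genes in place of 1366. TMM scaling gave 27 genes at E17.5 and 17 at P7.5. The block gave 5 genes at P7.5 and 54 in the adult, with pairing checks of 0.319 and 0.0619. Replacing 0 by 1 fragment gave 64 at P7.5. FPKM without the transcript length, which was added, gave 117 at E17.5 and 123 at P7.5.

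The number of translatome genes detected at all 4 stages, 401, became 224 with a probability of 0.8, 180 at a threshold of 1 FPKM (added) and 206 with the floor of the shallowest SC library (added). At single stages, in place of 923, 1266, 722 and 643 genes, a probability of 0.8 gave 450, 602, 340 and 305. A threshold of 1 FPKM gave 600 at E17.5 and 420 at P7.5, the floor 450 at P7.5, and the part of Table S1 that could be read (added) 1086 at P7.5 and 999 in the adult. With a replicate left out the numbers ran from 155 to 198 at all stages, from 563 to 793 at E17.5 and from 295 to 542 in the adult.

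The share of these genes found in retina fell with a threshold of 1 FPKM in retina to 74.2% at E17.5, 33.2% at P0.5 and 62.0% at P7.5. With Table S1 (added) it was 96.1% at E17.5 in place of 96.3% and 92.0% at P0.5 in place of 92.4%. It was 89.5% at P7.5 in place of 92.2% and 87.5% in the adult in place of 91.6%. The number of genes in retina, 1619, 1449, 864 and 1098 at the 4 stages, became 5327, 6975, 3569 and 1896 with genes above 0 in both libraries and 9704, 9620, 8861 and 8265 with genes above 0 in either (added). With a replicate left out it ran from 1815 to 4596 at E17.5, from 1165 to 3449 at P7.5 and from 1428 to 3692 in the adult.

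The 968 axon-enriched and 203 retina-enriched genes became 44 and 71 at 1 FPKM or more in both tissues (added), 503 and 3 within the translatome, 19 and 1086 with TMM scaling and 443 and 86 with the block (pairing check 0.393). TMM scaling moves the ratio of all genes, whose median was 20.6.

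The correlation of Cre-negative replicates at P0.5, 0.864, became 0.813 at 1 FPKM or more in both (added) and 0.916 with genes above 0 in either library. That of Cre-positive with Cre-negative SC, 0.449, became 0.712 and, with Spearman's rho, 0.518. The variance of the first 2 principal components, 69.8%, became 75.4% with 12 group means, 65.9% with log2(FPKM + 0.1) and 72.4% with 8 group means of translatome genes (added). The median correlation between stages in Cre-positive SC, 0.266, became 0.538 with all genes, and that in retina, 0.808, became 0.717 with Spearman's rho and 0.619 between replicates of a stage.

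Target sets were sensitive to the comparison. With the change in Cre-negative SC subtracted, the differences from P0.5 to P7.5 became 1.20 for mTOR, 1.63 for FMRP and 1.75 for miR-1 targets (permutation test, adjusted p = 0.0303 each). The comparison genes were selected for being higher in Cre-positive than in Cre-negative SC, mostly at P0.5, so this subtraction gives them a steep fall by selection, and these values are not evidence about the targets. With Table S1 as comparison (added), they reversed to 0.41 from E17.5 to P0.5 and -0.084 from P0.5 to P7.5 for mTOR and to 0.20 and -0.58 for FMRP. That list too holds mostly genes of P0.5, with 1314 DEGs of that stage among 1885. A pseudocount of 0.1 (added) moved FMRP from E17.5 to P0.5 most, from -0.78 to -3.15 (permutation test, adjusted p = 0.0943). With only targets inside the translatome (added), mTOR became -0.050 and 0.42, and FMRP reversed to 1.16 and -1.15. For miR-1 from E17.5 to P0.5, the difference of -2.14 became -0.13 with only targets inside the translatome (permutation test, adjusted p = 1) and -1.16 with Table S1 (adjusted p = 0.967), both added. With a replicate left out, mTOR ran from -0.74 to -0.56 from E17.5 to P0.5 and from 0.78 to 1.12 from P0.5 to P7.5, FMRP from -0.12 to 0.63 from P0.5 to P7.5 and from -0.24 to 0.11 from P7.5 to adult, and miR-1 from -2.35 to -1.88 from E17.5 to P0.5, with 0 from P7.5 to adult in the 4 fits.

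Among gene families, chromatin modifiers reversed from slightly under to over the other genes, with 13.3% against 13.2% in genes matched on mean expression in retina, 8% against 6.01% at a probability of 0.8 and 22.7% against 18.4% with Table S1 (added). Ribosomal proteins lost significance with the part of Table S1 that could be read (added), with 19.7% against 18.4%. That list is incomplete at E17.5 and P0.5, so the loss does not decide on the family. Respiratory chain and proteasome subunits kept their significance under these settings.

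The share of adult DEGs decreased by run-off, 85.2% in axons and 95.1% in retina, became 70.1% and 65.9% with CPM and 94.8% and 98.5% with at least 10 reads without run-off, and in retina 92.1% for all genes.

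Not run were the alternatives with DESeq2, random thinning of libraries to equal depth and thresholds of 10 reads on the FPKM libraries, which need read counts, and a prior count of 0.5, which belongs to count models. Gene families with the genes of the comparison over all stages were not run either, since no gene passed there (202 higher and 89 lower at an unadjusted p of 0.05). Leaving out a replicate leaves 1 library in an arm of the single-stage comparisons, whose counts then rest on the variance of the other groups. The counts of stage changes with a replicate left out are not given for this reason. Those into and out of P0.5 were much lower without either P0.5 Cre-positive library.

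Depth limits the values near 0. With an estimated 562471 to 2264930 fragments in the adult SC libraries, 3 fragments of a transcript of 2 kb stand for 0.662 to 2.67 FPKM, so an absence in the adult cannot be told from a value below this. The run-off library of SC, with 349395 reads, limits single genes there in the same way.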

Differences from the paper's values

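The paper gives 2576 genes as the size of the axonal translatome, and the value here was 1366. A count was taken to close a gap when it came within a factor of 1.5 of the paper's value. None of the alternatives set before the data were examined closed the gap. They gave 615 genes with a probability of 0.8, 1637 with TMM scaling, 1230 with the replicate block, 1432 with 0 replaced by 1 fragment and 1712 with the union of limma's genes. FPKM without the transcript length, chosen after seeing the values, gave 1481.

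For the genes translated at all stages the paper gives 694, and the value here was 401. With a probability of 0.8 it was 224, so the alternative set before the data were examined did not close the gap. The part of Table S1 that could be read, a list chosen after seeing the values, gave 519. As this is the paper's own list, that number does not close the gap independently.

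The paper's correlation of Cre-negative replicates at P0.5 is about 0.96 in Fig. 2D, read by eye, and the value here was 0.864. The paper's correlation of Cre-positive with Cre-negative SC is about 0.88 in Fig. 2D, read by eye, and the value here was 0.449. Of the alternatives set before the data were examined, Spearman's rho gave 0.869 and 0.518, and genes above 0 in either library gave 0.916 and 0.423. None reached either of the paper's values.

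The paper's numbers of DEGs are about 300 at E17.5, about 1800 at P0.5, about 310 at P7.5 and about 450 in the adult in Fig. 2E, read by eye. The values here were 6, 1179, 26 and 193. Of the alternatives set before the data were examined, TMM scaling came within a factor of 1.5 at P0.5, with 1409 genes. None did at the other stages.

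The paper's numbers of genes in axons are about 1800 at E17.5, about 2100 at P0.5, about 1400 at P7.5 and about 1200 in the adult in Fig. 2E, read by eye. The values here were 923, 1266, 722 and 643, and no alternative set before the data were examined closed the gaps. The part of Table S1 that could be read, chosen after seeing the values, gave 1214, 1563, 1086 and 999. As this is the paper's own list, these numbers do not close the gaps independently.

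The paper's numbers of genes in retina are about 9700 at E17.5, about 9600 at P0.5, about 8900 at P7.5 and about 8300 in the adult in Fig. 2E, read by eye. The values here were 1619, 1449, 864 and 1098. The alternative set before the data were examined, genes above 0 in both libraries, gave 6975 at P0.5, which is lower but within a factor of 1.5. At the other stages it gave 5327, 3569 and 1896, which are not. Genes above 0 in either library, a setting chosen after seeing the values, numbered 9704, 9620, 8861 and 8265 and reach the paper's numbers. The gap thus comes from the stricter rule used here for retina, at least 1 FPKM in both libraries, and not from the values.

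Some statements of the paper were not borne out by a test here, although the direction often agreed. For mTOR and FMRP, the targets here were those of Figure S5A, compared by their medians. Figure 5A of the paper compares known targets by a Kolmogorov-Smirnov test, which was not repeated. The paper's immunofluorescence of p-mTOR, p-S6 and FMRP and its qRT-PCR were not analysed here either. The paper has mTOR targets rising steeply at P0.5, and 26 of 30 rose here, by a median change of 3.22 against 3.79 for the other genes of the axonal translatome, a difference of -0.58 (permutation test, adjusted p = 0.259). Those other genes were mostly called at P0.5, and with the genes of Table S1 in their place the difference was 0.41 (permutation test, adjusted p = 1). Of the 1885 genes of Table S1 that could be read, 1314 were DEGs at P0.5. This list therefore does not remove that selection, for these or for the FMRP targets. The paper has FMRP targets falling together from P0.5 to P7.5, and 14 of 15 targets fell here. Against the other genes of the axonal translatome the difference was 0.36 (permutation test, adjusted p = 0.571), but those genes were mostly called at P0.5. With only the 8 targets inside the axonal translatome it was -1.15 (adjusted p = 0.643), and with the genes of Table S1 -0.58 (adjusted p = 1). The paper has chromatin modifiers depleted from the axonal translatome, and 13.3% of them were in it here against 13.4% of the other genes. The paper's statement comes with a gene ontology analysis of axon-enriched mRNAs. The test here used a family set by symbols and only members above 0 FPKM in any SC library, so it is not a repeat of that analysis. The paper has key SNARE components highly translated in mature axons, and Snap25 stood high in adult Cre-positive SC, at 2682 and 1462 FPKM, but was not higher there than in Cre-negative SC, with a log2 difference of -1.03 (limma adjusted p = 1). The paper reports robust axonal translation of Htt, Prnp, Mapt and App. NOISeq called Htt, Prnp and Mapt higher in Cre-positive SC at P0.5, and over all stages Htt and Prnp were higher by log2 differences of 0.57 and 2.29 (limma adjusted p = 0.512 each). Mapt and App were lower in Cre-positive than in Cre-negative SC over all stages, by -0.54 and -0.55 (limma adjusted p = 0.901 and 0.889). With each replicate left out in turn, these ran from -1.01 to 0.16 and from -1.16 to 0.053, so their direction was not settled. The paper has Atf4 translated in axons at all stages. In the Cre-positive replicates it stood at 0 and 0.184 FPKM at E17.5 and at 0 and 0.220 FPKM at P7.5. In the adult it stood at 152 and 199 FPKM there, against 11.4 and 0 in Cre-negative SC. NOISeq called Atf4 higher in Cre-positive SC at P0.5. The paper has neurexins translated in all axons, and Nrxn3 and Nrxn2 were higher than in Cre-negative SC by 1.40 and 0.80 without passing the threshold (limma adjusted p = 0.550 and 0.783), and NOISeq called Nrxn2 higher at P0.5 and Nrxn3 in the adult. The paper has Sarm1 translated in developing and not in adult axons, and its difference here was in the same direction, -3.21 (limma adjusted p = 0.0854), or -1.28 relative to Cre-negative SC (limma adjusted p = 0.778).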

Other observations

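All tests in this part were chosen after the result was seen, except that of the depth behind the number of genes in adult SC, which was set before the data were examined.

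Fewer genes were above 0 FPKM in adult Cre-positive SC than at the developing stages, 3265 against 6307 at E17.5, 5054 at P0.5 and 4668 at P7.5, which is 0.611 of their mean. The adult SC libraries were also shallow. Counting only values that 1 fragment could give in the shallowest SC library left 2317 genes in the adult and 3886, 4197 and 2574 at the other stages, a ratio of 0.652. The ratio lay just under the limit set for an effect of the floor. Against P7.5 the gap shrank to 2317 and 2574 genes, so most of that gap may come from the floor, while the numbers at E17.5 and P0.5 stayed well above that of the adult. Whether fewer mRNAs were translated in adult axons or more were lost before sequencing was not tested.

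Many genes were at high FPKM in 1 replicate and at 0 in the other. Over all groups, 16.1% of 26028 values at 10 FPKM or more had a 0 in the other replicate, where counting noise at the estimated depths would give 0.00178%. The percentage was 24.6 in Cre-positive and 41.2 in Cre-negative SC of E17.5, 0.151 and 0.568 at P0.5, 14.5 and 12.4 at P7.5, and in the adult 39.1 in Cre-negative SC, with 463 of 1598 values in Cre-positive SC. In retina it was 1.70, 0.579, 8.18 and 18.4 at the 4 stages. The value of 0.00178% takes reads as independent molecules, which amplified reads are not, so it is a lower bound on the noise of a library. Differences between the animals or pools of the replicates and loss of molecules before amplification are candidate explanations that were not tested.

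In the run-off experiment, 42.6% of adult DEGs in axons and 48.3% in retina had no read left. Thinning the library without run-off to the depth of the other 1000 times gave 13.9% (middle 95% from 11.4 to 16.4) and 17.9% (15.2 to 20.3), which is less than was seen. Thinning covers counting error only, since PCR reads are not independent molecules, and adult SC replicates without run-off already hold many genes at 0 in 1 replicate and at high values in the other. The depletion can therefore not be assigned to run-off from these libraries. The share of adult DEGs that decreased was not special to them. It lay at percentile 21.0 of random lists matched on reads in axons and at percentile 74.1 in retina. Each condition was 1 library, and no biological explanation was tested.

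The values of Table S1 equal the mean FPKM of the replicates, apart from 17 of 15080. In all 17 the files hold 0 and the value of Table S1 is a multiple of 0.5, which is consistent with a mean of 2 whole read counts in place of FPKM.

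One effect of Cre over all 4 stages gave 0 genes with an adjusted p under 0.05, with 202 higher and 89 lower at an unadjusted p of 0.05. In 100 of 100 splits of the 16 SC libraries that exchange the Cre labels within same-numbered pairs, the real one included, as many genes were found, which a result of 0 fixes in advance; none of the other splits gave more than 1 gene. The splits keep each same-numbered pair apart, as the real labels do, and follow the pairing taken from the labels.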
